# Gain-of-function mutant p53 together with ERG proto-oncogene drive prostate cancer by beta-catenin activation and pyrimidine synthesis

**DOI:** 10.1038/s41467-023-40352-4

**Published:** 2023-08-03

**Authors:** Donglin Ding, Alexandra M. Blee, Jianong Zhang, Yunqian Pan, Nicole A. Becker, L. James Maher, Rafael Jimenez, Liguo Wang, Haojie Huang

**Keywords:** Prostate cancer, Mechanisms of disease, Gene regulation

## Abstract

Whether *TMPRSS2-ERG* fusion and *TP53* gene alteration coordinately promote prostate cancer (PCa) remains unclear. Here we demonstrate that *TMPRSS2-ERG* fusion and *TP53* mutation / deletion co-occur in PCa patient specimens and this co-occurrence accelerates prostatic oncogenesis. p53 gain-of-function (GOF) mutants are now shown to bind to a unique DNA sequence in the *CTNNB1* gene promoter and transactivate its expression. ERG and β-Catenin co-occupy sites at pyrimidine synthesis gene (PSG) loci and promote PSG expression, pyrimidine synthesis and PCa growth. β-Catenin inhibition by small molecule inhibitors or oligonucleotide-based PROTAC suppresses TMPRSS2-ERG- and p53 mutant-positive PCa cell growth in vitro and in mice. Our study identifies a gene transactivation function of GOF mutant p53 and reveals β-Catenin as a transcriptional target gene of p53 GOF mutants and a driver and therapeutic target of TMPRSS2-ERG- and p53 GOF mutant-positive PCa.

## Abstract (web summary)

*TP53* alteration and *TMPRSS2-ERG* fusion are often found together in prostate cancer. Here, the authors show that gain-of-function mutant p53 collaborates with ERG proto-oncogene to drive prostate cancer tumourigenesis by activating beta-catenin expression and afterwards pyrimidine synthesis.

## Introduction

The *TP53* tumor suppressor gene is the most frequently mutated gene in human cancers^1–3^. The vast majority of p53 mutants are single amino-acid substitution mutations that are often clustered at certain hotspot resides in the p53 DNA binding domain (DBD) including R175, G245, R248, G249, R273 and R282^3–5^. While losing the canonical tumor suppressor functions in regulation of cell cycle arrest and apoptosis^6–8^, the DBD missense mutations are reported to exert dominant-negative effects and acquire additional neomorphic functions and therefore are termed as gain-of-function (GOF) mutations^9–13^. Previous studies have suggested that p53 GOF mutants e activate oncogenic programs via interaction with other transcription factors or co-regulatory proteins such as ETS2 and CREB1^2,10,14–16^. It has also been implied that p53 GOF mutants can bind certain unusual DNA structures^17,18^. However, whether p53 mutants can directly bind double-stranded DNA in chromatin to contribute to altered gene transactivation has not been explored.

The E26 transformation-specific (ETS)-related gene (ERG) and other ETS family transcription factors are crucial for establishment of different cell lineages (e.g., endothelial vs. hematopoietic) during development^19,20^. These transcription factors induce cell type-specific gene expression by acting as master transcriptional activators and/or form protein complexes with other transcription factors^21,22^. Overexpression of N-terminal truncated, but fully functional ERG due to *ERG* gene fusion with *TMPRSS2* gene occurs in approximately 50% of prostate cancer (PCa) patients^23,24^. Akin to its role in regulating cell lineage commitment during development, overexpressed ERG has been implicated in aberrant activation of oncogenic programs in PCa through its interactions with master transcription factors such as androgen receptor (AR), HOXB13 and FOXA1^25,26^. While ERG overexpression has long been recognized as a pro-oncogenic factor in PCa^23,24,27^, transgenic expression of ERG alone is insufficient to induce prostate tumorigenesis in mice at age up to one year. However, TMPRSS2-ERG transgenic mice do develop aggressive prostate tumors at advanced age (>2 years), highlighting a context-dependent action of TMPRSS2-ERG in PCa pathogenesis^25,28–31^. While both *ERG* and *TP53* genes are frequently altered in PCa patient specimens, the potential for their functional interplay in prostate oncogenesis has remained unknown.

In the present study we reveal that GOF mutant p53 proteins directly bind a unique DNA motif in the *CTNNB1* gene promoter and transactivate *CTNNB1* gene expression. We further show that overexpressed ERG and β-Catenin co-occupy sites in pyrimidine synthesis gene (PSG) loci and promote pyrimidine synthesis and prostate oncogenesis. We also demonstrate that β-Catenin is a viable therapeutic target of TMPRSS2-ERG- and GOF mutant p53-positive PCa.

## Results

### Occurrence of *TMPRSS2-ERG* fusion and *TP53* inactivation in PCa patient specimens

*TMPRSS2-ERG* gene fusion frequently occurs in PCa patients^32,33^. The tumor suppressor gene *TP53* is also often inactivated (loss of function) due to gene deletion and/or mutation in PCa^34,35^. We therefore sought to determine whether these two lesions co-occur in PCa patient samples. Meta-analysis of TCGA data showed that *TMPRSS2-ERG* fusion co-occurred with *TP53* inactivation (including heterozygous and homozygous deletions, gene mutations and other alterations) in primary/localized PCa patient samples^23^ (Fig. 1a, b and Supplementary 1a), suggesting that both lesions might be involved in prostate tumorigenesis. Similar results were observed in the SU2C cohort of metastatic PCa^34^ (Fig. 1a, b and Supplementary 1b) and the MSKCC cohort including both primary and metastatic PCa^36^ (Supplementary Fig. 1c, d). Thus, meta-analysis of data from >1500 PCa patient specimens shows that *TMPRSS2-ERG* fusion and *TP53* inactivation co-occur in PCa patient samples, raising the potential for a cooperative role of these two lesions in prostate tumorigenesis and progression.

**Fig. 1:**
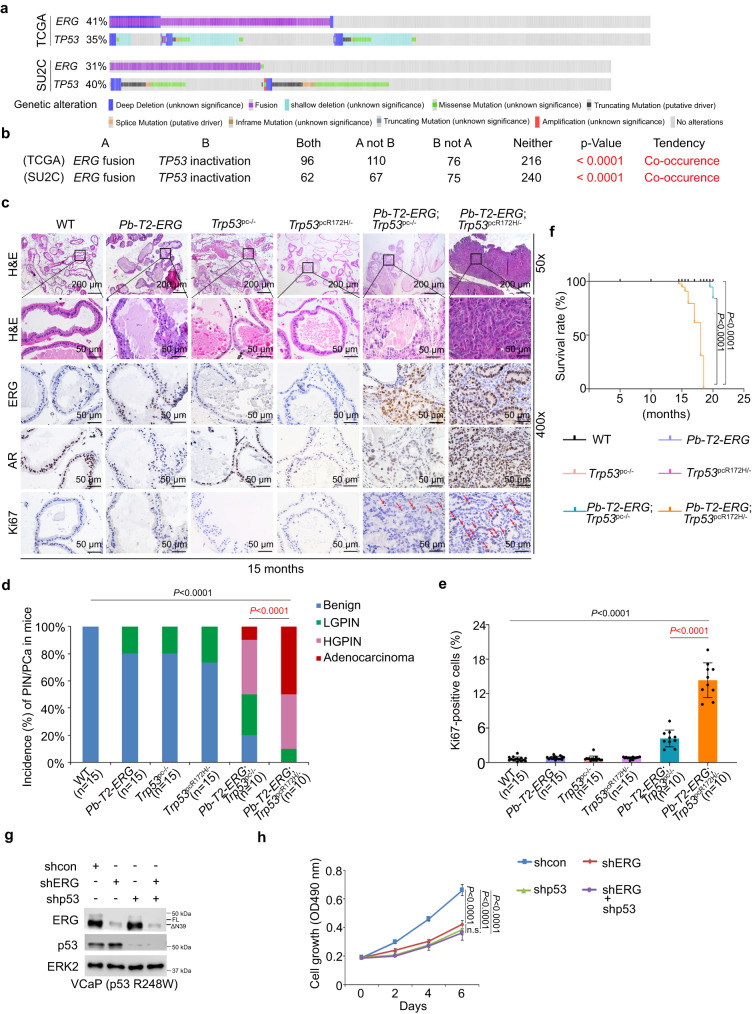
*TMPRSS2-ERG* fusion and *TP53* inactivation alteration co-occur in PCa patient samples and cooperatively induce prostate tumorigenesis in mice. **a** OncoPrint image from cBioPortal showing the percentage of genetic alterations in the *ERG* and *TP53* genes in PCa patients from TCGA (top) and SU2C (low) cohorts. **b** Fisher exact test (two-tailed) of the association between *TMPRRS2-ERG* fusions and *TP53* inactivation alterations in TCGA (top) and SU2C (low) PCa patient samples. **c** Representative images of H&E and IHC of ERG, AR and Ki67 proteins in prostate tissues from mice with the indicated genotypes at 15 months of age. **d** Quantification of incidences of PIN and/or cancer in mice with the indicated genotypes shown in (**c**). **e** Quantification of Ki67 positive cells from tissue sections in (**c**). **f** The survival rate of mice with the indicated genotypes. **g** Western blot analysis of indicated proteins in VCaP cells stably expressing the indicated shRNAs. ERK2 was used as a loading control. The western blot assay was repeated two times independently with similar results. **h** MTS assay in VCaP cells stably expressing the indicated shRNAs. n.s., nonsignificant. Data in (**d,** **e**) and (**f**) represented as mean ± s.d. from indicated sample size (numbers of mice in each genotypic group). Data in (**h**) represented as mean ± s.d. from five independent replicates for each group. χ2 test was performed in (**d**) for statistical analysis. Two-tailed Student’s *t* test was performed in (**e**). The Log-rank (Mantel-Cox) test was performed in (**f**). Two-way ANOVA was performed in (**h**).

### Cooperativity of *TMPRSS2-ERG* transgene with *Trp53* deletion and a GOF role of mutant p53 in prostate oncogenesis

To test the disease relevance of co-occurring *TMPRSS2-ERG* fusion and *TP53* inactivation in PCa patients, we recapitulated this combination by using *Pb*-driven *Cre* recombinase transgenic mice (*Pb-Cre4*)^37^, *Pb-TMPRSS2-ERG* (T2-ERG) transgenic mice^38^ and *Trp53*^loxp-stop-loxp-R172H/loxp^ mice^12^ as founding breeders to generate six groups of genetically engineered mice (GEM): 1) wild-type (WT) littermate controls; 2) prostatic cell (PC)-specific *T2-ERG* transgenic (*Pb-T2-ERG*); 3) prostatic cell-specific *Trp53* knockout (*Pb-Cre*^+^;*Trp53*^p/p^ or *Trp53*^pc-/-^); 4) prostatic cell-specific *Trp53* knockout and R172H mutant knockin (*Pb-Cre*^+^;*Trp53*^R172H/p^ or *Trp53*^pcR172H/-^); 5) prostatic cell-specific *T2-ERG* transgenic and *Trp53* knockout (*Pb-Cre*^+^*;Pb-T2-ERG*;*Trp53*^p/p^ or *Pb-T2-ERG*;*Trp53*^pc-/-^); 6) prostatic cell-specific *T2-ERG* transgenic and *Trp53* knockout/knockin (*Pb-Cre*^+^*;Pb-T2-ERG*;*Trp53*^R172H/p^ or *Pb-T2-ERG*;*Trp53*^pcR172H/-^) (Fig. 1c). We employed R172H, a missense mutation in the murine p53 DBD as a surrogate because its equivalent mutation R175H in human p53 is one of the mutations that often occurs in both primary and advanced PCa patient samples (Supplementary Fig. 1e). TP53 R175H is traditionally considered to be a GOF mutation.

As predicted by the corresponding patient data (Fig. 1a, b and Supplementary Fig. 1a–d), *TMPRSS2-ERG* overexpression together with *Trp53* deletion induced focal low-grade prostatic intraepithelial neoplasia (PIN), a precursor of cancerous lesions in the prostate of *Pb-T2-ERG*;*Trp53*^pc-/-^ mice as early as 10 months of age (Supplementary Fig. 2a, b) and high-grade PIN (HGPIN) and focal adenocarcinoma in approximately 50% of 15 month-old mice (Fig. 1c, d). Importantly, *Pb-T2-ERG*;*Trp53*^pcR172H/-^ mice at 10 months of age developed HGPIN and adenocarcinoma (Supplementary Fig. 2a, b) and approximately 90% developed aggressive HGPIN and/or adenocarcinomas by 15 months of age (Fig. 1c, d). Notably, immunohistochemistry (IHC) analysis showed that all the cancerous and PIN lesions in these various strains were AR-positive (Fig. 1c and Supplementary Fig. 2a). Consistent with the previous reports^25,28–31^, no PIN was observed in *Pb-T2-ERG* mice by 10 months; However, approximately 20% of these animals displayed focal LGPIN lesions by 15 months of age (Fig. 1d). This observed age-dependent disease progression further supports the notion that ERG overexpression can promote prostate oncogenesis by cooperating with other genetic alterations. The histological changes corresponded with increased Ki67 staining in *Pb-T2-ERG*;*Trp53*^pc-/-^ and *Pb-T2-ERG*;*Trp53*^pcR172H/-^ mice at both ages (Fig. 1c, e and Supplementary Fig. 2a, c). Cytokeratin 8 (CK8) and smooth muscle actin (SMA) IHC analyses showed that prostate tumors in *Pb-T2-ERG*;*Trp53*^pcR172H/-^ mice at 15 months were CK8-positive, but SMA staining was not observed (Supplementary Fig. 2d), suggesting that these tumors are luminal type with an invasive phenotype. Together, these data indicate that *TMPRSS2-ERG* overexpression in combination with *TP53* inactivation is sufficient to drive prostate tumorigenesis and that DBD mutant p53 (e.g., GOF mutant R172H) can significantly accelerate PCa oncogenesis, confirming a GOF role for the p53 R172H DBD mutation in promoting disease progression and aggressiveness. This notion is further supported by the observation in patient samples that the incidence of *TP53* gene mutations, including missense, truncating and splice site mutations, was about three-fold higher in advanced PCa in SU2C patients (~36.7%) compared to primary PCa in TCGA patients (~12.5%) (Supplementary Fig. 1c) and by the overall survival data in mice (Fig. 1f). The *Trp53* knockin mouse data are also consistent with the observation in patients that, similar to the total *TP53* mutations, *TP53* DBD mutations also co-occurred with *ERG* fusions in advanced PCa in the SU2C cohort (Supplementary Fig. 1b).

In addition to the R175H mutation, a diverse collection of other hotspot mutations in the DBD of p53 (e.g., R248W and R273H) have been reported in PCa patients^3^. Indeed, the majority of p53 mutations detected in advanced PCa cases^39^ are located in the p53 DBD (Supplementary Fig. 1e). In human PCa cell line VCaP (*TMPRSS2-ERG* (ERGΔN39)/*TP53*^R248W/-^ DBD mutant-positive) we demonstrated that knockdown of either ERG or DBD mutant p53 alone or together inhibited VCaP cell growth (Fig. 1g, h). Together, these data indicate that mutations such as R172H in murine *Trp53* and R248W in human *TP53* function as GOF mutations to drive prostate tumorigenesis in mice and growth of human PCa cells in culture, respectively.

### Upregulation of pyrimidine synthesis genes (PSGs) by ERG and GOF mutant p53

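RNA-seq libraries of prostate tissue from 15-month-old mice of 4 genotypes were analysed here, with 3 mice each in the WT, *Pb-T2-ERG*, *Trp53* pc-/- and *Pb-T2-ERG;Trp53* pc-/- groups. The last are called double mutant mice here. In *Pb-T2-ERG* mice a probasin promoter (*Pb*) drives the ERG transgene in the prostate, and in *Trp53* pc-/- mice a *Pb*-driven Cre recombinase deletes the floxed *Trp53* alleles there. Libraries from the genotypes carrying the R172H mutant were not analysed here. The authors aligned the paired-end reads to GRCm38/mm10 and deposited, for each library, the FPKM of 41042 genes, which are fragments divided by exon length and by the library's total. All FPKM values came out as whole numbers of fragments when multiplied by exon length and by 1 total per library, so the depth is known. The total was 20591189 to 26838874 fragments in the WT group (median 26120360), 22240192 to 32565774 in the *Pb-T2-ERG* group (median 24880531), 19747635 to 24053010 in the *Trp53* pc-/- group (median 22646045) and 20277688 to 28870130 in the double mutant group (median 23520654). Counting error at this depth covers only the sampling of fragments, not the differences between mice.

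Genes were compared on the log2(FPKM + 1) scale with limma, which fitted all 12 libraries together and shared 1 estimate of the spread among the groups. This scale understates the change of genes with low FPKM. The 17623 genes with the equivalent of at least 10 fragments in at least 3 libraries were tested, and p values were adjusted with the Benjamini-Hochberg method. FPKM were used as deposited, which divides each library by its total. The 18 genes that took more than 1% of the fragments in any library together took from 4.23% to 36.4% of a library, so the total depends on few genes. Scaling by the median of ratios between libraries moved the median log2 fold change of all tested genes between the double mutant and WT groups from 0.35 to 0.015.

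The engineered genes were checked in every library. *Erg* (chromosome 16, 95359169 to 95586593, minus strand, GRCm38) had 0.530, 0.925 and 0.462 FPKM in the WT mice and 0.672, 0.716 and 0.268 FPKM in the *Trp53* pc-/- mice. It had 15.8, 12.2 and 22.5 FPKM in the *Pb-T2-ERG* mice and 8.26, 9.75 and 27.1 FPKM in the double mutant mice, so every library labelled with the transgene lay above every library without it. *Trp53* (chromosome 11, 69580359 to 69591873, plus strand) had 11.3, 8.87 and 9.08 FPKM in the WT mice and 10.6, 9.03 and 5.32 FPKM in the *Trp53* pc-/- mice, a log2 fold change of -0.24 (SE 0.29, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment). It had 13.4, 22.3 and 20.4 FPKM in the *Pb-T2-ERG* mice and 16.8, 11.2 and 21.5 FPKM in the double mutant mice. The *Trp53* FPKM of the whole gene therefore did not separate the libraries labelled as *Trp53*-deleted from the others, and the *Trp53* status of each library is taken from its label.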

To define the downstream effectors uniquely altered in *Pb-T2-ERG*;*Trp53*^pcR172H/-^ but not *Pb-T2-ERG*;*Trp53*^pc-/-^ mice, we performed RNA-seq analysis in prostate tissue from the six groups of GEM shown in Fig. 1c. 

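At an adjusted p under 0.001, limma with Benjamini-Hochberg adjustment called 36 genes upregulated and 0 downregulated in the libraries labelled *Pb-T2-ERG;Trp53* pc-/- (double mutant) compared with WT, 2 upregulated and 0 downregulated in *Pb-T2-ERG* compared with WT, and 0 in either direction in *Trp53* pc-/- compared with WT. At an unadjusted p under 0.05, 6512 genes were higher and 589 lower in the double mutant group, 3712 higher and 400 lower in the *Pb-T2-ERG* group, and 579 higher and 329 lower in the *Trp53* pc-/- group. The alternative that moved the first count most was an adjusted p under 0.05, at which 3880 genes were upregulated and 247 downregulated in the double mutant group. With median-of-ratios scaling these became 1424 upregulated and 1076 downregulated genes, so the share of upregulated calls went from 94.0% to 57.0%.

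Of the 36 upregulated genes, 34 were called only in the double mutant group and 2 were also called in the *Pb-T2-ERG* group. The 2 shared genes were *Qsox1* and *Reg3b*. *Qsox1* (chromosome 1, 155778155 to 155812883, minus strand) had 19.1, 21.3 and 25.7 FPKM in the WT mice, 497, 408 and 543 FPKM in the *Pb-T2-ERG* mice and 255, 373 and 285 FPKM in the double mutant mice. Its log2 fold change from WT was 3.72 in the double mutant group (adjusted p = 5.5e-05 from limma with Benjamini-Hochberg adjustment). *Reg3b* (chromosome 6, 78370885 to 78373466, plus strand) had at most 2 fragments in any WT library, at or under the floor of 3 fragments, and was at least 2396-fold higher in the double mutant group. Its paralog *Reg3g* (chromosome 6, 78466269 to 78468872, minus strand) had a log2 fold change of 8.23 (SE 0.79, adjusted p = 6.3e-04 from the same limma test with Benjamini-Hochberg adjustment), and the counting of fragments between these paralogs is uncertain. *Lcn2* rose from 14.4 ± 6.61 FPKM (SD, n = 3) in the WT mice to 975 ± 363 FPKM (SD, n = 3) in the double mutant mice. *Wfdc18* (chromosome 11, 83709015 to 83711348, plus strand) had at most 3 fragments in any WT library and was at least 588-fold higher in the double mutant group. *Saa3* (chromosome 7, 46711998 to 46715676, minus strand) rose from 0.671 ± 0.0954 FPKM (SD, n = 3) in the WT mice to 141 ± 132 FPKM (SD, n = 3) in the double mutant mice. In the *Pb-T2-ERG* group the log2 fold change from WT was 6.31 for *Saa3*, 8.68 for *Reg3g*, 5.09 for *Lcn2* and 5.45 for *Wfdc18*. In the double mutant group it was 5.96, 8.23, 6.02 and 6.60 in the same order, so *Saa3* and *Reg3g* rose no less with the transgene alone.

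All 34 genes called only in the double mutant group also had a higher mean in the *Pb-T2-ERG* group than in the WT group, and 29 of them had an adjusted p under 0.05 there. Their median log2 fold change from WT was 2.52 in the double mutant group, 1.71 in the *Pb-T2-ERG* group and 0.080 in the *Trp53* pc-/- group. Compared directly, the double mutant and *Pb-T2-ERG* groups differed at an adjusted p under 0.05 in 3 of these 34 genes.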

Gene clustering analysis of the RNA-seq data revealed that prostate tumors from *Pb-T2-ERG*;*Trp53*^pc-/-^ mice and *Pb-T2-ERG*;*Trp53*^pcR172H/-^ PIN lesions shared 370 commonly upregulated genes, but had 901 and 304 uniquely upregulated targets, respectively (Fig. 2a and Supplementary Fig. 3a, b and Supplementary Data 1). 

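The list of ERG target genes in Supplementary Data 2 was followed in the 4 genotypes analysed here, where 501 of its genes passed the filter on low values. The mean log2(FPKM + 1) over the list was 1.30, 1.36 and 1.29 in the 3 WT mice and 1.25, 1.42 and 1.35 in the 3 *Trp53* pc-/- mice. It was 1.55, 2.20 and 2.08 in the *Pb-T2-ERG* mice and 2.34, 1.97 and 3.37 in the mice labelled *Pb-T2-ERG;Trp53* pc-/- (double mutant). The paper's heatmap of these genes shows 2 double mutant mice and its text does not name them, so all 3 are given. Every *Pb-T2-ERG* and every double mutant mouse lay above every WT mouse (two-sided exact permutation test, p = 0.1 for each comparison, the smallest p that 3 mice against 3 allow). The double mutant and *Pb-T2-ERG* mice overlapped.

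The median log2 fold change of the list from WT was 1.19 in the double mutant group, 0.57 in the *Pb-T2-ERG* group and 0.017 in the *Trp53* pc-/- group. Of the 501 genes, 500 were higher than in WT in the double mutant group and 486 in the *Pb-T2-ERG* group. The camera test of limma compares a list with all other tested genes, with the correlation between genes set to 0.01 and not estimated. Camera gave an adjusted p = 2.5e-17 for the double mutant group, an adjusted p = 4.3e-05 for the *Pb-T2-ERG* group and an adjusted p = 0.64 for the *Trp53* pc-/- group (two-sided, Benjamini-Hochberg adjustment over 18 gene lists). It takes genes, not mice, as its units, so these p do not measure the differences between mice. None of 10000 random lists of the same size and mean expression had a median as high in the double mutant or the *Pb-T2-ERG* group. With limma and Benjamini-Hochberg adjustment over all tested genes, 313 of the list had an adjusted p under 0.05 and a higher mean in the double mutant group, and 423 did when adjusted over the list alone. In the *Pb-T2-ERG* group these counts were 12 and 14. The alternative that moved the median of the double mutant group most was a pseudocount of 0.1, which gave 1.78. With median-of-ratios scaling the median was 0.85 in the double mutant group and 0.36 in the *Pb-T2-ERG* group. Relative to the median of all tested genes in FPKM as deposited, it was 0.84 and 0.35 in these groups. These WT libraries belong to the same experiment from which the paper selected the list.

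**Figure D1:**
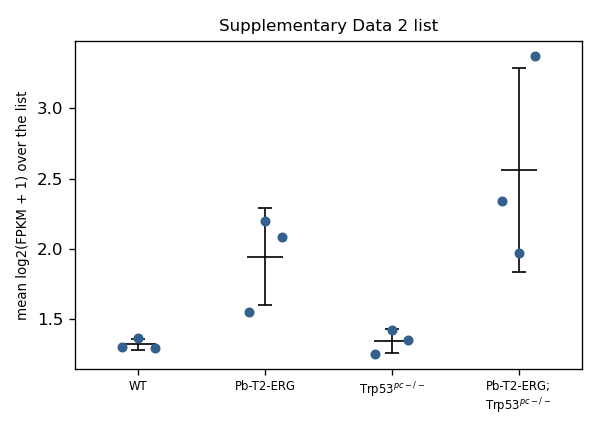
Mean log2(FPKM + 1) over the tested genes of Supplementary Data 2 in each mouse (points), by genotype, with the mean and SD of the 3 mice (lines and bars). The vertical axis does not start at 0. The WT and *Trp53* pc-/- mice lie between 1.25 and 1.42, the *Pb-T2-ERG* mice between 1.55 and 2.20 and the double mutant mice between 1.97 and 3.37.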

Through integration analysis of this set of genes and the ERG ChIP-seq data generated from *TMPRSS2-ERG* prostate tumors in a previously reported GEM model^25^, we identified 531 ERG target genes that were highly upregulated in prostate tumors from *Pb-T2-ERG;Trp53*^pcR172H/-^ mice compared to other genotypic littermates (Fig. 2b, c and Supplementary Data 2). IPA analysis showed that most of these genes are cancer relevant (Fig. 2d). Notably, a subset of PSGs^40^, including *Umps*, *Rrm1*, *Rrm2* and *Tyms*, were upregulated in *Pb-T2-ERG;Trp53*^pcR172H/-^ tumors compared to prostate tissues from control groups of mice (Fig. 2a, c–g and Supplementary Fig. 3c–e). These results were further validated by RT-qPCR in *Pb-T2-ERG;Trp53*^pcR172H/-^ murine tumors (Fig. 2h, i). Similarly, expression of these PSGs was much higher in prostate tumors from the *Pten*^pc-/-^*;Trp53*^pcR172H/-^;*Pb-T2-ERG* GEM model we reported previously^41^ compared to wild-type mice (Supplementary Fig. 4a–e). In contrast, knockdown of p53 mutant, ERG or both decreased expression of these PSGs, but had no obvious effect on expression of nucleotide metabolism genes such as *DCK*, *TK1* and *IMPDH1* (Fig. 2i and Supplementary Fig. 4f, g). These data suggest that p53 GOF mutant cooperates with T2-ERG to upregulate expression of PSGs in PCa.

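Among the control groups analysed here, *Umps* (chromosome 16, 33954782 to 33967038, minus strand, GRCm38) had 1.33 ± 0.159 FPKM in WT, 2.01 ± 0.565 in *Pb-T2-ERG*, 1.31 ± 0.443 in *Trp53* pc-/- and 4.32 ± 1.57 in the mice labelled *Pb-T2-ERG;Trp53* pc-/- (double mutant) (mean ± SD, n = 3 mice in each group). *Rrm1* (chromosome 7, 102441695 to 102469771, plus strand) had 6.55 ± 1.53, 9.60 ± 0.862, 5.59 ± 0.548 and 16.4 ± 9.73 FPKM in the same order of groups. *Rrm2* (chromosome 12, 24708241 to 24714146, plus strand) had 3.36 ± 1.09, 7.63 ± 2.50, 3.37 ± 0.702 and 20.6 ± 19.8 FPKM. *Tyms* (chromosome 5, 30058827 to 30073617, minus strand) had 1.75 ± 0.236, 2.46 ± 0.254, 1.66 ± 0.359 and 4.06 ± 2.17 FPKM. The heatmap in Fig. 2g shows 2 double mutant mice and the paper's text does not name them. In the 3 mice, *Umps* had 4.08, 2.89 and 6.00 FPKM, *Rrm1* 12.4, 9.32 and 27.5 FPKM, *Rrm2* 12.2, 6.41 and 43.3 FPKM and *Tyms* 2.85, 2.76 and 6.56 FPKM. Replicate 3 had the highest value for each of the 4 genes. The lowest number of fragments behind any of these values was 63, for *Umps* in a *Trp53* pc-/- mouse.

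Compared with WT, the log2 fold change in the double mutant group was 1.15 for *Umps* (SE 0.24, adjusted p = 0.012), 1.09 for *Rrm1* (SE 0.31, adjusted p = 0.033), 1.93 for *Rrm2* (SE 0.52, adjusted p = 0.027) and 0.80 for *Tyms* (SE 0.25, adjusted p = 0.045), all from limma with Benjamini-Hochberg adjustment and none under 0.001. The paper used its threshold of 0.001 with DESeq2, which was not run here, so limma does not test whether these genes pass it. For each gene every double mutant mouse lay above every WT mouse (two-sided exact permutation test, p = 0.1, the smallest p possible with 3 mice against 3). With each mouse of either group left out in turn, the log2 fold change stayed between 0.94 and 1.36 for *Umps*, 0.66 and 1.40 for *Rrm1*, 1.21 and 2.50 for *Rrm2* and 0.47 and 0.98 for *Tyms*. Scaling by the median of ratios lowered the *Tyms* change most in proportion, to 0.44, and left *Umps* alone of the 4 genes with an adjusted p under 0.05 (0.80, adjusted p = 0.025 from limma with Benjamini-Hochberg adjustment). The median log2 fold change was 1.83 over 9 proliferation genes and -3.72 over 6 prostate secretory genes. In the list mean, every double mutant mouse lay above every WT mouse for the first list and under for the second. These FPKM do not tell a change within cells apart from a change in the cells of the tissue.

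In the *Pb-T2-ERG* group the log2 fold change from WT was 0.36 for *Umps*, 0.51 for *Rrm1*, 0.98 for *Rrm2* and 0.33 for *Tyms*, with adjusted p from 0.28 to 0.45 from limma with Benjamini-Hochberg adjustment, although the values of the groups did not overlap for any of the 4 genes, which chance gives for 10% of genes with 3 mice against 3. In the *Trp53* pc-/- group it was -0.028 for *Umps*, -0.18 for *Rrm1*, 0.024 for *Rrm2* and -0.053 for *Tyms*. Between the double mutant and *Pb-T2-ERG* groups, the log2 fold change was 0.80 for *Umps* (adjusted p = 0.29 from limma with Benjamini-Hochberg adjustment). The paper sets the tumors with the R172H mutant, which were not analysed here, against these control groups, and from the higher expression in those tumors and its RT-qPCR and knockdown experiments it proposes that the p53 GOF mutant cooperates with T2-ERG to upregulate PSGs.

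**Figure D2:**
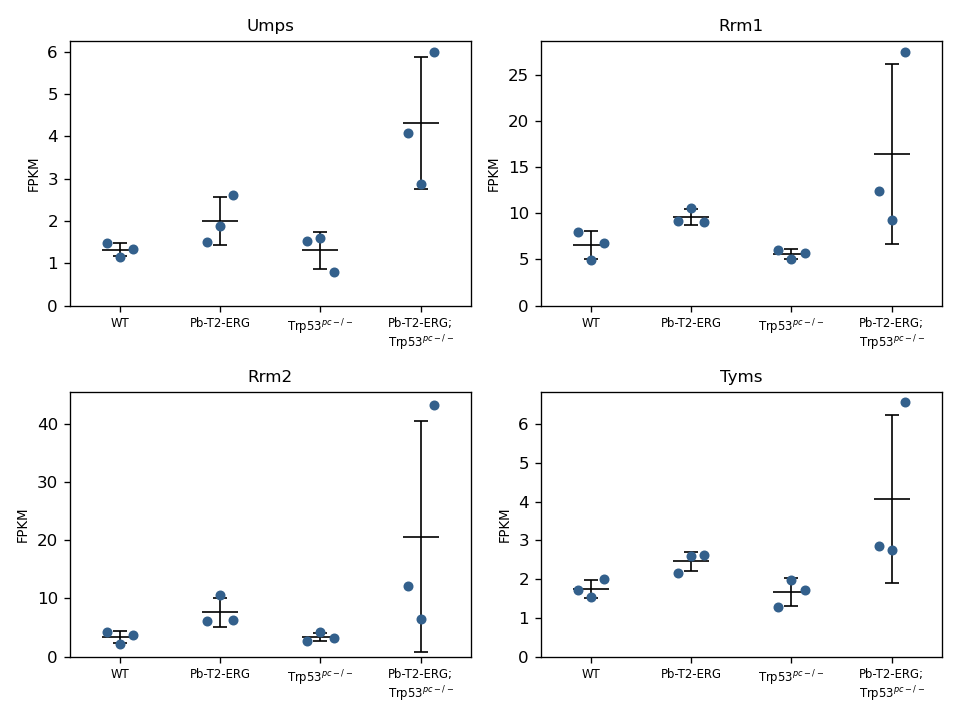
FPKM of *Umps*, *Rrm1*, *Rrm2* and *Tyms* in each mouse (points) of the 4 genotypes, with the mean and SD of the 3 mice (lines and bars). The highest point of each gene is the same double mutant mouse, with 6.00, 27.5, 43.3 and 6.56 FPKM.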

**Fig. 2:**
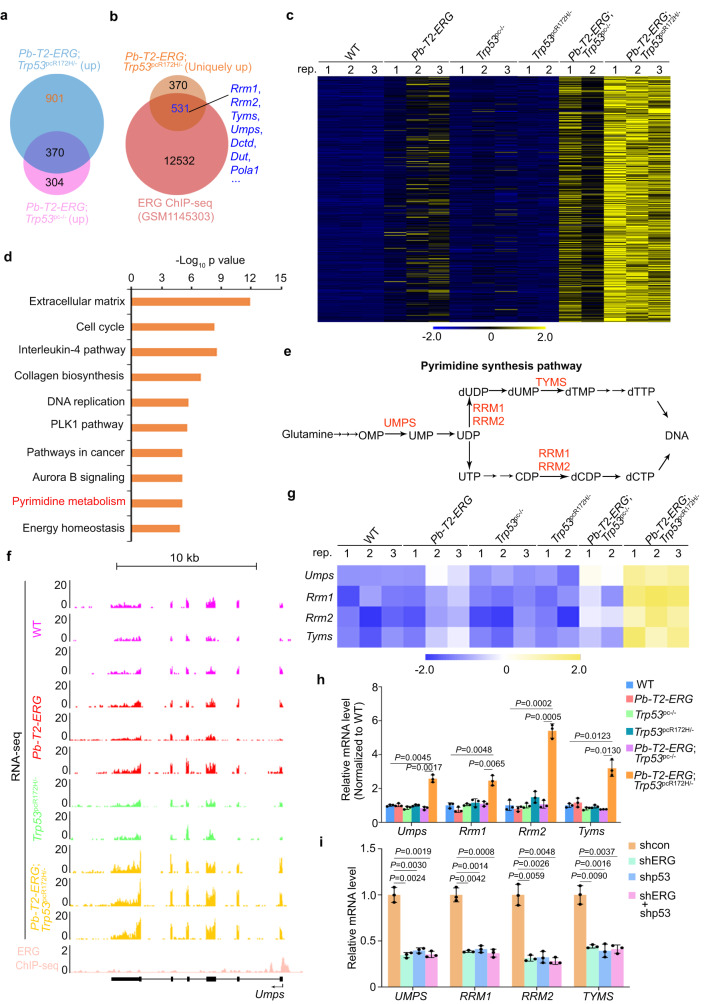
Co-regulation of pyrimidine synthesis genes by ERG and GOF mutant p53 in GEM prostate tumors and human PCa cell line. **a** Venn diagram showing the overlap between the genes upregulated in prostate tumors of *Pb-T2-ERG;Trp53*^pcR172H/-^ mice (*n* = 3, 15 months old) and those upregulated in prostatic tissues of *Pb-T2-ERG;Trp53*^pc-/-^ mice (*n* = 3, 15 months old) revealed by RNA-seq data. **b** Venn diagram showing the overlap between the genes (*n* = 901) uniquely upregulated in prostate tumors of *Pb-T2-ERG;Trp53*^pcR172H/-^ mice (*n* = 3, 15 months old) as defined in (**a**) and ERG-bound gene targets identified by ChIP-seq in murine prostate tumors (GSM1145303). **c** Heatmap of RNA-seq data showing a subset of genes (*n* = 531) differentially expressed in the benign or cancerous prostate tissues of mice (15 months old) with the indicated genotypes (*n* = 3 except the *Trp53*^*pc*R172H/-^ single mutant group and *Pb-T2-ERG;Trp53*^pc-/-^ group). **d** KEGG pathway analysis of 531 ERG target genes that were uniquely upregulated in prostate tumors of *Pb-T2-ERG;Trp53*^pcR172H/-^ mice as shown in (**c**). **e** Diagram depicting the key enzymes including UMPS, RRM1, RRM2 and TYMS in pyrimidine synthesis. **f** UCSC Genome Browser screenshots in the *Umps* gene locus showing the results of RNA-seq data from the benign or cancerous prostate tissues of mice (15 months old) with the indicated genotypes (*n* = 3 except the *Trp53*^*pc*R172H/-^ single mutant group) and the ERG ChIP-seq data from murine prostate tumors (GSM1145303). **g** Heatmap of RNA-seq data showing expression of the indicated PSGs in the benign or cancerous prostate tissues of mice (15 months old) with the indicated genotypes. **h** RT-qPCR analysis of expression of the indicated PSGs in the benign or cancerous prostate tissues of mice (15 months old) with the indicated genotypes. **i** RT-qPCR analysis of indicated proteins and PSG gene mRNAs in VCaP cells stably expressing control (shcon) or gene-specific shRNAs. Data in (**h**) and (**i**) were shown as mean ± s.d. from three independent experiments. Two-tailed Student’s *t* test was performed in (**h**) and (**i**).

### PSG expression is not directly regulated by p53 GOF mutant

To determine whether a p53 GOF mutant regulates expression of the PSGs by binding to their genomic loci, we performed p53 ChIP-seq in VCaP cells using anti-p53 antibody (DO-1). We identified 1116 peaks significantly bound by p53 GOF mutant R248W (*P* < 1E-10) and these peaks were localized in both promoter and non-promoter regions and are associated with 615 genes (Fig. 3a, Supplementary Fig. 5a and Supplementary Data 3). Consistent with the notion that the mutant p53 protein fails to bind to cognate WT p53 binding elements in the genome^10^, we did not detect any obvious binding of p53 GOF mutant R248W at canonical p53 target genes in VCaP cells. Intriguingly, there was no R248W binding at the PSG loci either in VCaP cells (Supplementary Data 3), suggesting that p53 GOF mutant regulates PSG expression through indirect mechanism(s).

**Fig. 3:**
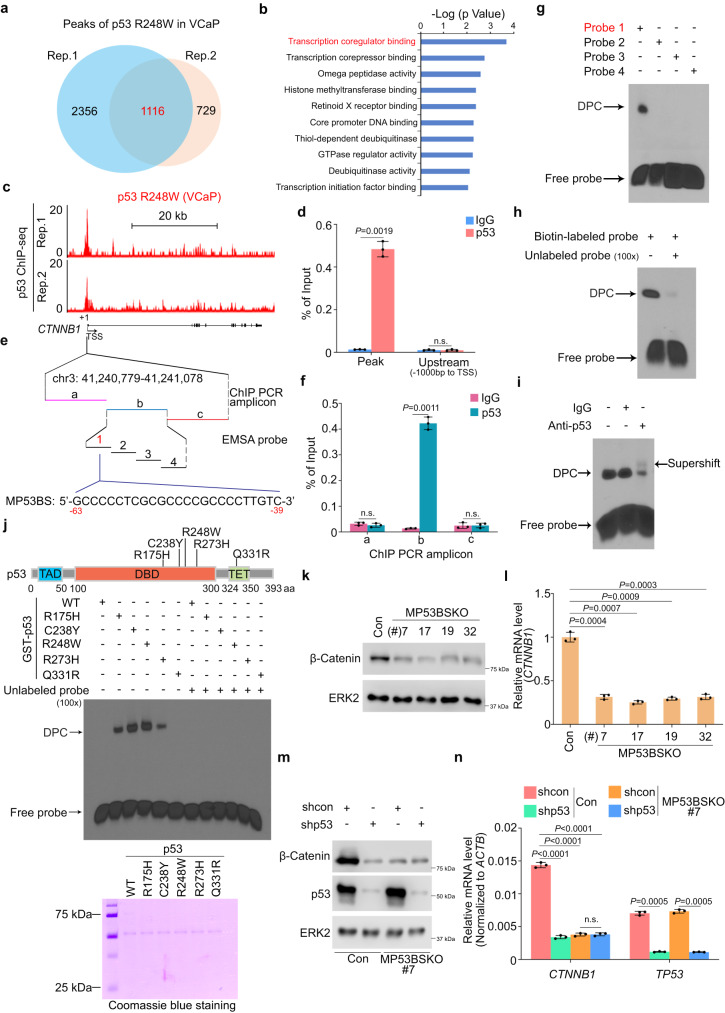
GOF mutant p53 binds to the promoter and transactivates expression of the *CTNNB1* gene. **a** Venn diagram showing the 1116 mutant p53-bound peaks shared by two replicates (Rep.1 and Rep. 2) of p53 R248 ChIP-seq in VCaP cells. **b** Gene Ontology (GO) analysis of 615 p53-occupied target genes identified by ChIP-seq in VCaP cells. **c** UCSC Genome Browser screenshots showing the occupancy of mutant p53 R248W in the *CTNNB1* gene promoter in VCaP cells. **d** ChIP-qPCR analysis of mutant p53 R248W binding at the *CTNNB1* promoter in VCaP cells. n.s., not significant. **e** Scheme showing the locations of p53 ChIP-qPCR amplicons and EMSA DNA probes as well as the DNA sequence of MP53BS in the *CTNNB1* gene promoter. **f** ChIP-qPCR analysis of mutant p53 R248W binding at the *CTNNB1* promoter in VCaP cells using three sequential pairs of primers shown in (**e**). **g** EMSA assay using biotin-labeled double-stranded (ds) DNA probes from the *CTNNB1* promoter as indicated in (**e**) and nuclear extract from VCaP cells. DPC, DNA-protein complex. **h** EMSA assay using biotin-labeled and unlabeled ds DNA probe 1 as shown in (**e**) and nuclear extract from VCaP cells. **i** EMSA assay using biotin-labeled ds DNA probe 1 and nuclear extract from VCaP cells incubated with non-specific IgG (negative control) or anti-p53 antibody (DO-1). **j** Top, scheme showing the p53 missense mutants examined. Middle and Bottom, results of EMSA assay using biotin-labeled dsDNA probe 1 as shown in (**e**) or unlabeled probe and untagged p53 WT or indicated mutants purified from bacteria after GST cleavage. **k,l** Western blot (**k**) and RT-qPCR (**l**) analyses of indicated proteins and mRNAs in different clones of DU145 cells expressing MP53BS-targeting sgRNAs. **m,n** Western blot (**m**) and RT-qPCR (**n**) analyses of indicated proteins and mRNAs in control or the MP53BS KO #7 clone of DU145 cells expressing MP53BS-targeting sgRNAs. n.s. not significant. Data in (**d,** **f,** **l**) and (**n**) represented mean ± s.d. from three independent experiments. Both of the EMSA assays in (**g,** **h,** **i**) and (**j**), and the western blot assays in (**k**) and (**m**) were repeated two times independently with similar results. Data was performed by two-sided Fisher’s exact test from DAVID Bioinformatics Resources (https://david.ncifcrf.gov/) in (**b**). Two-tailed Student’s *t* test was performed in (**d,** **f,** **l**) and (**n**).

### Identification of *CTNNB1* as a transcription target gene of p53 GOF mutant

To define the downstream effector(s) mediating p53 GOF mutant regulation of PSG expression, we conducted Gene Ontology (GO) analysis of p53 mutant R248W-bound genes. We identified the transcriptional coregulator binding pathway as the top enriched pathway (Fig. 3b) and detected a R248W-bound peak in the promoter of *CTNNB1* gene which encodes β-Catenin, a core transcriptional component of the β-Catenin/TCF complexes^42^ (Fig. 3c). This result was further validated by ChIP-qPCR in VCaP cells (Fig. 3d). Meta-analysis of p53 ChIP-seq data generated from breast cancer cell lines^16^ showed that other p53 GOF mutants including R273H, R248Q and R249S, but not WT p53, also bound at the *CTNNB1* promoter (Supplementary Fig. 5b).

Next, we sought to determine the molecular mechanisms by which the p53 GOF mutant regulates the *CTNNB1* gene promoter. Previous studies have indicated that p53 DBD mutants promote different oncogenic transcriptional programs through protein interaction with other transcription factors such as ETS family member ETS2 in cell lines of different cancer types^14–16^. Results from co-IP and proximity ligation assay (PLA) suggested an interaction between ERG and p53 R248 mutant when expressed at endogenous levels in VCaP cells; however, the interaction disappeared when ethidium bromide was added to cell lysate used for co-IP (Supplementary Fig. 5c, d), suggesting an indirect interaction between ERG and p53 mutant R248W in VCaP cells. In agreement with this notion, in vitro protein binding assay using in vitro translated proteins showed that there was no interaction between ERG and any of p53 GOF mutants examined (Supplementary Fig. 4e). These data indicate that, in contrast to the mechanism of action for ETS2, it is less likely that p53 GOF mutant is recruited to the *CTNNB1* gene promoter through its interaction with ERG. Consistent with this observation, DNA binding motif analysis showed that no typical transcription factor binding motif was specifically enriched among R248W mutant-bound gene loci (Supplementary Fig. 4f).

Next, we sought to test the hypothesis that p53 GOF mutant regulates *CTNNB1* expression by directly binding to the DNA sequence in the *CTNNB1* promoter. To this end, we performed p53 R248W ChIP-qPCR analysis using a sequential set of primers (Fig. 3e). We demonstrated that the R248W mutant specifically occupied the center (#b amplicon) of the ChIP-seq peak in VCaP cells (Fig. 3e, f). To define the mutant p53 binding sequence (MP53BS), we performed electrophoretic mobility shift assays (EMSA) using VCaP cell lysate and four biotin-labeled double-stranded DNA probes covering the #b amplicon region (Fig. 3e and Supplementary Fig. 5g). We identified a 25-bp MP53BS in the *CTNNB1* gene promoter (Fig. 3e, g). The EMSA signal of the MP53BS probe was substantially diminished by adding competing unlabeled probe or anti-p53 antibody in the assays (Fig. 3h, i), indicating that the detected binding signal is specific for the p53 R248W mutant. Besides using nuclear extract, we also purified from bacteria the glutathione S-transferase (GST)-p53 recombinant fusion proteins, including WT p53 and various mutants such as R175H (equivalent to R172H in GEM mice), C238Y (LuCaP 23.1 patient-derived xenograft (PDX)), R248W (VCaP cell line), R273H (MDA-MB-468 breast cancer cell line) and Q331R (22Rv1 PCa cells), a residue outside of DBD. We performed EMSA using untagged p53 recombinant proteins after cleavage of the GST tag. We confirmed that, except for WT and Q331R, all the DBD mutants of p53 bound to the MP53BS probe (Fig. 3j), suggesting that the DBD mutants of p53 can directly bind to the MP53BS derived from the *CTNNB1* gene promoter. The MP53BS was only bound by mutant p53 (R248W) in VCaP cell lysate but not WT p53 in LNCaP cell lysate and on the contrary, the WT p53 binding sequence from *CDKN1A* gene was only bound by WT p53 in LNCaP cell lysate, but mot mutant p53 (R248W) from VCaP cell lysate (Supplementary Fig. 4h). Notably, MP53BS in the *CTNNB1* promoter shares approximately 50% of homology with the WT p53 binding consensus sequence (Supplementary Fig. 4i), indicating that these sequences might be related. An almost identical motif is also observed in the mouse *Ctnnb1* promoter (Supplementary Fig. 4i). A similar C-rich motif can be found in the promoters of previously reported p53 GOF mutant-bound cancer-related genes such as *KMT2A* and *KAT6A*^16^ (Supplementary Fig. 4i and Supplementary Data 4). Moreover, we also tested the MP53BS C-to-A mutants and demonstrated the importance of the C-rich sequence for mutant p53 binding to DNA (Supplementary Fig. 4j).

Similar to VCaP cells, DU145 cells express mutated p53 (R223L in one allele and V274F in the other) and a ETS fusion (ETV4)^3,43^. ChIP-qPCR analysis showed that mutant p53 also occupied the *CTNNB1* gene promoter in DU145 cells, and similar results were obtained from organoids from *Trp53*^pcR172H/-^ mouse prostates (Supplementary Fig. 5j, k). Knockout of the p53 GOF mutant by CRISPR/Cas9 technology in DU145 cells not only abolished mutated p53 occupancy at the *CTNNB1* promoter, but also largely decreased *CTNNB1* mRNA and β-Catenin protein expression (Supplementary Fig. 5l–n). In contrast, endogenous WT p53 failed to bind to the *CTNNB1* promoter in LNCaP cells and knockout of WT p53 had no obvious effect on β-Catenin mRNA and protein expression in these cells (Supplementary Fig. 5j, 6a, b). These data suggest that GOF p53 mutants (e.g., R248W and R223L/V274F) share the ability to bind the *CTNNB1* promoter and upregulate *CTNNB1* gene expression in PCa cells.

To further investigate the molecular mechanism by which GOF mutant p53 regulates *CTNNB1* gene transcription, we deleted the genomic region of the MP53BS in the *CTNNB1* promoter in DU145 cells using CRISPR/Cas9 technology with one pair of sgRNAs. Using both PCR and DNA Sanger sequencing approaches, we identified four MP53BS deletion clones #7, #17, #19 and #32 (Supplementary Fig. 6c). Notably, both *CTNNB1* mRNA and β-Catenin protein expression were largely downregulated in all four clones (Fig. 3k, l). While knockdown of the p53 GOF mutant markedly decreased β-Catenin mRNA and protein expression in control DU145 cells, it failed to further decrease β-Catenin expression in MP53BS KO cells (Fig. 3m, n). We carried out additional EMSA using point mutants of MP53BS in which cytosine nucleotides in two cytosine-rich regions were mutated to adenine and found that mutation of these two regions also completely abolished mutant p53 binding of MP53BS (Supplementary Fig. 6d).

The *CTNNB1* mRNA expression level was much higher in p53-mutated PCa cell lines VCaP (p53 R248W) and DU145 (p53 R223L/V274F) compared to p53-WT or p53-null cell lines including C4-2, LNCaP, PC-3 and 22Rv1 (Supplementary Fig. 6e). Accordingly, knockdown of mutated p53, ERG or both attenuated expression of canonical β-Catenin target genes including *AXIN2*, *LEF1* and *c-MYC* in VCaP cells, and similar results were obtained by knockdown of the p53 mutant in DU145 cells (Supplementary Fig. 6f, g). In several non-prostate cancer types, we found that *CTNNB1* expression was also significantly higher in *TP53* mutated, but not *TP53*-null or WT breast and pancreatic cancer patient samples, but no correction was observed in bladder and colon cancer samples (Supplementary Fig. S6h). Taken together, these data suggest that β-Catenin is a regulatory target of p53 GOF mutants and regulation is mediated through the MP53BS in the *CTNNB1* gene promoter. However, upregulation of *CTNNB1* by mutated p53 is apparently influenced by other factors in a context-dependent manner.

### TMPRSS2-ERG cooperates with a p53 GOF mutant in regulating β-Catenin expression

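*Ctnnb1* (chromosome 9, 120933400 to 120960507, plus strand, GRCm38) encodes β-Catenin. Its expression was 123 ± 8.68 FPKM in WT mice, 167 ± 30.0 in *Pb-T2-ERG* mice, 117 ± 18.1 in *Trp53* pc-/- mice and 245 ± 56.6 in the mice labelled *Pb-T2-ERG;Trp53* pc-/- (double mutant) (mean ± SD, n = 3 mice in each group), with at least 7258 fragments in each library. The log2 fold change of *Pb-T2-ERG* from WT was 0.42 (SE 0.22, adjusted p = 0.26 from limma with Benjamini-Hochberg adjustment), and the values of the 2 groups overlapped (two-sided exact permutation test, p = 0.2, where the smallest p possible with 3 mice against 3 is 0.1). With each mouse left out in turn it ranged from 0.34 to 0.58, and with median-of-ratios scaling it was 0.096. The log2 fold change of *Trp53* pc-/- from WT was -0.078 (adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment), and it was 0.019 without *Trp53* pc-/- replicate 2. The paper used its threshold of 0.001 with DESeq2, which was not run here, so limma does not test whether *Ctnnb1* passes it. In the double mutant group the log2 fold change from WT was 0.97 (SE 0.22, adjusted p = 0.014 from limma with Benjamini-Hochberg adjustment), and every double mutant mouse lay above every WT mouse. With median-of-ratios scaling it was 0.47 (adjusted p = 0.11 from limma with Benjamini-Hochberg adjustment). The double mutant group was higher than the *Pb-T2-ERG* group by 0.55 on the log2 scale (adjusted p = 0.34 from limma with Benjamini-Hochberg adjustment). As for the PSGs, a change within cells was not told apart from a change in the cells of the tissue. *Trp53* pcR172H/- and *Pb-T2-ERG;Trp53* pcR172H/- mice were not analysed here.

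**Figure D3:**
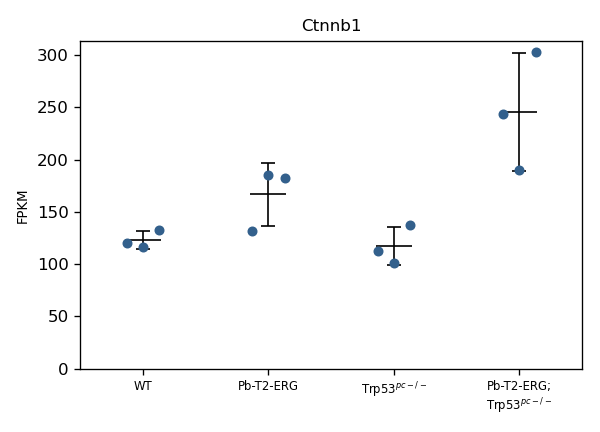
FPKM of *Ctnnb1* in each mouse (points) of the 4 genotypes, with the mean and SD of the 3 mice (lines and bars), on an axis that starts at 0. The double mutant mice lie from 190 to 303 FPKM, above the highest *Pb-T2-ERG* mouse at 185 FPKM.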

Analysis of RNA-seq data showed that *Ctnnb1* mRNA was upregulated in prostate tumors of *Pb-T2-ERG;Trp53*^pcR172H/-^ mice, but not in prostatic tissues of *Pb-T2-ERG* and *Trp53*^pcR172H/-^ single mutant mice relative to WT mice, and this observation was further confirmed by RT-qPCR (Fig. 4a, b, c). Similarly, *CTNNB1* mRNA was only significantly upregulated in *ERG* fusion and *TP53* mutation dual-positive, but not single-positive patient samples of the SU2C cohort (Fig. 4d). Both mouse and patient data imply that ERG may cooperate with a p53 GOF mutant to regulate *CTNNB1* expression. By analyzing ERG ChIP-seq data in VCaP cells, we not only found that ERG bound to the *CTNNB1* gene promoter, but also identified a core element of the ERG binding sequence (ERGBS) adjacent to the MP53BS in this locus (Fig. 4e). ChIP and re-ChIP assay confirmed that mutant p53 and ERG both bound to the same region in *CTNNB1* promoter in VCaP cells (Fig. 4f). These data suggest that ERG and mutant p53 collaborate to regulate β-Catenin expression through co-occupancy of a site on the *CTNNB1* promoter. We further showed that ERG knockdown in VCaP cells also downregulated *CTNNB1* mRNA and β-Catenin protein level, albeit not as effectively as mutant p53 depletion (Fig. 4g, h), supporting a predominant role of GOF mutant p53 in regulation of β-Catenin expression in PCa cells. We also found that the enrichment of H3K27Ac (an active marker for gene transcription) at *CTNNB1* promoter was decreased by knockdown of either ERG or p53 mutant in VCaP cells (Fig. 4i). Luciferase reporter assay showed that *CTNNB1* promoter activity was increased by expression of different p53 GOF mutants individually, but not ERG alone; however, promoter activity was substantially enhanced by co-expression of p53 mutants and ERG (Fig. 4j). These data suggest that TMPRSS2-ERG cooperates with a p53 GOF mutant to regulate expression of *CTNNB1* in PCa cells.

**Fig. 4:**
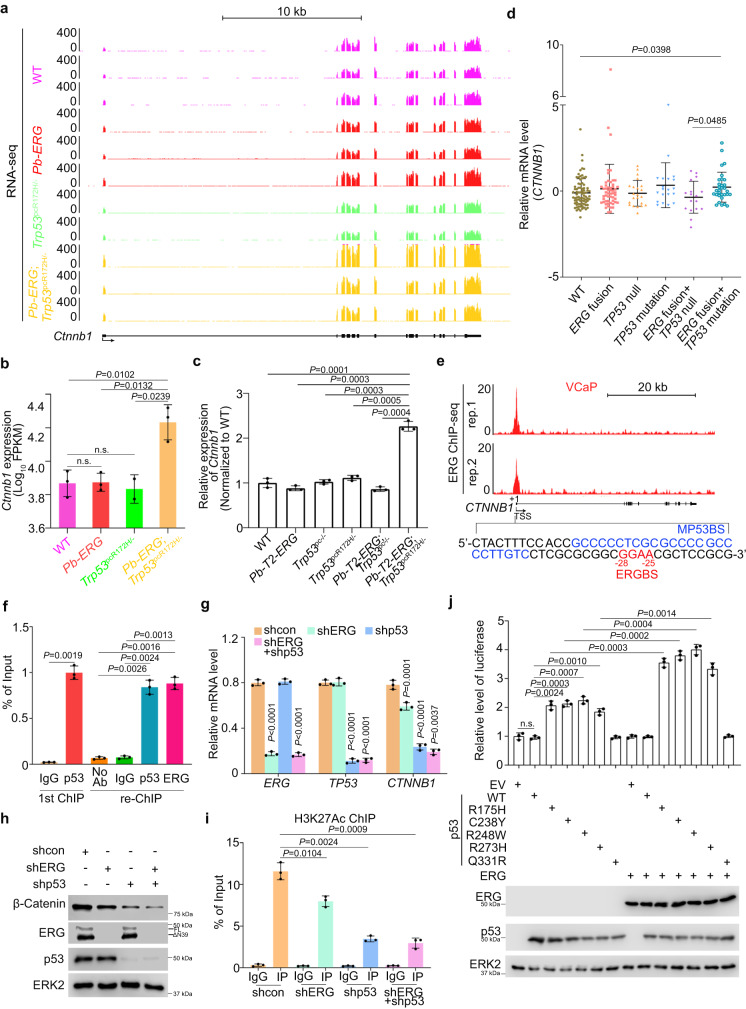
ERG and GOF mutant p53 co-regulate β-Catenin expression. **a** UCSC Genome Browser screenshots showing the *Ctnnb1* mRNA level revealed by RNA-seq in the benign or cancerous prostate tissues of mice (15 months old) with the indicated genotypes (*n* = 3 except the *Trp53*^*pc*R172H/-^ single mutant group). **b** Quantitative data showing the RNA-seq reads of *Ctnnb1* mRNA in the benign or cancerous prostate tissues of mice (15 months old) with the indicated genotypes (*n* = 3 except the *Trp53*^*pc*R172H/-^ single mutant group). Log_10_ (FPKM) was calculated for the expression of *Ctnnb1* mRNA. **c** RT-qPCR analysis of *Ctnnb1* mRNA in the tissues from the mice with indicated genotypes. **d** Meta-analysis of RNA-seq data showing the *CTNNB1* mRNA expression levels in the indicated genotypic subgroups of patient samples from the SU2C cohort. **e** UCSC Genome Browser screenshots showing the occupancy of ERG in the *CTNNB1* gene promoter in VCaP cells. A putative ERG consensus binding motif is highlighted in red while MP53BS was highlighted in blue. **f** Sequential ChIP (Re-ChIP)-qPCR analysis of the co-binding of ERG and p53 mutant at the *CTNNB1* promoter in VCaP cells. (**g,h**) RT-qPCR (**g**) and Western blot (**h**) analyses of indicated proteins and mRNAs in VCaP cells stably expressing the indicated shRNAs. **i** ChIP-qPCR analysis of H3K27Ac in the *CTNNB1* gene promoter in VCaP cells with the indicated shRNAs. **j** Top, Luciferase assay of *CTNNB1* promoter with indicated plasmids in DU145 p53KO cells. Bottom, western blot analysis of the indicated protein after transfection of indicated plasmids. Data in (**b**) and (**c**) represented mean ± s.d. from indicated sample size. Data in (**b**) represented mean ± s.d. from WT (*n* = 82), *ERG* fusion (*n* = 54), *TP53* null (*n* = 22), *TP53* mutation (*n* = 20), *ERG* fusion + *TP53* null (*n* = 17) and *ERG* fusion + *TP53* mutation (*n* = 31). Data in (**f,** **g,** **i**), and (**j**)were shown as mean ± s.d. from three independent experiments. The western blot assay in (**h**) was repeated two times independently with similar results. The western blot assays in (**j**) repeated three times independently with similar results. Two-sided Student’s *t* test for the statistical analysis was performed in (**b,** **c,** **f,** **g**) and (**i**). Mann–Whitey *U* test was used in (**d**).

### Coregulation of PSG expression by TMPRSS2-ERG and β-Catenin in PCa

We next sought to define the molecular mechanism by which p53 GOF mutant and TMPRSS2-ERG regulate PSG expression. Given that there was no detectable binding of p53 R248W GOF mutant at the genomic locus of any PSG in VCaP cells (Supplementary Data 3). We sought to determine whether β-Catenin binds to PSG genomic loci and regulates their expression. Similar to the occupancy of ERG, meta-analysis of β-Catenin ChIP-seq data^44^ showed that β-Catenin also bound to the promoter and/or non-promoter regions of PSGs including *UMPS, RRM1, RRM2* and *TYMS*, which encode key enzymes required for pyrimidine synthesis^45–47^ (Fig. 5a and Supplementary Fig. 7a, b). Individual occupancy of ERG and β-Catenin at either promoter or putative enhancer in these loci were further confirmed by ChIP-qPCR (Fig. 5b, c).

**Fig. 5:**
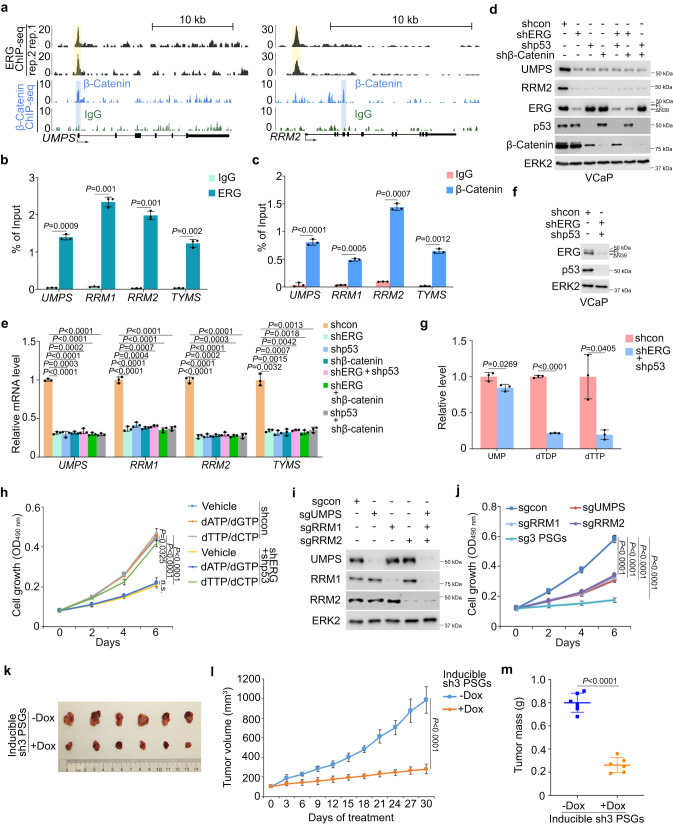
ERG and β-Catenin co-occupy the PSG loci and co-regulate their expression. **a** UCSC Genome Browser screenshots showing occupancy of ERG and β-Catenin in *UMPS* and *RRM2* gene loci revealed by ERG ChIP-seq in VCaP cells and β-Catenin ChIP-seq (GSE53927). **b,c** ChIP-qPCR analysis of occupancy of ERG (**b**) and β-Catenin (**c**) at *UMPS*, *RRM1*, *RRM2* and *TYMS* gene loci in VCaP cells. **d,e** Western blot (**d**) and RT-qPCR (**e**) analysis of indicated proteins and mRNAs in VCaP cells stably expressing indicated shRNAs. **f** Western blot analysis of indicated proteins in VCaP cells expressing indicated shRNAs. **g** Quantitative data showing the levels of UMP, dTDP and dTTP measured by LC-MS in VCaP cells generated as in (**f**). **h** MTS assay in VCaP cells with indicated shRNA as (**f**) and/or deoxynucleotides. **i** Western blot analysis of UMPS, RRM1 and RRM2 proteins in VCaP cells expressing indicated sgRNAs. **j** MTS assay in VCaP cells with depletion of indicated proteins as in (**i**). **k–m** VCaP cells expressing doxycycline (Dox)-inducible shRNAs for *UMPS, RRM1* and *RRM2* (sh3 PSGs) were inoculated into SCID mice and mice were treated with Dox daily for 30 days. Representative images of tumors harvested at the end of treatment (**k**), tumor growth curve (**l**) and tumor weight (**m**). Data in (**b,** **c,** **e**) and (**g**) were shown as mean ± s.d. from three independent experiments. The western blot assays in (**d,** **f**) and (**i**) were repeated two independent times with similar results. Data in (**h**) and (**j**) were shown as mean ± s.d. from five replicates. Data in (**l**) and (**m**) were shown as mean ± s.d. from six xenografts. Two-tailed Student’s *t* test was performed in (**b,** **c,** **e,** **g**) and (**m**). Two-way ANOVA was performed in (**h,** **j**) and (**l**).

Similar to the effect of depletion of ERG or p53 R248W, single β-Catenin knockdown inhibited mRNA and protein expression of these PSGs in VCaP cells (Fig. 5d, e), suggesting an essential role of β-Catenin in regulating PSG expression in PCa cells. ERG or p53 R248W knockdown did not result in further reduction in their expression in β-Catenin-deficient cells (Fig. 5d, e). Considering that mutant p53 cannot bind to PSG loci (Supplementary Data 3), these data suggest that β-Catenin is an essential downstream effector of p53 GOF mutant that cooperates with ERG to induce PSG expression. This notion is further supported by our observation that ERG and β-Catenin co-occupied the same region in the *UMPS* gene promoter in VCaP cells (Supplementary Fig. 7c). Similarly, co-expression of TMPRSS2-ERG (ERGΔN39) and p53 mutant (R248W), but neither alone, substantially increased expression of *UMPS* and other PSGs at mRNA and protein levels in p53-KO DU145 cells (Supplementary Fig. 7d, e). Consistent with the ChIP-seq data showing that ERG and β-Catenin occupy different regions in the PSG loci such as *RRM1*, *RRM2* and *TYMS*, chromatin conformation capture (3C) assay showed that ectopically expressed ERGΔN39 and p53 GOF mutant (R248W) induced chromatin interaction between ERG-occupied promoter and β-Catenin-bound non-promoter (putative enhancer) regions in these loci (Supplementary Fig. 7f–h). However, the increased chromatin interaction and expression of these PSGs were completely reversed by β-Catenin knockdown (Supplementary Fig. 7f–h). These results are concordant with enhanced enrichment of histone H3 lysine 27 acetylation (H3K27ac) and serine-2 phosphorylated RNA polymerase II (Pol II S2-p) in these loci (Supplementary Fig. 7i, j). Collectively, these findings support a hypothetical model wherein transcriptional upregulation of β-Catenin induced by mutant p53 and ERG cooperates with ERG in enhancing H3K27ac level and Pol II recruitment in PSG loci and promoting PSG expression in PCa cells (Supplementary Fig. 7k). In agreement with this notion, we found that high expression of *CTNNB1* mRNA significantly corelated with high mRNA levels of PSGs in ERG fusion-positive PCa patient samples (Supplementary Fig. 7l–o).

Next, we determined the impact of ERG and mutant p53 expression on pyrimidine synthesis and metabolism. We knocked down endogenous ERGΔN39 and p53 mutant R248W in VCaP cells and measured the level of UMP, dTTP and dTDP, three key intermediates for pyrimidine synthesis (Fig. 2e). Moreover, among six different PCa cell lines examined, PSGs were only highly expressed in the VCaP cell line, which is known to be positive for ERG fusion and p53 GOF mutation (Supplementary Fig. 8a). We further showed that co-knockdown of ERG and p53 R248W in VCaP cells significantly decreased the level of the pyrimidines and intermediates examined including UMP, dTDP and dTTP (Fig. 5f–g). Importantly, the supply of pyrimidines partially rescued the growth of ERG- and p53 mutant-knockdown VCaP cells (Fig. 5h). These data indicate that ERG and p53 mutant are important for pyrimidine synthesis in TMPRSS2-ERG/ p53 mutant-positive PCa cells.

Since PSGs are important for nucleotide synthesis, we investigated whether expression of these PSGs play an important role in cell growth in TMPRSS2-ERG/p53 mutant double positive PCa. Individual or simultaneous depletion of UMPS, RRM1 and RRM2, three key enzymes for pyrimidine synthesis (Fig. 2e)^40^ largely inhibited VCaP cell growth (Fig. 5i, j). On the contrary, we found that depletion of PSGs individually or together only slightly inhibited growth of ERG fusion- and p53 mutation-negative benign prostatic cell lines BPH1 and RWPE1 (Supplementary Fig. 8b–e), suggesting an essential role of increased expression of PSGs for growth of TMPRSS2-ERG/p53 mutant double positive PCa cells. We also examined the growth-inhibitory effect of PSG-targeting drugs such as hydroxyurea and gemcitabine (against RRM), 5-fluorouracil (against TYMS) and pyrazofurin (against UMPS) in VCaP cells. Similar to the previous reports in non-PCa cell types^48–50^, low doses of gemcitabine were ineffective in inhibition of VCaP cell growth; however, growth of VCaP cells was effectively inhibited by high doses of gemcitabine (Supplementary Fig. 8f). Similar results were observed with high doses of hydroxyurea, 5-fluorouracil and pyrazofurin in VCaP cells (Supplementary Fig. 8g–i). These data suggest that existent drugs targeting the activity of the enzymes encoded by the PSGs such as could have therapeutic applications in TMPRSS2-ERG and GOF mutant p53 double positive PCa.

To investigate the role of the PSGs in vivo, VCaP cells expressing doxycycline (Dox)-inducible PSG shRNAs were inoculated into SCID mice to generate xenograft tumors. We demonstrated that Dox-induced PSG knockdown largely inhibited VCaP tumor growth in mice (Fig. 5k, l). Dox administration also decreased tumor weight, but had no obvious effect on mouse body weight (Fig. 5m and Supplementary Fig. 8j). These findings are further supported by the immunohistochemistry (IHC) data showing that expression of these three PSGs was largely knocked down and Ki67 level was substantially downregulated following Dox treatment (Supplementary Fig. 8k, l). Taken together, our data suggest that upregulation of key PSGs such as UMPS, RRM1 and RRM2 induced by ERG and p53 mutant is important for the growth of TMPRSS2-ERG and p53 mutant double positive PCa cells in vitro and in vivo.

### β-Catenin inhibitors suppress PSG expression and TMPRSS2-ERG/ p53 mutant positive PCa cell growth in vitro and in vivo

In agreement with the importance of β-Catenin in regulating PSG expression and the role of PSGs in promoting VCaP cell growth, we demonstrated that β-Catenin is also required for VCaP cell growth (Supplementary Fig. 9a, b), suggesting that β-Catenin could be a therapeutic target of TMPRSS2-ERG and p53 mutant-positive PCa. It has been reported that a small molecule inhibitor ICG-001 can inhibit the transcriptional activity of β-Catenin by binding to the transcription coactivator CREB-binding protein (CBP) and interrupting β-Catenin interaction with CBP^51^. PRI-724 is a pro-drug of C-82, another inhibitor of the β-Catenin-CBP interaction^52^. We therefore examined how sensitive the PCa cell lines, including VCaP (p53 mutant R248W), C4-2 (p53 WT), LNCaP (p53 WT), and PC-3 (p53 null), are to these two β-Catenin-CBP interaction disruptors. We demonstrated that both drugs exhibited a greater growth-inhibitory effect in VCaP cells compared to other three cell lines (Fig. 6a, b), suggesting that TMPRSS2-ERG and p53 mutant-positive PCa cells are hyper-vulnerable to the inhibition of β-Catenin by these two compounds. We further showed that ICG-001 treatment of VCaP cells decreased expression of PSGs examined and canonical β-Catenin target genes *CCND1* and *c-MYC* at both mRNA and protein levels and inhibited cell growth in a dose-dependent manner (Fig. 6c–e). Similar results were obtained by treating VCaP cells with PRI-724 (Fig. 6f–h). In contrast, ICG-001 and PRI-724 treatment only inhibited the expression of *CCND1* and *c-MYC*, but not PSGs in ERG fusion- and p53 mutant-negative C4-2 and LNCaP cells (Supplementary Fig. 9c–j), further supporting the role of PSGs by β-Catenin in ERG-positive cells.

**Fig. 6:**
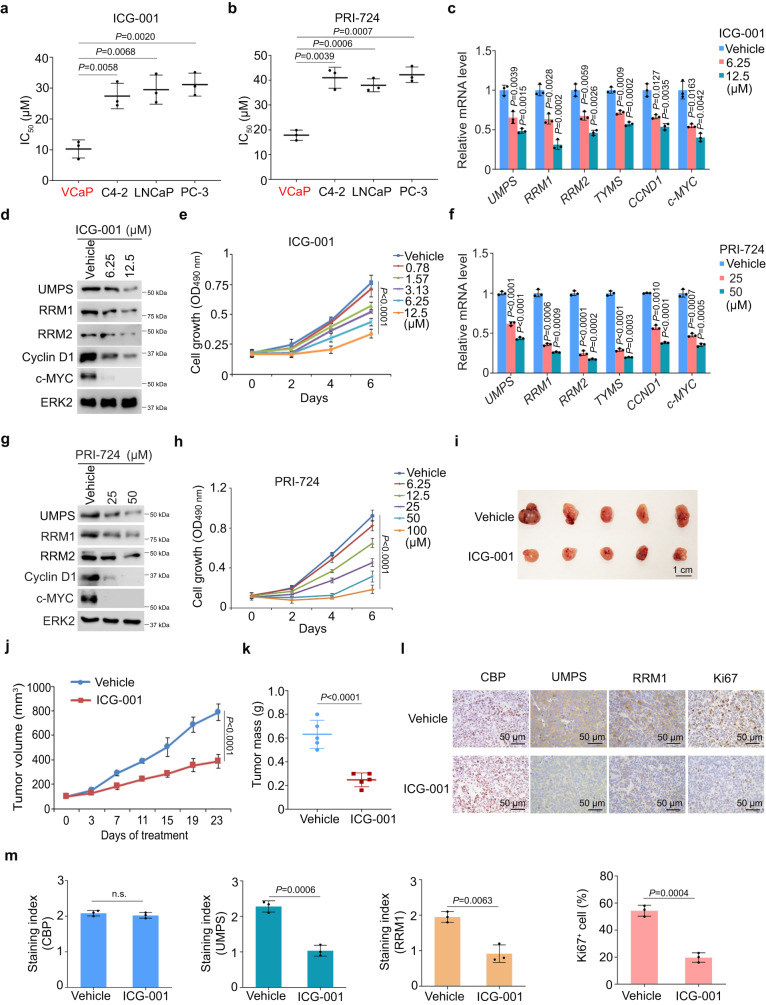
β-Catenin inhibitors inhibit PSG expression and PCa xenograft growth in mice. **a,b** IC_50_ values of PCa cell lines treated with ICG-001 (**a**) or PRI-724 (**b**). **c,d** RT-qPCR (**c**) and Western blot (**d**) analysis of expression of indicated mRNAs and proteins in VCaP cells treated with vehicle or different doses of ICG-001. **e** MTS assay in VCaP cells treated with vehicle or different doses of ICG-001. **f,g** RT-qPCR (**f**) and Western blot (**g**) analysis of expression of indicated mRNAs and proteins in VCaP cells treated with vehicle or different doses of PRI-724. **h** MTS assay in VCaP cells treated with vehicle or different doses of PRI-724. **i–k** Representative images of VCaP xenograft tumors harvested after 23 days of ICG-001 treatment (**i**), tumor growth curve (**j**) and weight of tumors at day 23 of treatment (**k**). **l** Representative IHC images of indicated proteins in tumors as shown in (**i**). **m** Quantitative data of IHC intensity of each protein. n.s., not significant. Data in (**a,** **b,** **c**), and (**f**) were shown as means ± s.d. from three independent experiments. The western blot assays in (**d**) and (**g**) were repeated two independent times with similar results. Data in (**e**) and (**h**) were shown as means ± s.d. from five replicates. Data in (**j**) and (**k**) were shown as means ± s.d. from five xenografts. Data in (**m**) was shown as means ± s.d. from three independent experiments. For each experiment, five independent fields were enrolled for the calculation. Two-tailed Student’s *t* test was performed in (**a,** **b,** **c,** **f,** **k**) and (**m**). Two-way ANOVA was performed in (**e,** **h**) and (**j**).

Next, we examined the anti-cancer effect of β-Catenin inhibitors in vivo. We chose ICG-001 since much higher concentrations of PRI-724 are required to achieve similar degrees of cell growth inhibition in vitro (Fig. 6a–h). We demonstrated that ICG-001 administration significantly inhibited growth of VCaP xenograft tumors in mice but had little or no effect on mouse body weight (Fig. 6i–k and Supplementary Fig. 9k). IHC analysis showed that ICG-001 treatment decreased the expression of pyrimidine synthesis enzymes such as UMPS and RRM1 and Ki67, but not CBP (Fig. 6l, m). Consistent with the inhibitory effect of ICG-001 on tumor growth and Ki67 expression, tumor growth returned when ICG-001 treatment was removed in the middle of treatment course (Supplementary Fig. 9l, m). Taken together, these results indicate that inhibition of the pyrimidine synthesis pathway by targeting the β-Catenin/CBP signaling nodule represents a viable therapeutic option to treat TMPRSS2-ERG/GOF p53 mutant-positive PCa.

### Therapeutic targeting of the β-Catenin-LEF/TCF complex in TMPRSS2-ERG/GOF mutant p53-positive PCa

β-Catenin transactivates its target genes by forming a protein complex with DNA binding partners LEF/TCF family proteins including LEF1, TCF1, TCF3 and TCF4^53^. We recently reported the development of oligonucleotide-based PROTACs (O’PROTACs or OPs) to target LEF1 for protein destruction^54^. As expected, an effective LEF1 O’PROTAC (OP-V1)^54^ almost completely ablated LEF1 protein in VCaP cells. Of note, this O’PROTAC also downregulated TCF3 and TCF4 protein to a certain degree, consistent with the observation that members of the LEF/TCF protein family share a similar core DNA target sequence (e.g., TCAAAG) (Fig. 7a, b). TCF1 was not examined because its expression is low in VCaP cells, consistent with genotype-tissue expression (GTEx) RNA-seq data showing that TCF1 expression is undetectable in prostatic tissues. Importantly, this LEF1/TCF OP also inhibited protein expression of the key pyrimidine synthesis enzymes and VCaP cell growth in culture (Fig. 7b, c).

**Fig. 7:**
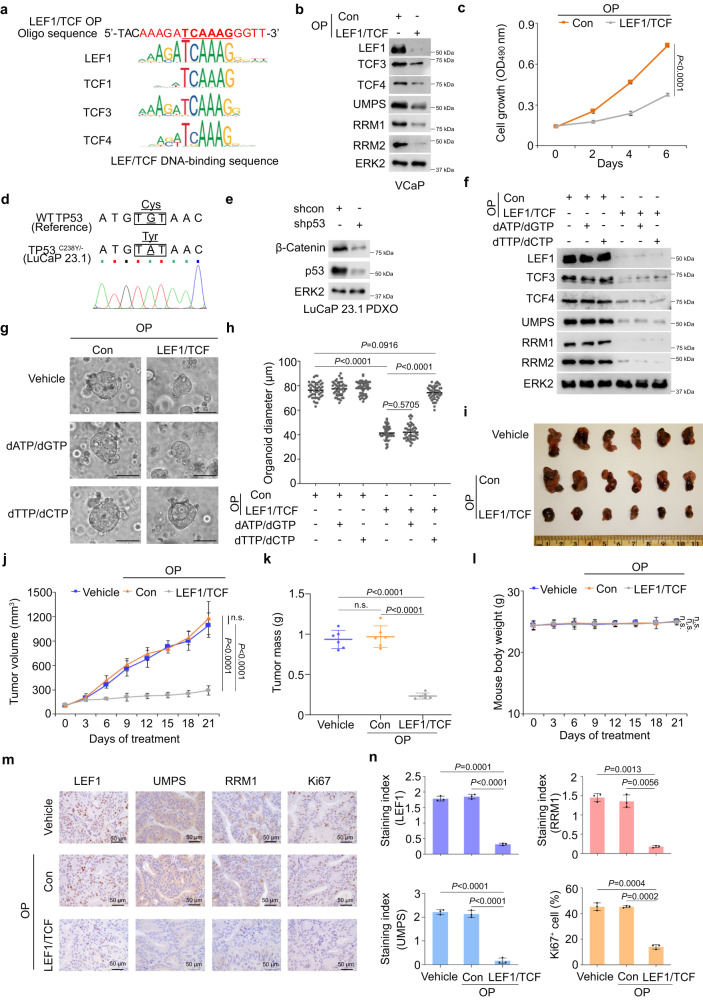
LEF1/TCF O’PROTAC inhibits PSG expression and growth of TMPRSS2-ERG and mutant p53-positive PCa PDX tumors. **a** Sequence alignment between the DNA oligonucleotide used in LEF1/TCF O’PROTAC (OP) and the consensus DNA binding elements of each member of the LEF/TCF family. **b** Western blot analysis of indicated proteins in VCaP cells treated with control or LEF1/TCF OP (100 nM) for 48 h. **c** MTS assay in VCaP cells treated with control or LEF1/TCF OP (100 nM). **d** Sanger sequencing confirmation of C238Y mutation in LuCaP 23.1 PDX tumor samples. **e** Western blot analysis of indicated proteins in organoids derived from LuCaP 23.1 PDXs (PDXO). **f–h** LuCaP 23.1 PDXOs were treated with indicated OP (100 nM) and/or deoxynucleotides and harvested for Western blot analysis at 48 h after treatment (**f**) or cultured for 3 days followed by photographing (**g**) and quantification of the diameters of organoids (**h**). n.s., not significant. **i–k** Representative images of LuCaP 23.1 PDX tumors at 21 days after OP treatment (10 mg/kg every other day) (**i**), growth curve of tumors over the 21-day treatment period (**j**) and weight of tumors at day 21 of OP treatment (**k**). n.s., not significant. **l** Body weight of mice at 21 days after OP treatment as in (**j**). n.s., not significant. **m**, **n** Representative IHC images of the indicated proteins from tumors shown in (**i**) and quantification of IHC staining of the indicated proteins. See details of staining scoring and index in Methods. The western blot assays in (**b**, **e**) and (**f**) were repeated two independent times with similar results. Data in (**c**) was shown as mean ± s.d. from five replicates. Data in (**h**) was shown as mean ± s.d. from a total of 45 organoids randomly obtained from three independent experiments. Data in (**j**) and (**k**) were shown as mean ± s.d. from six PDXs. Data in **l** was shown as mean ± s.d. from six mice. Data in (**n**) was shown as mean ± s.d. from three independent experiments. For each experiment, five independent fields were enrolled for the calculation. Two-way ANOVA was performed in (**c,** **j**) and (**l**). Two-tailed Student’s *t* test was performed in (**h,** **k**) and (**n**).

We further sought to determine the anti-cancer efficacy of LEF1/TCF O’PROTACs using ERG/GOF p53 mutant-positive PCa organoids and PDXs. It has been reported that LuCaP 23.1 PDX and its androgen-independent (castration-resistant) subline LuCaP 23.1AI are *TMPRSS2-ERG* gene fusion positive and that one allele of *TP53* is deleted^55^. Consistent with the report in LuCaP 23.1AI^55^, we confirmed that the parental LuCaP 23.1 PDX tumors also harbor a C238Y mutation in p53 DBD (Fig. 7d). In agreement with the EMSA result that mutant p53 C238Y bound to MP53BS in the *CTNNB1* protomer (Fig. 3j), knockdown of this mutant by shRNAs largely decreased β-Catenin expression in LuCaP 23.1 PDX-derived organoids (PDXO) (Fig. 7e), indicating that LuCaP 23.1 is an ideal PDX model to test anti-cancer efficacy of inhibition of the β-Catenin-LEF/TCF pathway.

We demonstrated that LEF1/TCF OP treatment not only inhibited protein expression of key pyrimidine synthesis enzymes, but also effectively decreased growth of LuCaP 23.1 PDXO (Fig. 7f–h). Most importantly, this effect was almost completely reversed by supplementation of dTTP/dCTP, but not dATP/dGTP deoxynucleoside triphosphates (Fig. 7g, h). On the contrary, the expression of PSGs was not changed significantly after the treatment of OP in SPOP Q165P PDXO which had no ERG alteration or p53 mutation (Supplementary Fig. 10a, b). Exogenous nucleotides did not promote the growth of the SPOP Q165P PDXO after the treatment of OP (Supplementary Fig. 10c), suggesting that the anti-cancer effect of LEF1/TCF OP is largely mediated through the inhibition of pyrimidine synthesis in TMPRSS2-ERG/GOF p53 mutant PCa. Compared to the effect of control OP or vehicle, treatment of LEF1/TCF OP markedly blocked growth of LuCaP 23.1 PDX tumors without causing any obvious reduction in body weight of mice (Fig. 7i–l). IHC and Western blot analyses showed that LEF1/TCF OP not only decreased the level of LEF/TCF proteins and pyrimidine synthesis enzymes such as UMPS and RRM1, but also largely reduced the number of Ki67-positive cells (Fig. 7m, n and Supplementary Fig. 10d). These results indicate that inhibition of β-Catenin and PSG expression by targeting LEF/TCF proteins using O’PROTAC can effectively block the growth of *TMPRSS2-ERG* fusion and GOF p53 mutant positive PCa in vitro and in vivo.

## Discussion

Studies in GEM models with different genetic backgrounds invariably show that ERG overexpression, which recapitulates the *TMPRSS2-ERG* fusion in patients, is insufficient to drive prostate oncogenesis in mice until very advanced age (>24 months)^25,28–31^. Further studies reveal that ERG overexpression requires combination with other lesions such as deletion of *PTEN* or *FOXO1* to drive tumorigenesis, although the underlying mechanism remains poorly understood^28,29,31^. Building on the observation of the co-occurrence of *TMPRSS2-ERG* fusion and *TP53* gene alterations (deletion and/or mutation) in patient samples, we generated previously uncharacterized ERG/p53 KO and ERG/p53 GOF mutant (R172H) KI GEM models. By analyzing these new mouse models we discovered that ERG overexpression cooperates with p53 inactivation (deletion) to drive prostate tumorigenesis. Moreover, these models reveal that expression of p53 GOF mutant R172H accelerates PCa progression in the presence of ERG-overexpression. We also identify *CTNNB1* as a transactivation target gene of a GOF mutant p53 and a promising function of this p53 mutant in upregulation of essential PSGs including *UMPS*, *RRM1*, *RR*M2 and *TYMS*.

Increased cell proliferation is a hallmark of cancer, which requires high-rate DNA replication and synthesis of nucleotides including pyrimidine^56^. Pyrimidines are critical for synthesis of both DNA and RNA and cell cycle progression^46,57^ and essential for cancer cell self-renewal and proliferation^47,58–63^. We provide evidence that ERG and p53 GOF mutant play critical roles in pyrimidine synthesis by co-regulating expression of PSGs. Our study further unravels that the aberrantly activated pyrimidine synthesis pathway is a pivotal mechanism that links the cooperativity of ERG and mutant p53 to cancer development and progression (Fig. 8).

**Fig. 8:**
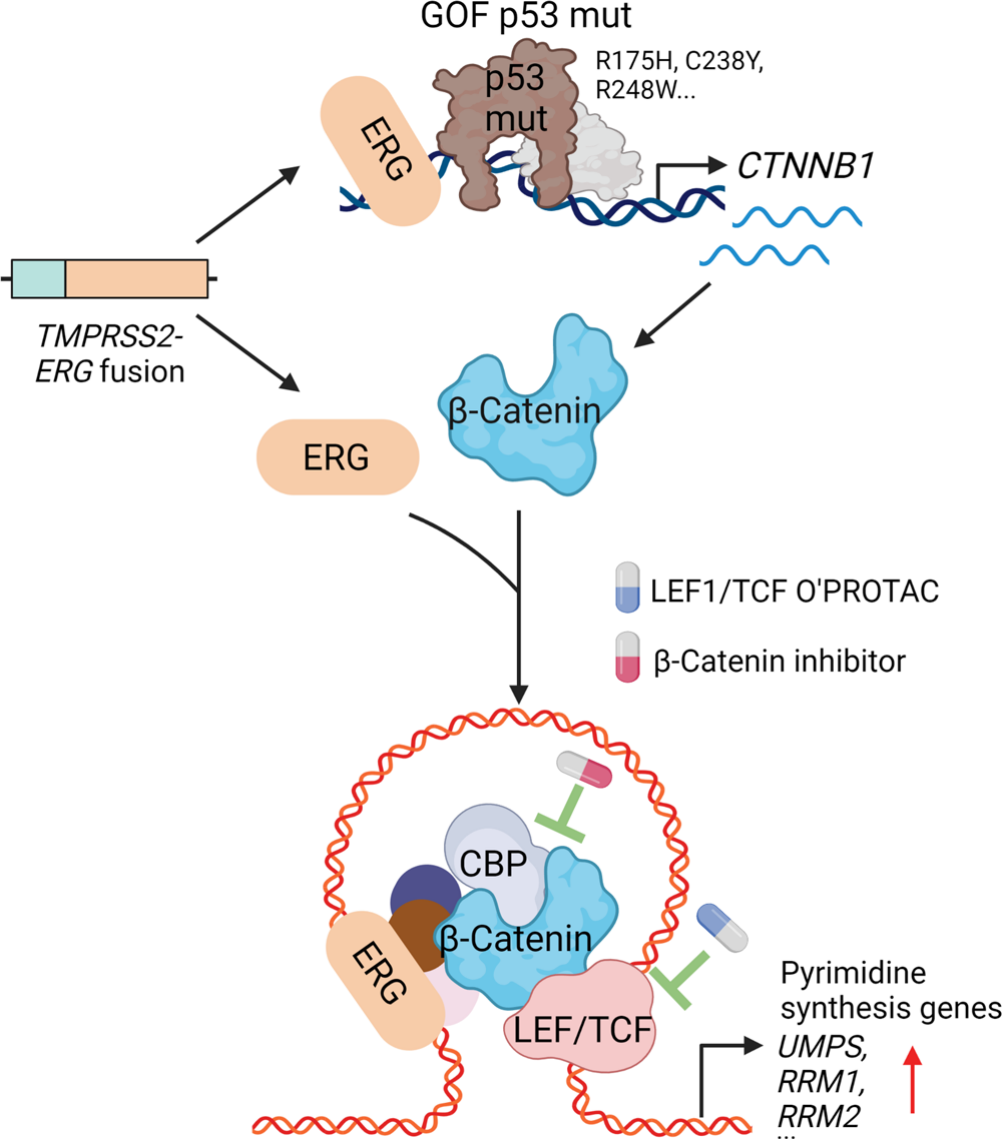
A hypothetical model deciphering the cooperativity of TMPRSS2-ERG and GOF mutant p53 in prostate oncogenesis and progression. GOF mutant p53 binds to the *CTNNB1* gene promoter and transactivates *CTNNB1* expression by cooperating with overexpressed ERG caused by *TMPRSS2-ERG* fusion. Increased expression of β-Catenin induces pyrimidine synthesis gene (PSG) expression by interacting with ERG on chromatin at the PSG genomic loci and PCa growth and progression. The β-Catenin signaling dependency can be pharmacologically targeted by small molecule inhibitors and LEF1/TCF O’PROTAC for the treatment of TMPRSS2-ERG/GOF mutant p53-positive PCa.

Using both loss- and GOF approaches in PCa cell lines and/or GEM models we consistently showed that both ERG and GOF mutant p53 are required for PSG upregulation. While ERG binds the promoter of PSGs, ChIP-seq data indicate that there is no obvious GOF mutant p53 binding in these gene loci in cell lines of prostate and other cancer types. It has been reported previously that mutant p53 binds the promoters of a subset of nucleotide metabolism genes (NMGs)^14,64^. However, the data from those studies clearly show that mutant p53 occupancy at the promoters of PSGs such as *RRM1, RRM2* and *TYMS* was neglectable, i.e., approximately 10–100-fold lower after normalized by the binding of non-specific IgG in comparison to the binding level in the loci of other NMGs such as *DCK, TK1* and *IMPDH1*^14,64^. These results and those from our present study stress that GOF mutant p53 regulates PSG expression via indirect mechanism(s).

GOF of mutant p53 plays essential roles in driving cancer growth and progression^1,3^. While p53 mutations result in loss of the ability to bind the p53 consensus DNA sequence in chromatin, increasing evidence indicates that mutant p53 can gain functions to regulate gene expression by interacting with other transcriptional factors such as ETS2 and CREB1^14,15,65,66^. By analyzing ChIP-seq data generated in PCa cells and the published datasets in breast cancer cell lines^16^ we now provide evidence that all the p53 mutants we examined including R248W, R273H, R249S and R248Q, but not WT p53, bind to the *CTNNB1* gene promoter. EMSA analysis showed that endogenous mutant p53 protein in PCa cell lysate binds to the unique MP53BS in the *CTNNB1* gene promoter. Using recombinant p53 mutant proteins purified from bacteria for EMSA, we further demonstrate that all the DBD mutants we examined, but not a mutant mapping outside the DBD, can directly bind to MP53BS. Additionally, we show that ectopic expression of GOF DBD mutants in the presence of overexpression of ERG (or other ETS proteins such as ETV4 in DU145 cells) induces expression of *CTNNB1* mRNA expression in both human and mouse PCa cells in culture and in mice. Most importantly, our data show that deletion of the MP53BS genomic region by CRISPR/Cas9 largely diminished *CTNNB1* gene expression in DU145 PCa cells and that no further reduction in *CTNNB1* expression following knockdown of GOF mutant p53. Thus, our data clearly show that *CTNNB1* is a bona fide transactivation target gene of GOF mutant p53 (Fig. 8).

GOF mutations in the p53 DBD can be categorized into contact mutations (e.g., R248 and R273) and conformational mutations (e.g., R175)^3^. We found that knockdown of all the DBD mutants examined, including R175H, R248W and R273H, invariably resulted in downregulation of β-Catenin expression. These findings were corroborated by the results obtained from other assays including ChIP-seq and EMSA using both nuclear extracts from cancer cell lines expressing different GOF p53 mutants and the recombinant proteins purified from bacteria. Thus, our data are consistent with the notion that while all are structurally different from WT p53, different mutation types (contact versus conformational) may all undergo certain shared conformation changes^3,5^, allowing them to bind to a different set of DNA sequences. This notion is supported by our observation that while the MP53BS in *CTNNB1* gene promoter has only approximately 50% identity with the DNA consensus sequence of WT p53, a similar sequence can be evolutionally conserved in the mouse *Ctnnb1* gene promoter and present in a number of other GOF mutant p53 binding targets.

Our finding that β-Catenin plays a pivotal role in mediating PSG expression downstream of ERG and mutant p53 suggests that β-Catenin is a legitimate therapeutic target of ERG fusion- and p53 GOF mutant-positive PCa. Destruction of a target protein via PROTAC-induced proteolysis is emerging as a promising therapeutic strategy in cancer. To bypass the lack of small molecule inhibitors that bind β-Catenin, we developed a LEF1/TCF O’PROTAC strategy to block transcription activation by β-Catenin through targeted proteolysis. We provide evidence that an oligonucleotide-based PROTAC is effective in inhibiting β-Catenin target gene expression and PCa cell growth in vitro and in vivo. Thus, our findings nominate β-Catenin as a promising therapeutic target of ERG/GOF mutant p53 dual positive PCa (Fig. 8).

In summary, we reveal an in vivo GOF role of mutant p53 in prostate oncogenesis. We identify a MP53BS in the *CTNNB1* gene promoter and demonstrate a DNA binding and transactivation function of GOF mutant p53 in transcriptional upregulation of *CTNNB1* oncogene. We further show that aberrantly overexpressed ERG cooperates with β-Catenin to transcriptionally upregulate PSGs by enhancing chromatin looping at these gene loci and promote ERG/GOF mutant p53-positive PCa growth via enhanced pyrimidine synthesis. Notably, LEF1 has been identified as a direct target of ERG^67^. These data imply that ERG regulates PSGs at different levels. Finally, we provide evidence suggesting that inhibition of β-Catenin by either small molecule inhibitors ICG-001 or PRI-724 or a LEF1/TCF oligonucleotide-based PROTAC represents a viable strategy not only suitable for effective treatment of ERG/GOF mutant p53-positive PCa, but also possibly for other cancer types such as the hematologic malignancies and solid tumors expressing GOF mutant p53 protein. Future DNase I footprinting studies are important for further assessment of the binding of MP53BS by p53 mutants, which is a limitation of the current study.

## Methods

### Antibodies, plasmids and chemicals

Antibodies used in the study include anti-ERG (1:1000 in dilution, BioCare, CM421C), anti-ERG (1:5000 in dilution, Abcam, ab92513), anti-p53 (1:1000 in dilution, Santa Cruz Biotechnology, sc-126), anti-ERK2 (1:1000 in dilution, Santa Cruz, sc-1647), anti-c-Myc (1:1000 in dilution, Santa Cruz Biotechnology, sc-40), anti-cyclin D1 (1:500 in dilution, Santa Cruz Biotechnology, sc-753), anti-CK8/CK18 (1:3000 in dilution, DSHB, AB 531826), anti-SMA (1:2000 in dilution, Dako, M0851), anti-active-β-Catenin (1:1000 in dilution, Millipore, 05-665), anti-β-Catenin (1:1000 in dilution, BD Biosciences, 610153), anti-RRM1 (1:1000 in dilution, Cell Signaling Technology, #8637), anti-RRM2 (1:1000 in dilution, Cell Signaling Technology, #65939), anti-UMPS (1:1000 in dilution, NOVUS, #85896), anti-AR (1:10,000 in dilution, Abcam, ab108341), anti-Ki67 (1:10,000 in dilution, Abcam, ab15580), anti-CBP (1:2000 in dilution, Santa Cruz Biotechnology, sc-583), anti-LEF1 (1:1000 in dilution, Cell Signaling Technology, #2230 S), anti-TCF3 (1:2000 in dilution, Proteintech, 14519-1-AP), anti-TCF4 (1:2000 in dilution, Proteintech, 22337-1-AP), anti-Histone H3 (acetyl K27) (2 μg for ChIP, Abcam, ab177178) and anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2) (2 μg for ChIP, Abcam, ab5095). Anti-mouse secondary antibody (115-035-003, Jackson Immunoresearch), anti-mouse secondary antibody, light chain specific (115-035-174, Jackson Immunoresearch), anti-rabbit secondary antibody (111-035-144, Jackson Immunoresearch) at 1:5000 of dilution. Biotinylated IgG for IHC assay was purchased from Vector laboratory. shRNAs targeting *ERG* and *TP53* (p53) were purchased from Sigma-Aldrich and shRNAs targeting *CTNNB1* (β-Catenin) were acquired from the Mayo Clinic RNA Interference Shared Resource (RISR). Mammalian expressing plasmids Tsin-SFB-p53 and Tsin-HA-ERG-ΔN39 were generated in house. The small guide RNA (sgRNA) sequences for CRISPR-Cas9-mediated gene deletion were designed using an online tool (https://portals.broadinstitute.org/gppx/crispick/public). The shRNAs targeting *RRM1, RRM2*, and *UMPS* genes were cloned into a doxycycline-inducible vector pINDUCER10^68^ using XhoI and EcoR I cloning sites. The sequences of shRNAs and sgRNAs used are shown in Supplementary Data 5. ICG-001 (S2662) and PRI-724 (S8968) were purchased from Selleck. ICG-001 and PRI-724 were dissolved in DMSO (Sigma, D8418). LEF/TCF O’PROTACs were generated as we reported previously^54^.

### Cell lines, organoids and their culture

VCaP, DU145, LNCaP, C4-2, PC-3, 22Rv1 and 293T cell lines were purchased from American Type Culture Collection (ATCC). DU145, LNCaP, C4-2, PC-3 and 22Rv1 cells were cultivated in RPMI 1640 media (Corning) supplemented with 10% fetal bovine serum (FBS) (Thermo Fisher Scientific). VCaP and 293T cells were grown in DMEM media (Corning) supplemented with 10% FBS (Thermo Fisher Scientific). All the cells were incubated at 37 °C supplied with 5% CO_2_. Cells were treated with plasmocin (Invivogene) to eliminate mycoplasma prior to the subsequent experiments.

Organoids were generated from LuCaP 23.1 and SPOP Q165P patient-derived xenografts (PDXs) using the methods as described^69^. Organoids were cultured in FBS-free DMEM/F-12 medium mixed with Matrigel (Sigma) and other growth factors.

### Cell transfection and lentivirus infection

Cells were transiently transfected with indicated plasmids using either Lipofectamine 2000 (Thermo Fisher Scientific) or polyethylenimine (PEI) (PolySciences, Cat# 23966) according to the manufactures’ instructions. For lentivirus package, 293T cells were co-transfected with plasmids for psPAX2, pMDG.2 and shRNAs using Lipofectamine 2000. Supernatant containing virus was harvested after 48 h and added into cells after filtration using 0.45 μm filter (Millipore). The virus-containing supernatant in the presence of polybrene (5 μg/ml) (Millipore) was added to the culture medium of target cells and infected cells were selected with 1 μg/ml puromycin (Selleck).

### Cell growth assay

Cells were seeded at the density of 1–5000 cells per well (depend on cell types) in 96-well plates overnight. At the indicated time points, optical density (OD) of cells was measured using a microplate reader (Biotek) at 490 nanometer after incubation with MTS solution (Promega) for 2 h at 37 °C in a cell incubator. For drug treatment, cells were seeded in 96-well plates overnight followed by adding the indicated compound(s) to each well. OD values were measured at the indicated time points using a microplate reader. For the O’PROTAC treatment, cells or organoids were transfected with the O’PROTAC compound at final concentration of 100 nM by using lipofectamine 2000 according to the manufacture’s instruction. The nucleotides rescue experiments was performed as described with modifications^70^. Specifically, nucleotides at the final concentration of 10 μM by lipofectamine 2000 were mixed with O’PROTAC which was transfected into cells or organoids.

### Genetically engineered mouse model and genotyping

Mice were housed in 22 °C, 55% humidity on average with a 12-h light/12-h dark cycle and access to food and water. The indicated groups of target and control mice were bred by crossing mouse lines with the following genotypes: Probasin (*Pb*)-driven Cre4 recombinase transgenic mice, acquired from the National Cancer Institute (NCI) Mouse Repository and originally generated in the laboratory of Dr. Pradip Roy-Burman at University of Southern California (Los Angeles, CA)^37^; transgenic *ERG* mice purchased from the Jackson Laboratory (Cat# 010929), originally generated in the laboratory of Dr. Valeri Vasioukhin at Fred Hutchinson Cancer Research Center (Seattle, WA)^38^; *Trp53* loxp/loxp conditional mice, acquired from the NCI Mouse Repository and originally generated in the laboratory of Dr. Tyler Jacks at Massachusetts Institute of Technology (Cambridge, MA)^12^; and *Trp53* loxp-STOP-loxp-R172H conditional mice, acquired from the NCI Mouse Repository and originally generated in the laboratory of Dr. Tyler Jacks^12^. PCR genotyping primers are listed in Supplementary Data 5. All animal studies were approved by the Mayo Clinic Institutional Animal Care and Use Committee (IACUC).

### Hematoxylin and eosin (H&E) staining and immunohistochemistry (IHC)

Four-µm sections were cut consecutively from formalin-fixed paraffin-embedded (FFPE) prostate tissues from GEM mice or xenograft or PDX tumors. Tissues were deparaffinized by xylene and subsequently rehydrated in turn through 100%, 95%, and 70% ethanal and water. After staining with hematoxylin and washing with Scott’s Bluing solution (160 mM MgSO_4_−7 H_2_O, 25 mM sodium hydrogen carbonate), tissues were counterstained with 1% eosin. After washing with 95% ethanol, tissues were dehydrated with 95% and 100% ethanol. Finally, the stained tissues were treated with xylene and mounted with coverslips.

For IHC, sectioned tissues were rehydrated, endogenous peroxidase was inactivated and antigen retrieval was performed as previously described^71^. Antibodies for IHC as following: anti-AR (1:10,000 in dilution, ab108341, Abcam), anti-ERG (1:5000 in dilution, ab92513, Abcam), anti-Ki67 (1:10,000 in dilution, ab15580), anti-CK8/CK18 (1:3000 in dilution, Abcam, ab531826), anti-SMA (1:2000 in dilution, Dako, M0851), anti-active-β-Catenin (1:1000 in dilution, Millipore, 05-665), anti-UMPS (1:200 in dilution, NOVUS, #85896), anti-RRM1 (1:200 in dilution, Cell Signaling Technology, #8637), anti-CBP (1:100 in dilution, Santa Cruz Biotechnology, sc-583), anti-LEF1 (1:200 in dilution, Cell Signaling Technology, #2230 S). For quantification, the staining score was determined by multiplying the percentage of positive cells and the intensity ranged from 1 (weak staining), 2 (median staining), and 3 (strong staining). For Ki67 quantification, cells with positive staining in the nucleus were included to calculate the percentage of Ki67 positive-staining cells.

### RNA extraction and RT-qPCR

The total RNA was extracted from cultured cells or organoids using Trizol reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. Complementary DNA was synthesized using reverse transcriptase (Promega). mRNA expression level was determined by real-time quantitative PCR (qPCR) using SYBR Green Mix (Thermo Fisher Scientific) with the realtime PCR system (Bio-Rad). Relative gene expression was normalized to the expression of house-keeping gene Actin Beta (*ACTB*). Primer sequences used for qPCR are listed in Table S5.

### Co-immunoprecipitation (co-IP) assay

Cells were collected and washed with cold 1 x PBS. Cells were lysed in IP buffer (0.5% NP-40, 20 mM Tris-HCl, pH = 8.0, 10 mM NaCl, 1 mM EDTA) supplemented with protease inhibitors (Sigma-Aldrich). Proteins from in vitro translation were synthesized by using TNT ® Quick Couple Transcription/Translation System (L1170, Promega). For the ethidium bromide (EtBr) treatment, cell lysate was incubated with 50 μg/ml EtBr for 30 min at 4 °C prior to immunoprecipitation. Anti-ERG or anti-p53 antibodies (2 μg) were added into cell lysate and incubated with Protein A/G beads (Millipore) overnight. Beads were washed and boiled with protein loading dye (Bio-Rad) for further analysis by Western blot.

### Proximity ligation assay (PLA)

VCaP cells were seeded into 6-well chamber slides before harvest. Cells were fixed with 4% paraformaldehyde followed by permeabilization in 0.4% Triton X-100. Cells were blocked in Duolink Blocking buffer (Sigma) for 1 h at 37 °C before in situ PLA assay. The PLA assay was performed according to the instruction of the Duolink in situ Red kit (Sigma-Aldrich, 92101). Primary antibodies with anti-ERG (1:200 in dilution) and anti-p53 (1:100 in dilution) were incubated overnight at 4 °C. The next day, Plus and Minus PLA probes were incubated for 1 h at 37 °C. Ligation and amplification of the PLA were performed. After several washes, cells were mounted in VECTASHIELD mounting medium with DAPI. Images were taken by using a confocal microscope (LSM880, Zeiss) with a 100x/1.3 Oil Objective.

### CRISPR/Cas9-mediated deletion of the MP53BS sequence in the *CTNNB1* gene promoter

A pair of sgRNAs for deletion of MP53BS in the *CTNNB1* gene promoter were designed, synthesized, and cloned into LentiCRISPR v2-dCas9 plasmid (Addgene, #112233). The generated plasmids were used for the lentivirus package and the infection of DU145 cells. At 48 h after infection, cells were cultured in fresh medium and selected with puromycin at a final concentration of 1 µg/ml. The parental DU145 cells and the selected clones were used for genomic DNA extraction for PCR amplification. PCR products were cloned into T vector (Takara, #3270) and subjected to Sanger sequencing. Primers of sgMP53BSKO are shown in Supplementary Data 5.

### Purification of GST-tagged recombinant proteins from bacteria

GST-tagged p53 expression plasmids for wild type (WT) and mutated p53 were transduced into *E. coli* BL21. The successfully transformed BL21 cells were cultured in flasks in an incubator shaker and treated with 100 µM IPTG (Sigma-Aldrich) at 18 °C overnight. The induced BL21 were collected and resuspended in lysis buffer (50 mM Tris-HCl, pH 8.0) containing protease inhibitors (Sigma-Aldrich) and sonicated. Glutathione agarose beads (Thermo Fisher Scientific) were added to pull down the GST-p53 (WT and mutant) recombinant proteins. Beads containing the recombinant proteins (1 μg) were incubated with 1 U Thrombin (Sigma-Aldrich, T4648) in PBS at room temperature for 8 h. The Thrombin was removed by incubated with Sepharose 6B beads (Bioworld, 20181111-2). The eluted protein in PBS was collected by centrifuge and saved for electrophoretic mobility shift assay (EMSA).

### Nuclear extract preparation and EMSA

Double-stranded DNA oligonucleotides were labeled with biotin as probes by using the commercial kit (Thermo Fisher Scientific, Cat# 89818). The labeled probes were incubated with nuclear extraction prepared from VCaP cells using NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific, Cat# 78833) or purified GST-p53 recombinant proteins according to the protocol provided by the manufacture (Thermo Fisher Scientific, Cat# 20148). For supershift assay, anti-p53 antibodies (1 μg) were added into the cell nuclear extract mixed with the biotin-labeled probes followed by incubation for 1 h at room temperature before loaded into 6% non-denatured polyacrylamide gel. DNA sequences of the probes are listed in Supplementary Data 5.

### RNA sequencing (RNA-seq) and data analysis

Prostate tissues from mice were dissected and collected for RNA extraction using the RNeasy Plus Mini Kit (Qiagen). The extracted RNA was subjected to the high throughput sequencing at the Mayo Clinic Genome Core Facilities. High quality total RNA with RNA integrity number (RIN) > 9.0 was used to generate the RNA-seq library using the TruSeq RNA Sample Prep Kit v2 (Illumina). RNA samples from biological triplicates were sequenced by Illumina HiSeq 4000 following manufacture’s protocol. Paired-end raw reads were subjected to the alignment of the mouse reference genome (GRCm38/mm10) using RNA-seq spliced read mapper STAR (v2.7.7a)^72^. Gene raw and normalized read counts were performed using RSeQC package (v2.3.6)^73^. Differential gene expression analysis was carried out by using DESeq2 (version 1.30.1)^74^. The false discovery rate (FDR) threshold 0.001 was applied to obtain the differentially genes.

### Chromatin immunoprecipitation (ChIP), ChIP-seq and ChIP-qPCR

DU145, LNCaP or VCaP cells were fixed with formaldehyde and subjected to sonication by Bioruptor (Diagenode) as described previously^71^. The supernatant was obtained and mixed with protein A/G beads and antibodies for p53 (2 μg), ERG (2 μg) or β-Catenin (2 μg). After incubation overnight, beads were washed, and the complex containing DNA was incubated at 65 °C to reverse formaldehyde crosslinking. The eluted DNA was further treated with RNAase and proteinase K. Enriched DNA was extracted for high throughput sequencing or quantitative PCR.

For Re-ChIP assay, the immunoprecipitated DNA was processed twice for 15 min each time at 65 °C after the first-round ChIP by using elution buffer (50 mM TrispH 8.0, 1 mM EDTA, and 1% SDS). The eluted samples were diluted using the re-ChIP buffer (55 mM HEPES pH 7.9, 154 mM NaCl, 1.0 mM EDTA, 1.1% TritonX-100, 0.11% Na-deoxycholate) to make the final concentration of SDS lower to 0.1%. The second-round ChIP assay was performed as usual by adding the antibody into the immunoprecipitation mixture. Primers for ChIP-qPCR are listed in Supplementary Data 5.

For the ChIP-seq assay, sequencing libraries were prepared as previously described. The high-throughput sequencing was performed by Illumina HiSeq 4000 platform by the Mayo Clinic Genome Core Facilities. The raw reads were mapped to the human reference genome (GRCh37/hg38) using bowtie2 (version 2.2.9). MACS2 (version 2.1.1) was used for peak calling with a *p* value threshold of 1 × 10^−5^. BigWig files were generated for visualization using the UCSC Genome Browser. The assignment of peaks to potential target genes was performed by the Genomic Regions Enrichment of Annotations Tool (GREAT). ERG ChIP-seq data generated from the mouse prostate tissues was downloaded from NCBI Gene Expression Omnibus (GEO) with accession number GSE47119^25^. β-Catenin ChIP-seq data was downloaded from GEO with accession number GSE53927^44^, p53 ChIP-seq data from breast cancer cell lines were downloaded from GEO with accession number GSE59176^16^.

### MEME-ChIP-seq DNA motif analysis of mutant p53 ChIP-seq peaks

We first extracted the 100-bp region centered around the summit of each peak called by MACS2^75^. We then extracted the DNA sequences of these 100-bp windows from the reference genome (GRCh38). Finally, we uploaded the DNA sequences to MEME-ChIP (https://meme-suite.org/meme/tools/meme-chip). MEME-ChIP reports up to 10 motifs if any.

### Chromosome conformation capture (3C) assay

The 3C assay was carried out according to the protocol as described^76^. Briefly, p53-KO DU145 cells transfected with indicated plasmids were crosslinked, collected and lysed. Chromation was digested with the indicated restriction enzymes. After digestion and ligation, DNA was purified and subjected to quantitative PCR (qPCR) analysis. *GAPDH* was used as an internal control. Primers are listed in Supplementary Data 5.

### Pyrimidine nucleotide measurement by liquid chromatography-mass spectrometry (LC-MS)

The analysis was performed by Mayo Metabolomic Core. Cell pellets were lysed in 1 × PBS by sonication. Proteins were removed by addition of chilled acetonitrile/methanol. Supernatants were dried down and lipids were removed via Captiva EMR cartridges prior to LC-MS analysis. Using Agilent central carbon metabolites methods on an Agilent 6460 triple quadrupole mass spectrometer couple with a 1290 Infinity II quaternary pump, 20 analytes were captured in negative electrospray ionization and dynamic multiple reaction monitoring (dMRM) post ion-pairing reverse phase chromatographic separation. Uridine-5-monophosphate (323 > 79), deoxythymidine-5-diphosphate (401 > 79) and deoxythymidine-5-triphosphate (481 > 159) peaks were manually curated to confirm correct retention times. Peak areas of each analyte as well as protein content in each sample were reported.

### Generation and treatment of PCa xenografts in mice

Six-week SCID male mice were used in the study. Mice were housed in 22 °C, 55% humidity on average with a 12-h light/12-h dark cycle and access to food and water. Mouse experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at the Mayo Clinic. The maximum of the xenograft is limited within 1 cm^3^ according to the ethical requirement from IACUC. Mice were subcutaneously injected with VCaP cells (5 × 10^6^) mixed with Matrigel mixture (1 × PBS: Matrigel (BD Biosciences) = 1:1). After the xenografts reached a size of approximately 100 mm^3^, mice were treated intraperitoneally with vehicle (90% corn oil (Sigma-Aldrich) + 10% DMSO), ICG-001 at 25 mg/kg for 5 days per week. For doxycycline (Dox)-inducible sh3 PSGs, mice were treated with 5% sucrose (-Dox) or 1 mg/ml doxycycline in 5% sucrose (+Dox) for indicated time points. For LEF1/TCF O’PROTAC administration, mice were transplanted with LuCaP23.1 PDX tumors in approximately the same volume. When the tumor volume reached approximately 100 mm^3^, mice were randomly divided into three groups for treatment with PBS, control OP or LEF1 OP-V1 (10 mg/kg in PEI solution) via tail vein injection every other day. Mice were euthanized and tumor grafts were excised at the end of treatment. Tumor tissues were subjected to formalin fixation and paraffin embedding or lysed for protein or RNA extraction.

### Meta-analysis of ERG ChIP-seq generated from murine prostate tissues

ERG binding peaks were downloaded from the GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1145303). These peaks were called by Chen et al. using MACS (v1.4) based on the mm9 reference genome^25^. We used GREAT’s “basal + extension” rule to assign ERG peaks to the putative target genes^77^. Specifically, GREAT assigns each gene a basal regulatory element (i.e., from 5 Kb upstream to 1 Kb downstream of the transcription start site (TSS)) regardless of other nearby genes. A basal regulatory domain of a gene is extended in both directions to the nearest gene’s basal domain but no more than 1000 Kb in one direction. The ERG ChIP-seq data was generated from the prostate tissues of *R26*^*ERG*^ transgenic mice and the anti-ERG antibody from Epitomics (EPR3864) was used. Approximately 78% of ERG peaks are located in the distal regions (>5 Kb from the TSS).

### Meta-analysis of patient data

The status of *TP53* gene mutation/deletion or ERG fusion in PCa specimens from the cohorts of TCGA, SU2C and MSKCC was obtained through ciBioPortal (http://www.cbioportal.org/). The Z-score (FPKM) of *CTNNB1* and PSGs reflecting mRNA level in SU2C patient samples was downloaded and subjected to the comparison based on the status of *ERG* fusion or *TP53* gene alterations. Mann-Whitney *U* test was carried out to generate *p* value for the comparison.

### Statistics and Reproducibility

*P* values were determined by a χ2 test, two-tailed Student’s *t* test, two-way ANOVA test, Fisher exact test or Mann-Whitney *U* test depending on the situations. All data are shown as mean values ± s.d. for experiments representing three or more independent experiments/replicates. Cells and mice used in the study were randomly divided into the groups. Investigators collecting data and generating output were blinded to all groups. *P* values < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Reporting Summary

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

### Source data

Source Data

## Data Availability

The RNA-seq and ChIP-seq data generated from the current study have been deposited in Gene Expression Omnibus (GEO) database with the accession number GSE184626. Source data are provided with this paper.

# Supplementary material for: Gain-of-function mutant p53 together with ERG proto-oncogene drive prostate cancer by beta-catenin activation and pyrimidine synthesis
**Source:** Nat Commun. 2023 Aug 3;14:4671. doi: 10.1038/s41467-023-40352-4
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

UCSC genome browser (<https://genome.ucsc.edu>) was used to access and visualize gene tracks;  
Odyssey Fc Imager-LI-COR Imaging to acquire the data from western blot;  
CFX Maestro Software 2.3 to acquire data from RT-qPCR or ChIP-qPCR;  
Soft Max Pro V5 to measure the OD values from cell growth assays and IC50 assays.

Data analysis

GraphPad Prism v8, Adobe Photoshop 2021, RSeQC package (v2.3.6), MACS2 (version 2.1.1), DESeq2 (version 1.30.1), bowtie2 (version 2.2.9), Genomic Regions Enrichment of Annotations Tool (GREAT), DAVID Bioinformatics Resources (<https://david.ncifcrf.gov/>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq and ChIP-seq data generated from the current study have been deposited in Gene Expression Omnibus (GEO) database with the accession number GSE184626: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184626>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |      |
|--------------------------------------------------------------------|------|
| Reporting on sex and gender                                        | N.A. |
| Reporting on race, ethnicity, or other socially relevant groupings | N.A. |
| Population characteristics                                         | N.A. |
| Recruitment                                                        | N.A. |
| Ethics oversight                                                   | N.A. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was determined based on our previous publication (PMIDs: 36274096, 34397171, 33419772, 30527665, 30057199). The sample size of patients was determined by TCGA database.                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | For the RT-qPCR and ChIP-qPCR assays, three replicate was performed;<br>For ChIP-seq assay, two replicate was performed.<br>RNA-seq was generated from three or two replicate as indicated in the manuscript.<br>IC50 was determined by five independent replicate.<br>For cell growth assay, data was shown from five replicate. For the in vivo assay, data was collected and analyzed by the indication in manuscript.<br>For western blot, two independent technical replicate was performed to ensure the reproducibility. All the results from replicate for each experiment were consistent.<br>Others were indicated in the figure legends. |
| Randomization   | For the RT-qPCR, ChIP-qPCR, IC50 or cell growth assay, cells were randomly divided into the indicated groups for the shRNAs infection or drug treatment. For the in vivo experiment, mice were allocated randomly for acquiring drug treatment.                                                                                                                                                                                                                                                                                                                                                                                                     |
| Blinding        | For the in vitro experiments, investigators involved in the group organization, treatment, sample collection were not blinded, while the investigators collecting data and generating output were blinded to all groups. For the in vivo experiments, investigators who were designing the organization of the groups and performing the treatment were not blinded to the groups and treatment, while other investigators collecting data such as tumor volume and tumor weight were blinded.                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

anti-ERG (1:1000 in dilution, BioCare, CM421C), anti-ERG (1:5000 in dilution, Abcam, ab92513), anti-p53 (1:1000 in dilution, Santa Cruz Biotechnology, sc-126), anti-ERK2 (1:1000 in dilution, Santa Cruz, sc-1647), anti-c-Myc (1:1000 in dilution, Santa Cruz Biotechnology, sc-40), anti-cyclin D1 (1:500 in dilution, Santa Cruz Biotechnology, sc-753), anti-CK8/CK18 (1:3000 in dilution, DSHB, AB 531826), anti-SMA (1:2000 in dilution, Dako, M0851), anti-active- $\beta$ -Catenin (1:1000 in dilution, Millipore, 05-665), anti- $\beta$ -Catenin (1:1000 in dilution, BD Biosciences, 610153), anti-RRM1 (1:1000 in dilution, Cell Signaling Technology, #8637), anti-RRM2 (1:1000 in dilution, Cell Signaling Technology, #65939), anti-UMPS (1:1000 in dilution, NOVUS, #85896), anti-AR (1:10000 in dilution, Abcam, ab108341), anti-Ki67 (1:10000 in dilution, Abcam, ab15580), anti-CBP (1:2000 in dilution, Santa Cruz Biotechnology, sc-583), anti-LEF1 (1:1000 in dilution, Cell Signaling Technology, #2230S), anti-TCF3 (1:2000 in dilution, Proteintech, 14519-1-AP), anti-TCF4 (1:2000 in dilution, Proteintech, 22337-1-AP), anti-Histone H3 (acetyl K27) (2  $\mu$ g for ChIP, Abcam, ab177178) and anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2) (2  $\mu$ g for ChIP, Abcam, ab5095).

Anti-mouse secondary antibody (115-035-003, Jackson ImmunoResearch), 1:10000 in dilution,  
 Anti-mouse secondary antibody, light chain specific (115-035-174, Jackson ImmunoResearch), 1:5000 in dilution,  
 Anti-rabbit secondary antibody (111-035-144, Jackson ImmunoResearch). anti-Ki67 (ab15580, Abcam). 1:10000 in dilution.

### Validation

All the antibodies were validated in the application of WB or IHC or ChIP/ChIP-seq according to their manufactures' instruction. The commercial information for the antibodies are as following:

anti-ERG (BioCare, CM421C): <https://biocare.net/product/erg-antibody/>  
 anti-ERG (Abcam, ab92513): <https://www.abcam.com/erg-antibody-epr3864-ab92513.html>  
 anti-p53 (Santa Cruz Biotechnology, sc-126): <https://datasheets.scbt.com/sc-126.pdf>  
 anti-ERK2 (SC-1647, Santa Cruz Biotechnology): <https://datasheets.scbt.com/sc-1647.pdf>  
 anti-c-Myc (9E10) (SC-40, Santa Cruz Biotechnology): <https://datasheets.scbt.com/sc-40.pdf>  
 anti-cyclin D1 (Santa Cruz Biotechnology, sc-753): <https://datasheets.scbt.com/sc-753.pdf>  
 anti-CK8/CK18 ((DSHB, AB 531826): <https://dshb.biology.uiowa.edu/TROMA-I>  
 anti-SMA (Dako, M0851): [https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/actin-\(smooth-muscle\)-\(concentrate\)-76542](https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/actin-(smooth-muscle)-(concentrate)-76542)  
 anti-Active- $\beta$ -Catenin (Millipore, 05-665): [https://www.emdmillipore.com/US/en/product/Anti-Active-Catenin-Anti-ABC-Antibody-clone-8E7/MM\\_NF-05-665?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1](https://www.emdmillipore.com/US/en/product/Anti-Active-Catenin-Anti-ABC-Antibody-clone-8E7/MM_NF-05-665?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1)  
 anti- $\beta$ -Catenin (BD Biosciences, 610153): [https://www.bdbiosciences.com/content/dam/bdb/products/global/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/610154\\_base/pdf/610153.pdf](https://www.bdbiosciences.com/content/dam/bdb/products/global/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/610154_base/pdf/610153.pdf)  
 anti-RRM1 (Cell signaling technology, #8637): <https://www.cellsignal.com/products/primary-antibodies/rrm1-d12f12-xp-rabbit-mab/8637>  
 anti-RRM2 (Cell signaling technology, #65939): <https://www.cellsignal.com/products/primary-antibodies/rrm2-e7y9j-xp-rabbit-mab/65939>  
 anti-UMPS (NOVUS, #85896): [https://www.novusbio.com/products/umps-antibody\\_nbp1-85896](https://www.novusbio.com/products/umps-antibody_nbp1-85896),  
 anti-AR (Abcam, ab108341): <https://www.abcam.com/androgen-receptor-antibody-er1792-chip-grade-ab108341.html>  
 anti-Ki67 (Abcam, ab15580): <https://www.abcam.com/ki67-antibody-ab15580.html>,  
 anti-CBP (Santa Cruz Biotechnology, sc-583): <https://datasheets.scbt.com/sc-583.pdf>  
 anti-LEF1 (Cell signaling technology, #2230S): <https://www.cellsignal.com/products/primary-antibodies/lef1-c12a5-rabbit-mab/2230>  
 anti-TCF3 (Proteintech, 14519-1-AP): <https://www.ptglab.com/products/TCF7L1-Antibody-14519-1-AP.htm>  
 anti-TCF4 (Proteintech, 22337-1-AP): <https://www.ptglab.com/products/TCF4-Antibody-22337-1-AP.htm>  
 anti-Histone H3 (acetyl K27) (Abcam, ab177178): <https://www.abcam.com/histone-h3-acetyl-k27-antibody-ep16602-chip-grade-ab177178.html>  
 anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2) (Abcam, ab5095): <https://www.abcam.com/rna-polymerase-ii-ctd-repeat-ysptsp-phospho-s2-antibody-ab5095.html>  
 Peroxidase AffiniPure Goat Anti-Mouse IgG, light chain specific: <https://www.jacksonimmuno.com/catalog/products/115-035-174>  
 Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L): <https://www.jacksonimmuno.com/catalog/products/115-035-003>  
 Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L): <https://www.jacksonimmuno.com/catalog/products/111-035-144>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                             |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | VCaP, DU145, LNCaP, PC-3, 22Rv1 and 293T cells were purchased from American Type Culture Collection (ATCC). C4-2 cells were purchased from Uro Corporation. |
| Authentication                                                    | Cell types were authenticated by morphology and/or western blot.                                                                                            |
| Mycoplasma contamination                                          | All the cell lines were tested negative for mycoplasma contamination during the study.                                                                      |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No misidentified lines reported.                                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Six-week old male SCID mice (generated in house) were used. All mice were housed in 22°C, 55% humidity on average with a 12-h light/12-h dark cycle and access to food and w |
| Wild animals            | No Wild animals used in this study.                                                                                                                                          |
| Reporting on sex        | Only the male mice were involved in the study since the current study was focused on the prostate oncogenesis.                                                               |
| Field-collected samples | No field-collected samples were involved in this study.                                                                                                                      |
| Ethics oversight        | Mice experiment was approved by the Institutional Animal Care and Use Committee (IACUC) at the Mayo Clinic.                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |      |
|-----------------------|------|
| Seed stocks           | N.A. |
| Novel plant genotypes | N.A. |
| Authentication        | N.A. |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

The RNA-seq and ChIP-seq data have been deposited in Gene Expression Omnibus (GEO) database with the accession number GSE184626: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184626>.

| Files in database submission | Accession  | Title                                                                                                                           | Release date | Status   | Supplemen-<br>tary files |
|------------------------------|------------|---------------------------------------------------------------------------------------------------------------------------------|--------------|----------|--------------------------|
|                              | GSE184623  | TMPRSS2-ERG and gain-of-function p53 mutants co-dictate pyrimidine synthesis and prostate cancer fitness [ERG and p53 ChIP-seq] | Dec 31, 2022 | approved | None                     |
|                              | GSM5593834 | VCaP_ERG-Rep1                                                                                                                   | Dec 31, 2022 | approved | BW                       |
|                              | GSM5593835 | VCaP_ERG-Rep2                                                                                                                   | Dec 31, 2022 | approved | BW                       |
|                              | GSM5593836 | VCaP_p53-Rep1                                                                                                                   | Dec 31, 2022 | approved | BW                       |
|                              | GSM5593837 | VCaP_p53-Rep2                                                                                                                   | Dec 31, 2022 | approved | BW                       |
|                              | GSM5593838 | VCaP_Input                                                                                                                      | Dec 31, 2022 | approved | BW                       |

Genome browser session  
(e.g. [UCSC](#))

UCSC

## Methodology

|                  |                                                                                   |
|------------------|-----------------------------------------------------------------------------------|
| Replicates       | 2 biological replicated.                                                          |
| Sequencing depth | GSM5593834 VCaP_ERG-Rep1 24326480 unique mapped reads in total of 33322029 reads. |

GSM5593835 VCaP\_ERG-Rep2 22953536 unique mapped reads in total of 30229571 reads.  
 GSM5593836 VCaP\_p53-Rep1 18407592 unique mapped reads in total of 25058409 reads.  
 GSM5593837 VCaP\_p53-Rep2 19989314 unique mapped reads in total of 27826635 reads.  
 GSM5593838 VCaP\_Input 65315062 unique mapped reads in total of 84284682 reads.

All the data is Paired-end with 51 bp of each read.

#### Antibodies

ERG (ab92513, Abcam), p53 (DO-1) (sc126, Santa Cruz Biotechnology)

#### Peak calling parameters

The raw reads were subjected to the human reference genome (GRCh37/hg38) using bowtie2 (version 2.2.9). MACS2 (version 2.1.1) was run to perform the peak calling with a p value threshold of  $1 \times 10^{-3}$  for ERG ChIP-seq a p value threshold of  $1 \times 10^{-10}$  for p53 ChIP-seq.

#### Data quality

There are 14337 (FDR<0.05) peaks and 13149 (FDR<0.05, FC>5) peaks for VCaP\_ERG-Rep1, there are 11237 (FDR<0.05) peaks and 10265 (FDR<0.05, FC>5) peaks for VCaP\_ERG-Rep2, there are 50803 (FDR<0.05) peaks and 17448 (FDR<0.05, FC>5) peaks for VCaP\_p53-Rep1, there are 39374 (FDR<0.05) peaks and 7288 (FDR<0.05, FC>5) peaks for VCaP\_p53-Rep2.

#### Software

Bowtie2 (version 2.2.9) for the raw reads generation,  
 MACS2 (version 2.1.1) was run to perform the peak calling,  
 Genomic Regions Enrichment of Annotations Tool (GREAT) for the assignment of peaks to potential target genes.

# Supplementary material for: Gain-of-function mutant p53 together with ERG proto-oncogene drive prostate cancer by beta-catenin activation and pyrimidine synthesis
**Source:** Nat Commun. 2023 Aug 3;14:4671. doi: 10.1038/s41467-023-40352-4
**Supplement:** Supplementary file 2 — Supplementary Information

a

|        | A                 | B                                 | Both | A not B | B not A | Neither | p-Value | Co-occurrence |
|--------|-------------------|-----------------------------------|------|---------|---------|---------|---------|---------------|
| (TCGA) | <i>ERG</i> fusion | <i>TP53</i> <sup>WT/-</sup>       | 21   | 182     | 27      | 268     | 0.7594  | No            |
|        | <i>ERG</i> fusion | <i>TP53</i> <sup>-/-</sup>        | 13   | 190     | 8       | 287     | 0.0691  | No            |
|        | <i>ERG</i> fusion | <i>TP53</i> <sup>mutation/-</sup> | 20   | 183     | 26      | 269     | 0.8753  | No            |

b

|        |                   |                                       |    |     |    |     |        |     |
|--------|-------------------|---------------------------------------|----|-----|----|-----|--------|-----|
| (SU2C) | <i>ERG</i> fusion | <i>TP53</i> <sup>WT/-</sup>           | 53 | 76  | 70 | 245 | 0.0001 | Yes |
|        | <i>ERG</i> fusion | <i>TP53</i> <sup>-/-</sup>            | 24 | 120 | 5  | 295 | 0.0075 | Yes |
|        | <i>ERG</i> fusion | <i>TP53</i> <sup>mutation/-</sup>     | 53 | 76  | 70 | 245 | 0.0001 | Yes |
|        | <i>ERG</i> fusion | <i>TP53</i> <sup>DBD mutation/-</sup> | 47 | 82  | 59 | 256 | 0.0001 | Yes |

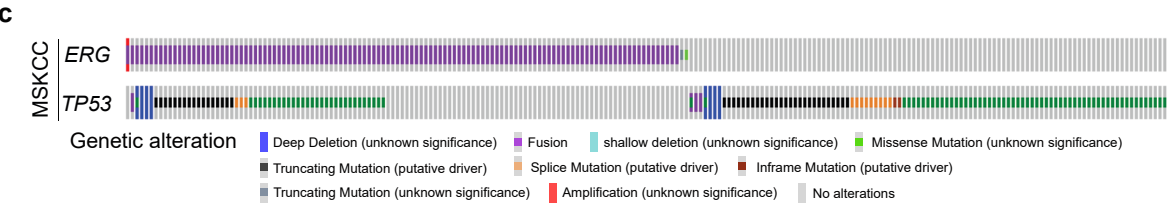

d

|         | A                 | B                        | Both | A not B | B not A | Neither | p-Value | Co-occurrence |
|---------|-------------------|--------------------------|------|---------|---------|---------|---------|---------------|
| (MSKCC) | <i>ERG</i> fusion | <i>TP53</i> inactivation | 58   | 70      | 118     | 255     | 0.0040  | Yes           |

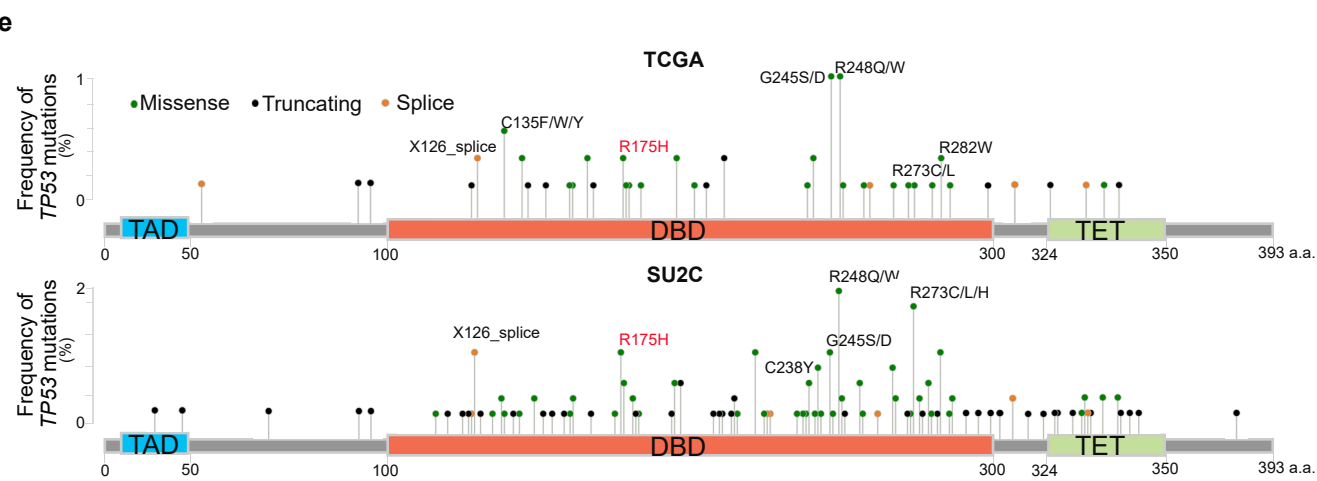

**Supplementary Fig. 1. Co-occurrence of TMPRSS2-ERG and p53 alteration in PCa patient samples.** **a,b** Fisher exact test (two-tailed) of the association between *TMPPRS2-ERG* fusion and different *TP53* alterations in PCa patient samples from the TCGA (**a**) or SU2C cohort (**b**). **c** OncoPrint image from cBioPortal showing the percentage of genetic alterations in the *ERG* and *TP53* genes in PCa patient specimens from the MSKCC cohort. **d** Fisher exact test (two-tailed) of the association between *TMPPRS2-ERG* fusion and *TP53* inactivation alterations in PCa patient samples from the MSKCC cohort. **e** *TP53* gene mutations (missense, truncating and splice) occurred in the PCa patient samples from the TCGA (upper) and SU2C (lower) cohorts.

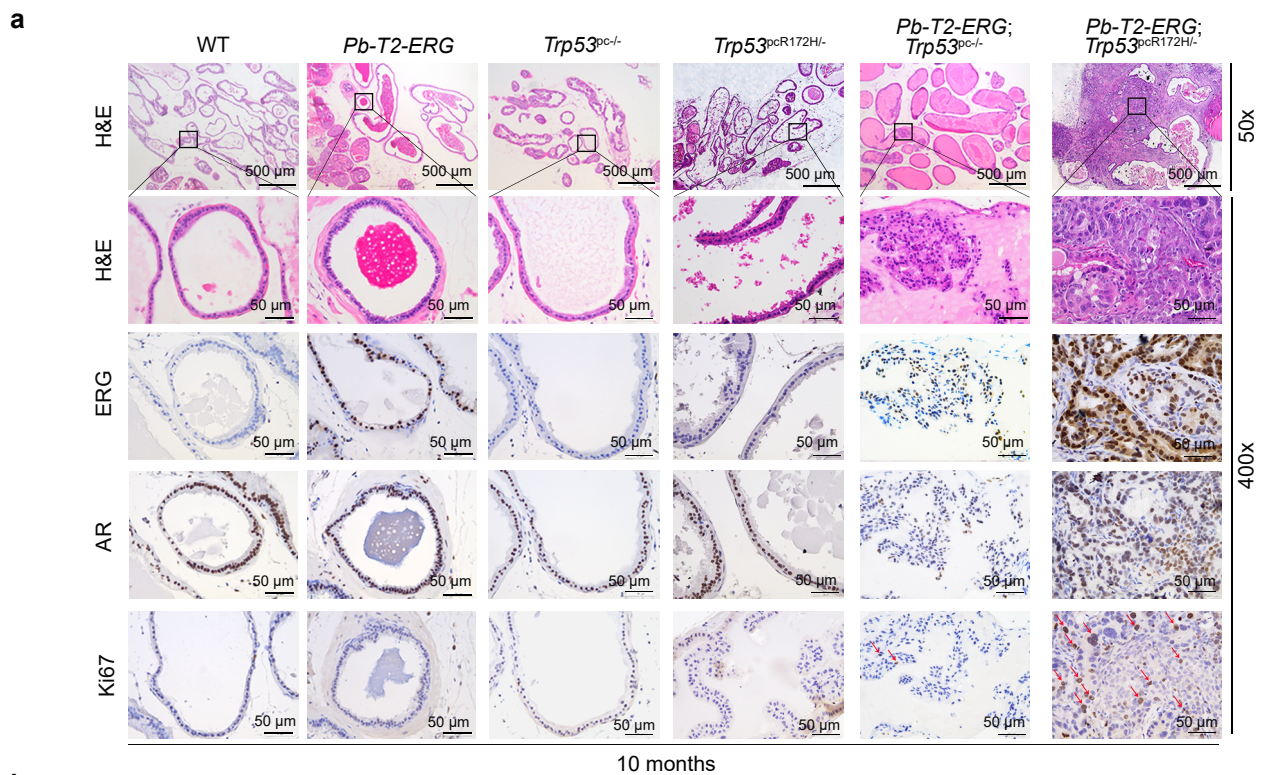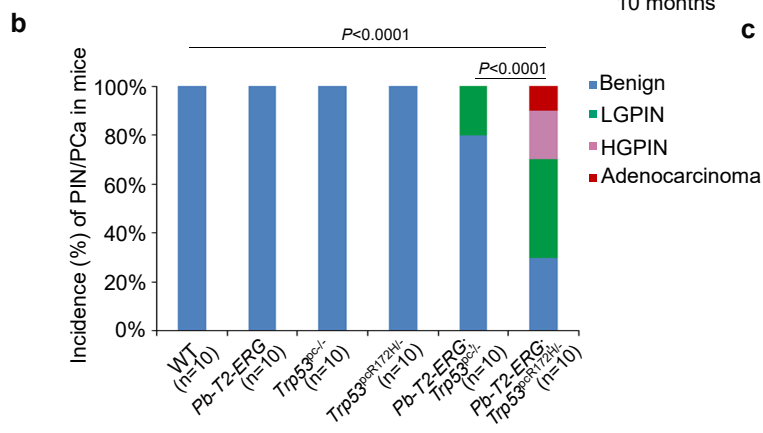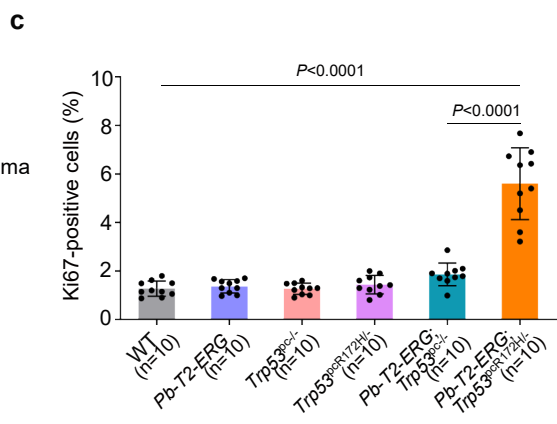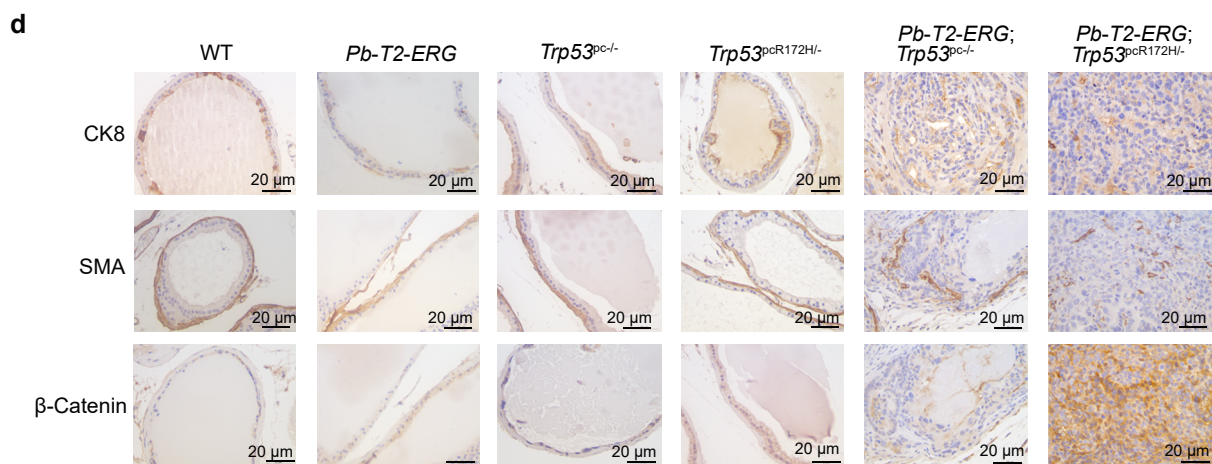

**Supplementary Fig. 2. Co-expression of ERG and GOF mutant p53 induces prostate tumorigenesis in mice and IHC analysis of CK8, SMA and  $\beta$ -catenin expression in the mice with the indicated genotypes. a** Representative images of H&E and IHC of ERG, AR and Ki67 proteins in prostate tissues from mice with the indicated genotypes at 10 months of age. **b** Quantification of incidences of PIN and/or cancer in mice with indicated genotypes shown in (a). **c** Quantification of Ki67 positive cells in prostate tissues from mice shown in (a). **d** Representative images of IHC of CK8, SMA and  $\beta$ -catenin proteins in prostate tissues from mice with the indicated genotypes at 15 months of age. Data in **c** was shown as means  $\pm$  s.d. from indicated sample size. For each sample, five independent fields were included for the calculation.  $\chi^2$  test was performed in **b**. Two-tailed Student's t test was performed in **c**.

**a**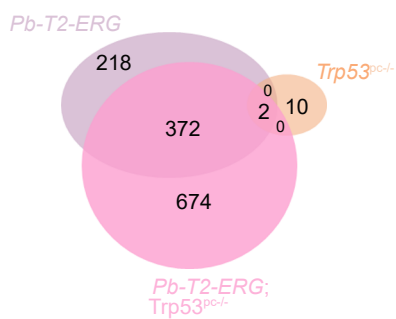**b**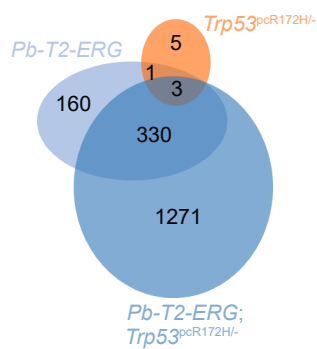**d**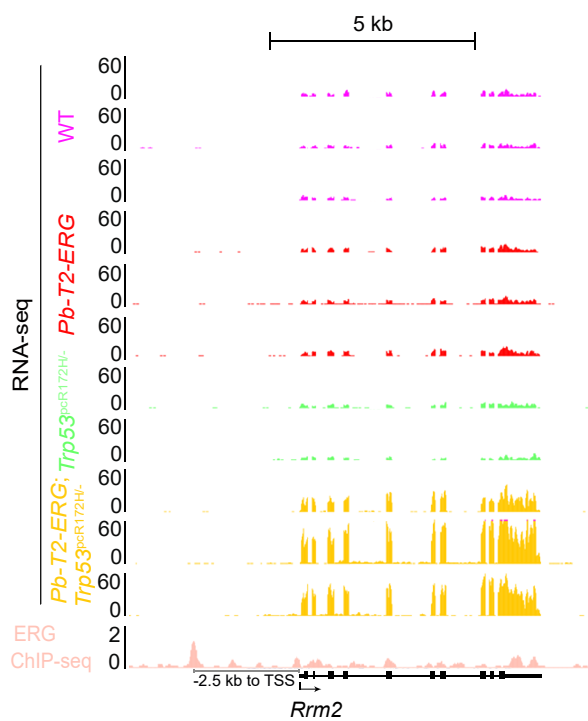**c**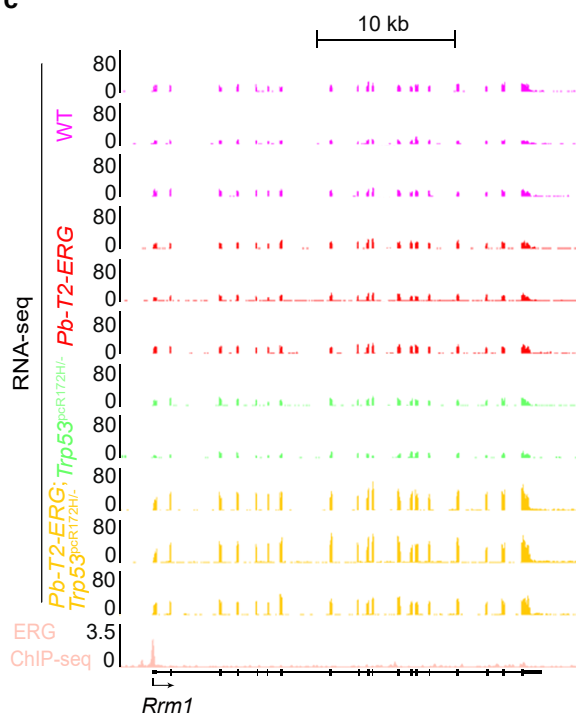**e**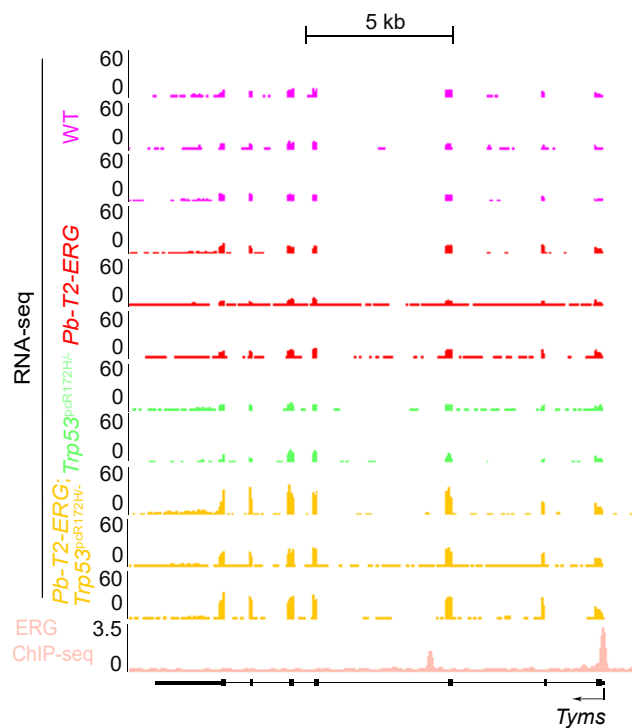

**Supplementary Fig. 3. Comparison of the genes uniquely upregulated in *Pb-T2-***

***ERG;Trp53<sup>pcR172H/-</sup>*, *Pb-T2-ERG;Trp53<sup>pc/-</sup>* and other genotypic mice. a,b** Venn diagram

showing the genes uniquely expressed in prostate tissues from the indicated genotypic mice

compared to WT mice at 15 months of age as revealed by RNA-seq data (n=3/group except

*Trp53<sup>pcR172H/-</sup>* group for which the data from one mouse were excluded from analysis due to poor

quality). **c-e** UCSC Genome Browser screenshots showing the RNA-seq from benign or

malignant prostate tissues of mice with the indicated genotypes at 15 months of age and ERG

ChIP-seq (GSM1145303) data in the loci of *Rrm1* (**c**), *Rrm2* (**d**), and *Tyms* (**e**) genes.

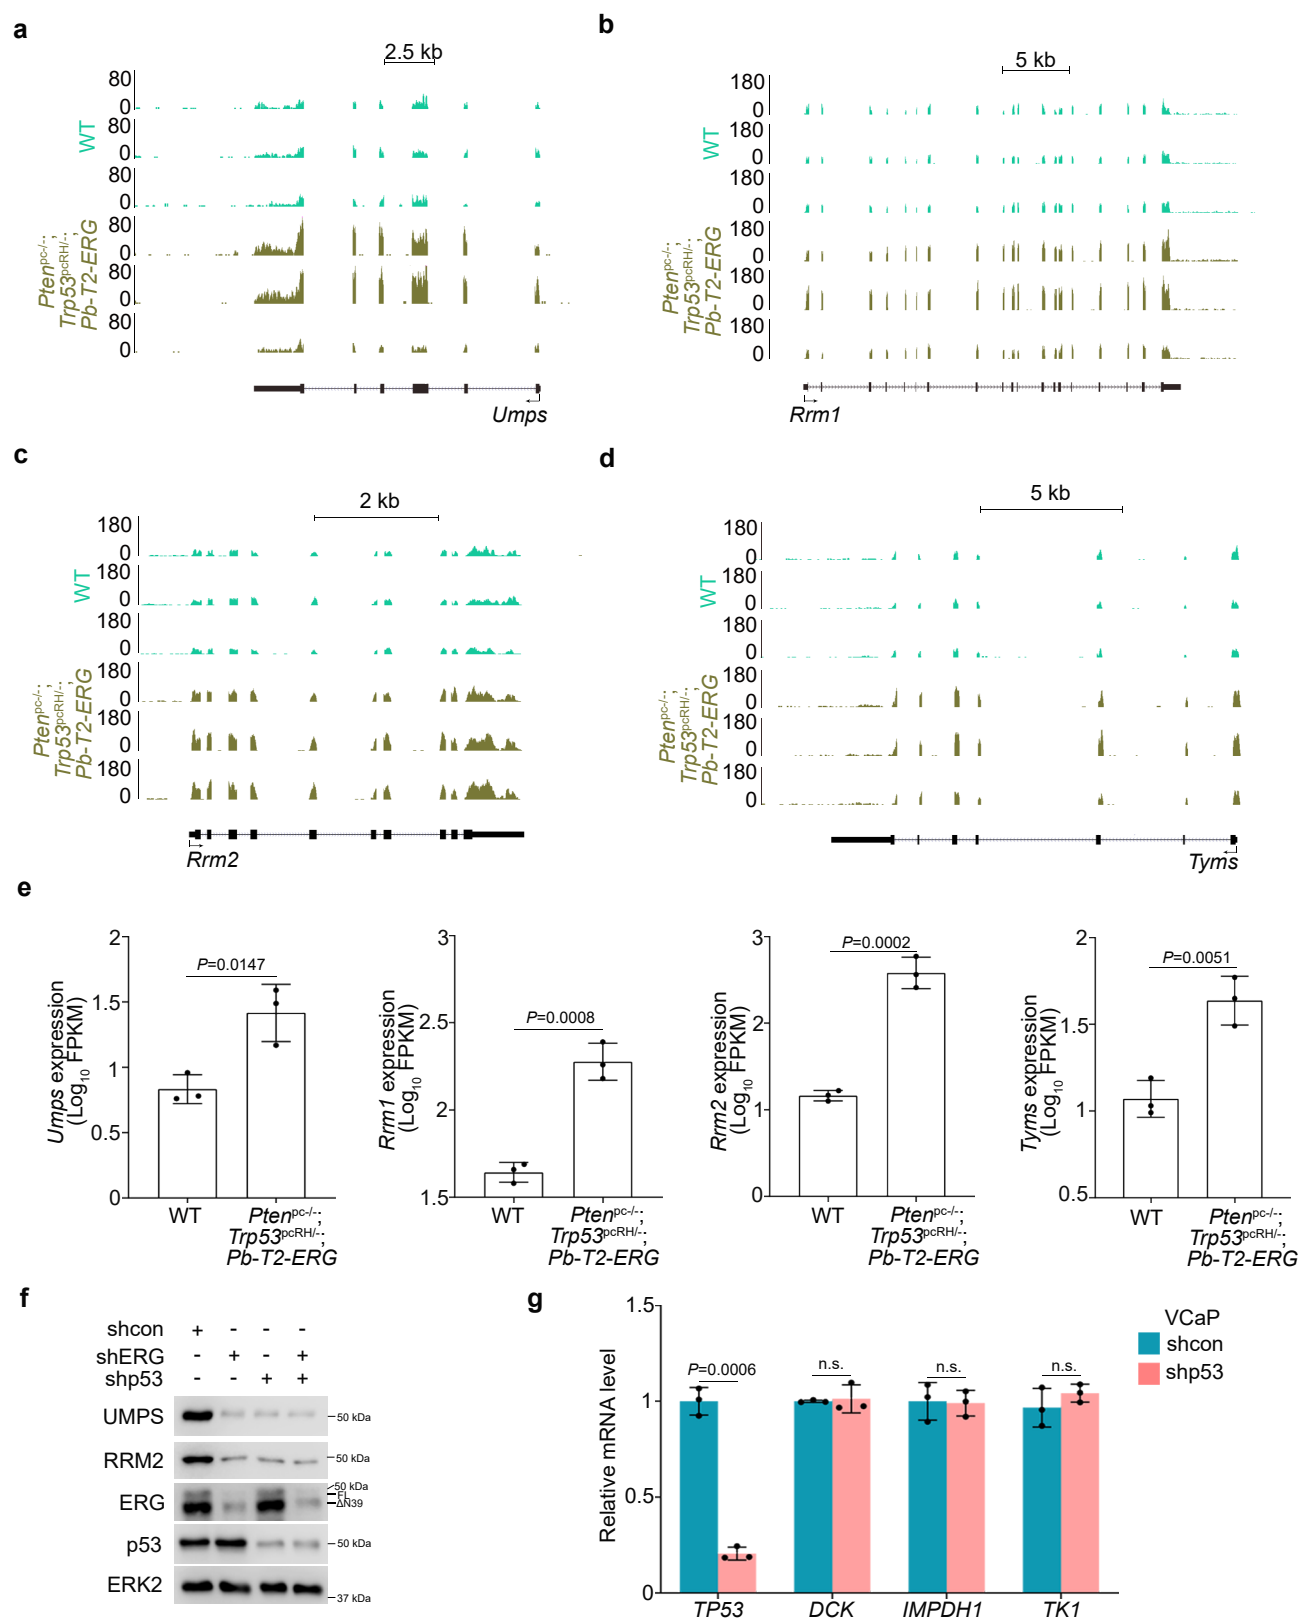

**Supplementary Fig. 4. Expression of PSG in *Pten*<sup>pc/-</sup>;*Trp53*<sup>pcR172H/-</sup>; *Pb-T2-ERG* mice,**

**Expression of PSG in VCaP cells after knockdown of ERG or/and p53 and other**

**pyrimidine metabolism gene expression after knockdown of p53 in VCaP cells. a-d UCSC**

Genome Browser screenshots showing the RNA-seq of *Umps* (a), *Rrm1* (b), *Rrm2* (c) and *Tyms*

(d) in prostate tumors from *Pten*<sup>pc/-</sup>;*Trp53*<sup>pcR172H/-</sup>;*Pb-T2-ERG* mice. e Quantitative data showing

the RNA-seq reads of PSG mRNAs in the prostate tumors from the mice with the indicated

genotypes. Log<sub>10</sub> (FPKM) was calculated for the expression of PSG mRNAs. Two-tailed

Student's t-test was used to assess the significance. f,g Western blot (f) and RT-qPCR (g)

analysis of the indicated proteins and PSG gene mRNAs in VCaP cells stably expressing control

(shcon) or gene-specific shRNAs. Data in e was shown as means ± s.d. (n=3). Data in g was

shown as means ± s.d. from three independent replicates. The western blot assay in f was

repeated two independent times with similar results. Two-tailed Student's t-test was used in e

and g.

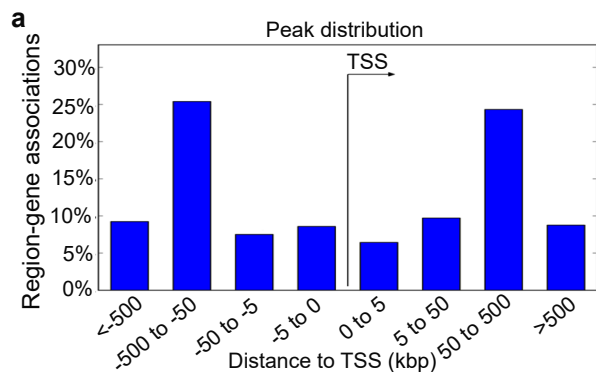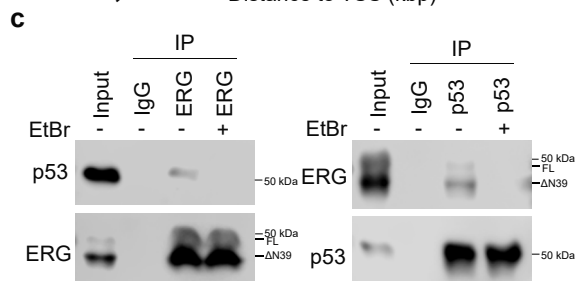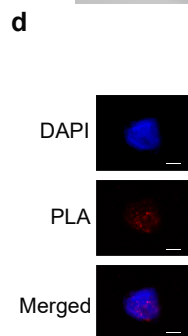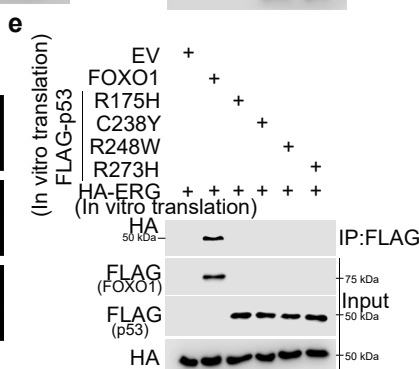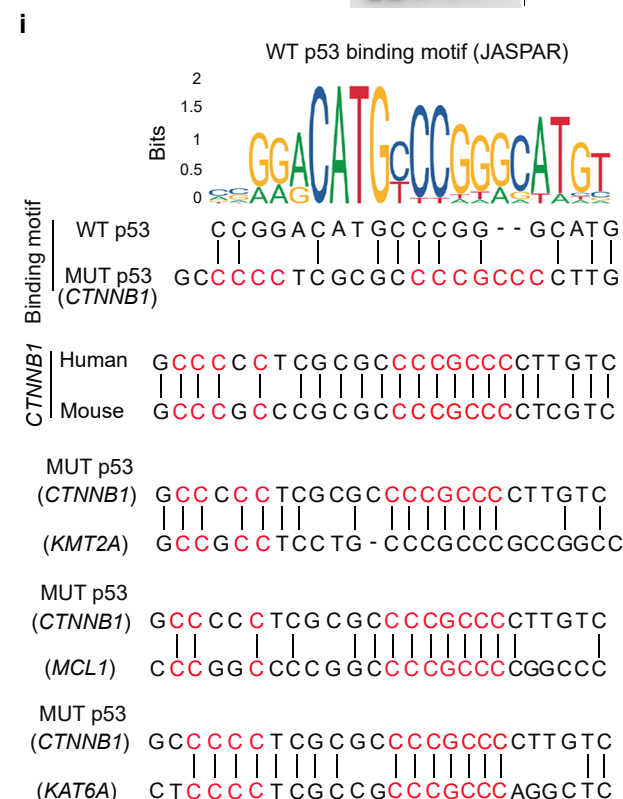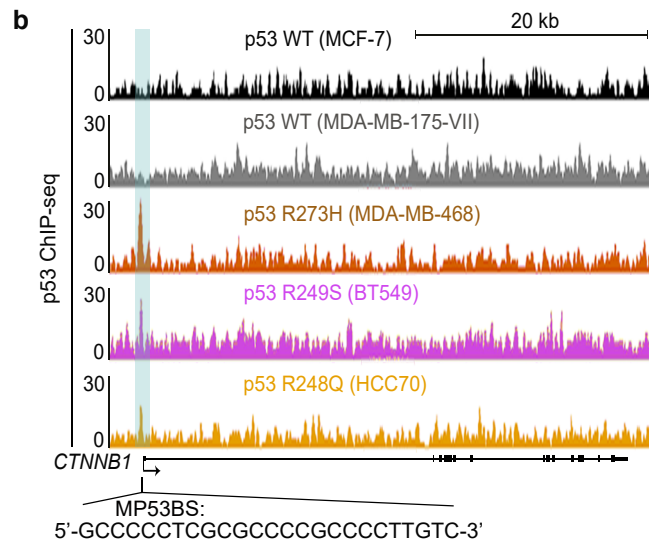

**f**

| Motif found (5'-3') | E value                | Known motif |
|---------------------|------------------------|-------------|
| ATGGAATGGAAT        | $4.2 \times 10^{-138}$ | NA          |
| ATAAAAACTAGACAG     | $1.8 \times 10^{-122}$ | NA          |

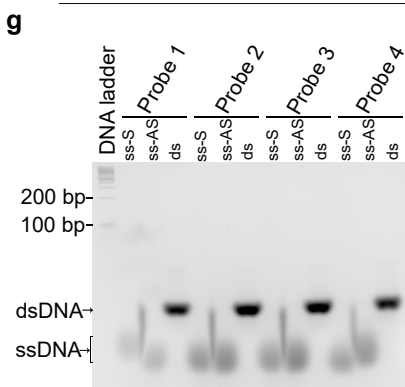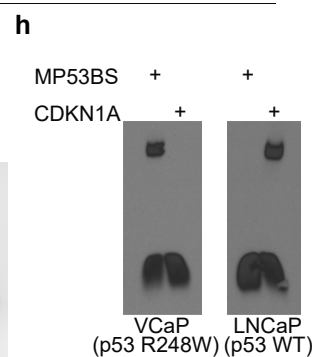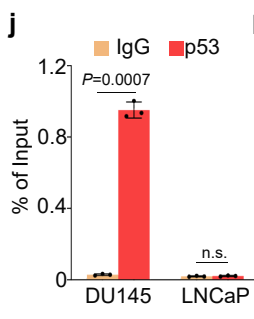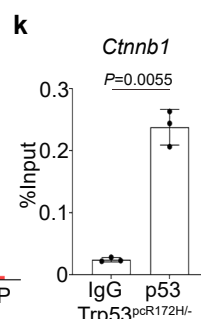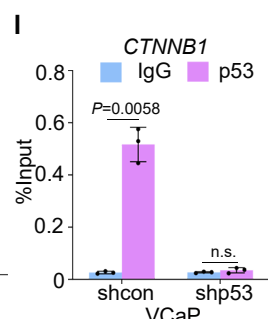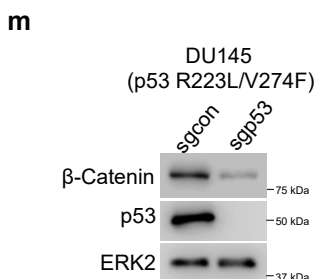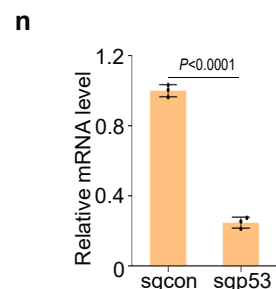

**Supplementary Fig. 5. GOF mutant p53 binding of *CTNNB1* gene promoter, DNA binding motif analysis, and comparison of mutant p53 binding sequences.** **a**, Distribution of p53 R248W-bound peaks revealed by p53 ChIP-seq in VCaP cells. **b** UCSC Genome Browser screenshots showing ChIP-seq results of p53 WT and p53 mutants from breast cancer cell lines. **c** Western blot analysis of immunoprecipitated proteins from the co-IP assay using the VCaP cell lysate with or without EtBr (50 µg/ml). **d** Representative images of proximity ligation assay (PLA) in VCaP cells. Scale bar represented 10 µm. **e** Western blot analysis of immunoprecipitated proteins from co-IP assay. In vitro translated FLAG-FOXO1 was used as a positive control. **f** MEME-ChIP DNA motif analysis in 1,116 mutant p53 (R248W)-bound ChIP-seq peaks obtained from VCaP cells. **g** Agarose gel (4%) electrophoresis of single-strand (ss) sense (S) and antisense (AS) oligos and annealed double-stranded (ds) DNA probes (#1 to #4) used for EMSA. **h** EMSA assay using indicated probes and nuclear extract from VCaP cells or LNCaP cells. **i** Alignment of MP53BS DNA sequences in human *CTNNB1* gene promoter with WT p53 binding consensus motif, the homologous sequence of MP53BS in the mouse *Cttnb1* promoter, and the MP53BS-like sequences in targets including *KMT2A*, *MCL1* and *KAT6A*. **j** ChIP-qPCR analysis of the occupancy of mutant p53 and WT p53 at the *CTNNB1* promoter in DU145 and LNCaP cell lines, respectively. **k** ChIP-qPCR analysis of the occupancy of mutant p53 at the *Cttnb1* promoter in *Trp53<sup>pcR172H/-</sup>* mouse. **l** ChIP-qPCR analysis of the occupancy of p53 mutant at the *CTNNB1* gene promoter in VCaP cells with the indicated shRNAs. **m,n** Western blot (**m**) and RT-qPCR (**n**) analyses of the indicated proteins and mRNAs in DU145 cells with indicated sgRNAs. Data in **j**, **k**, **l** and **n** were shown as mean ± s.d. from three

independent experiments. The western blot assays in **c**, **e** and **m** were repeated two independent times with similar results. The PLA assay in **d** was repeated two independent times with similar results. The gel electrophoresis in **g** was repeated two independent times with similar results. The EMSA assay in **h** was repeated two independent times with similar results. Two-tailed Student's t test was performed in **j**, **k**, **l** and **n**.

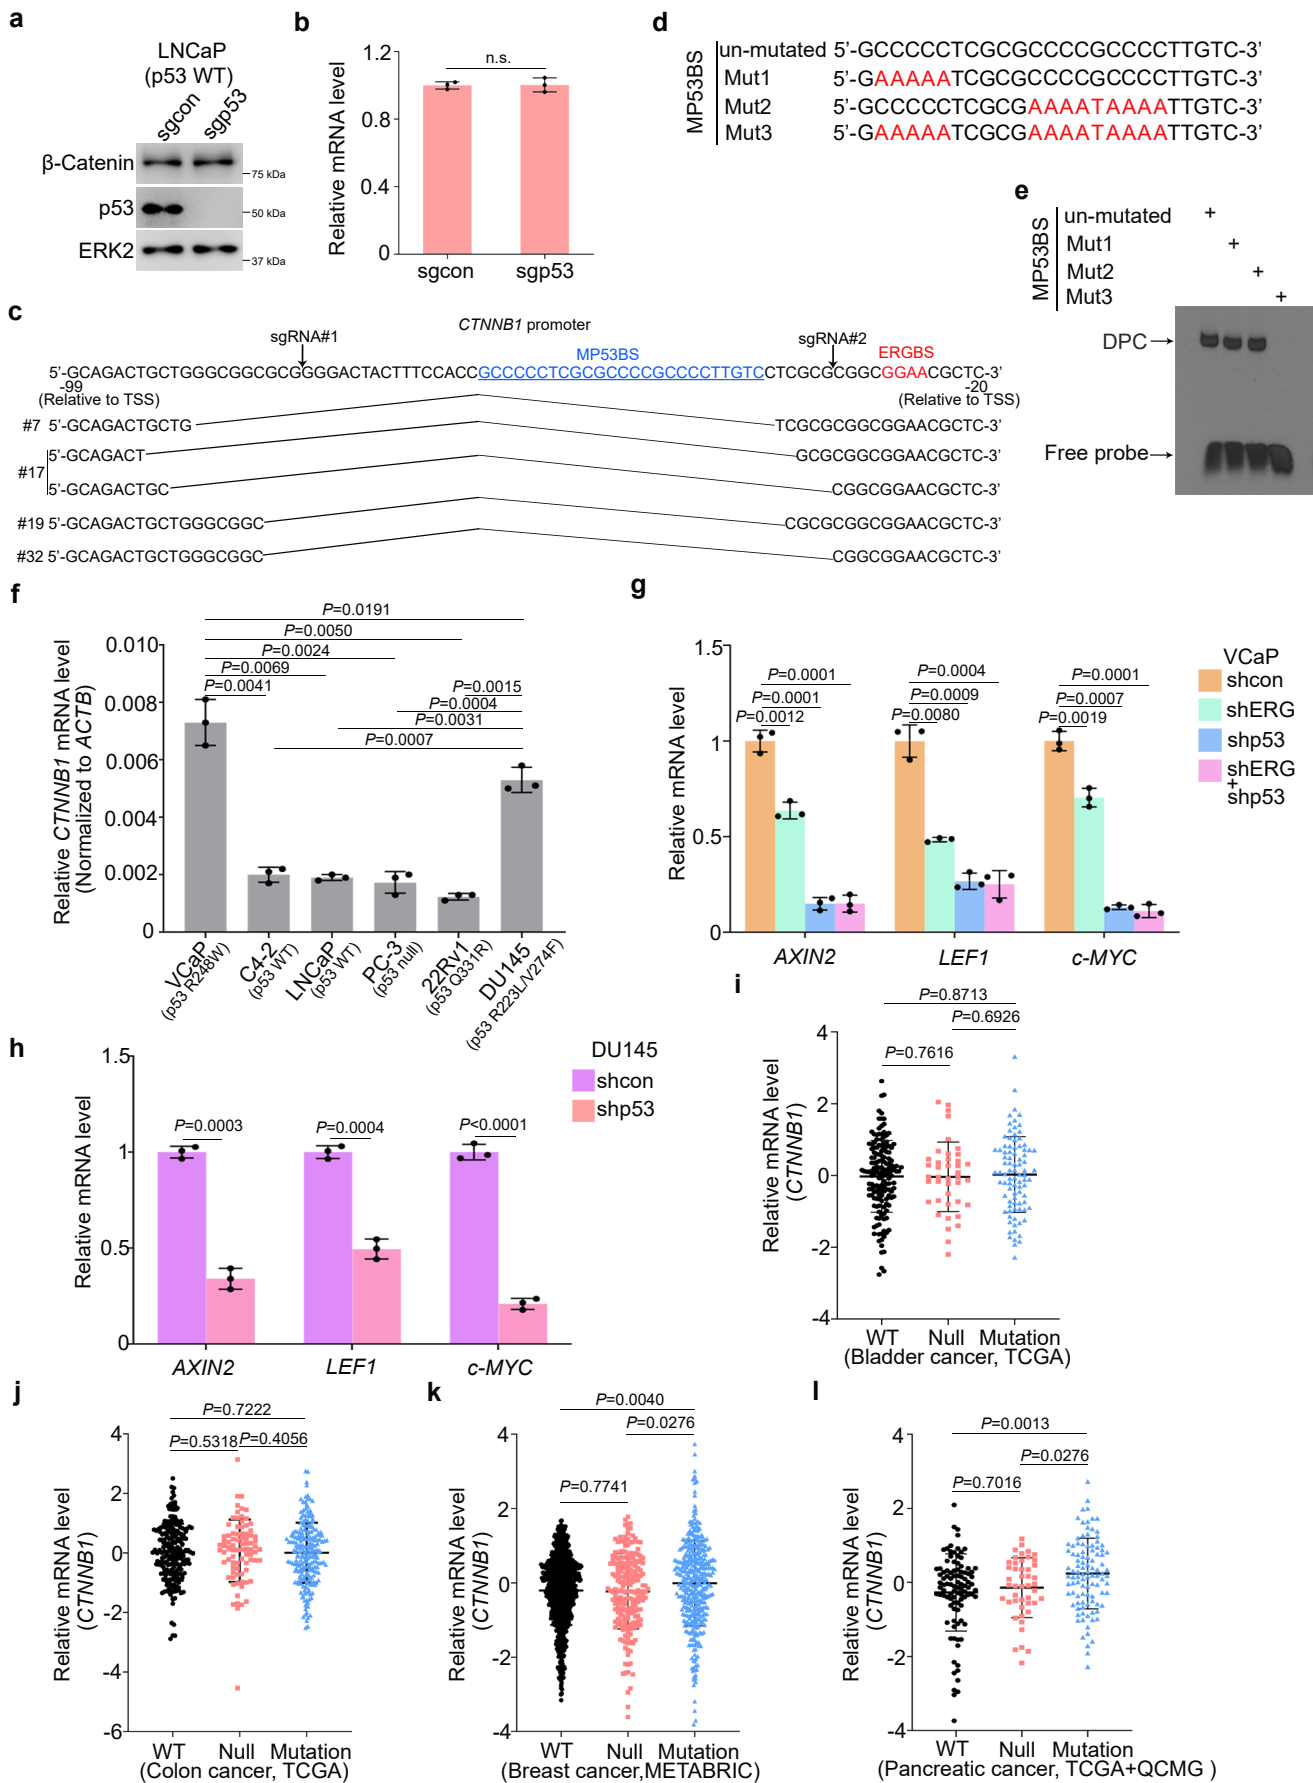

**Supplementary Fig. 6. Regulation of *CTNNB1* mRNA expression by GOF mutant p53 in human PCa cell lines and relative level of indicated mRNA in cell lines or patient.**

**a,b** Western blot (**a**) and RT-qPCR (**b**) analyses of the indicated proteins and mRNAs in LNCaP cells transfected with indicated sgRNAs. n.s. not significant. **c** Top, Scheme showing the locations of MP53BS, ERGBS and two targeting sgRNAs (#1 and #2) in the *CTNNB1* gene promoter. Bottom, DNA sequence data from different clones (#7, #17, #19 and #32) with deletion (KO) of MP53BS in DU145 cells by CRISPR/Cas9. Sequence data suggest that clone #17 is a mixture of at least two different cell population with different sequences deleted. **d,e** MP53BS probes carrying different mutations (**d**) and nuclear extract from VCaP cells were used for EMSA assay (**e**). DPC, DNA-protein complex. **f** RT-qPCR analysis of *CTNNB1* mRNA in prostate cancer cell lines. **g** RT-qPCR analysis of the indicated mRNAs in VCaP cells expressing the indicated shRNAs. **h** RT-qPCR analysis of the indicated mRNAs in DU145 cells expressing the indicated shRNAs. **i-l** Meta-analysis of RNA-seq data showing the *CTNNB1* mRNA expression levels in the indicated genotypic subgroups of patient samples from different cancer cohort including bladder cancer (**i**), colon cancer (**j**), breast cancer (**k**), and pancreatic cancer (**l**). Data in **b**, **f**, **g** and **h** were shown as mean  $\pm$  s.d. from three independent experiments. Data in **i** was shown as mean  $\pm$  s.d. from WT (n=153), Null (n=41) and Mutation (n=89). Data in **j** was shown as mean  $\pm$  s.d. from WT (n=211), Null (n=83) and Mutation (n=219). Data in **k** was shown as mean  $\pm$  s.d. from WT (n=297), Null (n=52) and Mutation (n=108). Data in **l** was shown as mean  $\pm$  s.d. from WT (n=99), Null (n=46) and Mutation (n=102). The western blot assay in **a** was repeated two independent times with similar results. The EMSA assay in **e** was repeated two

independent times with similar results. Two-tailed Student's t test was performed in **b, f, g** and **h**.

Mann-Whitey U test was used for **i-l**.

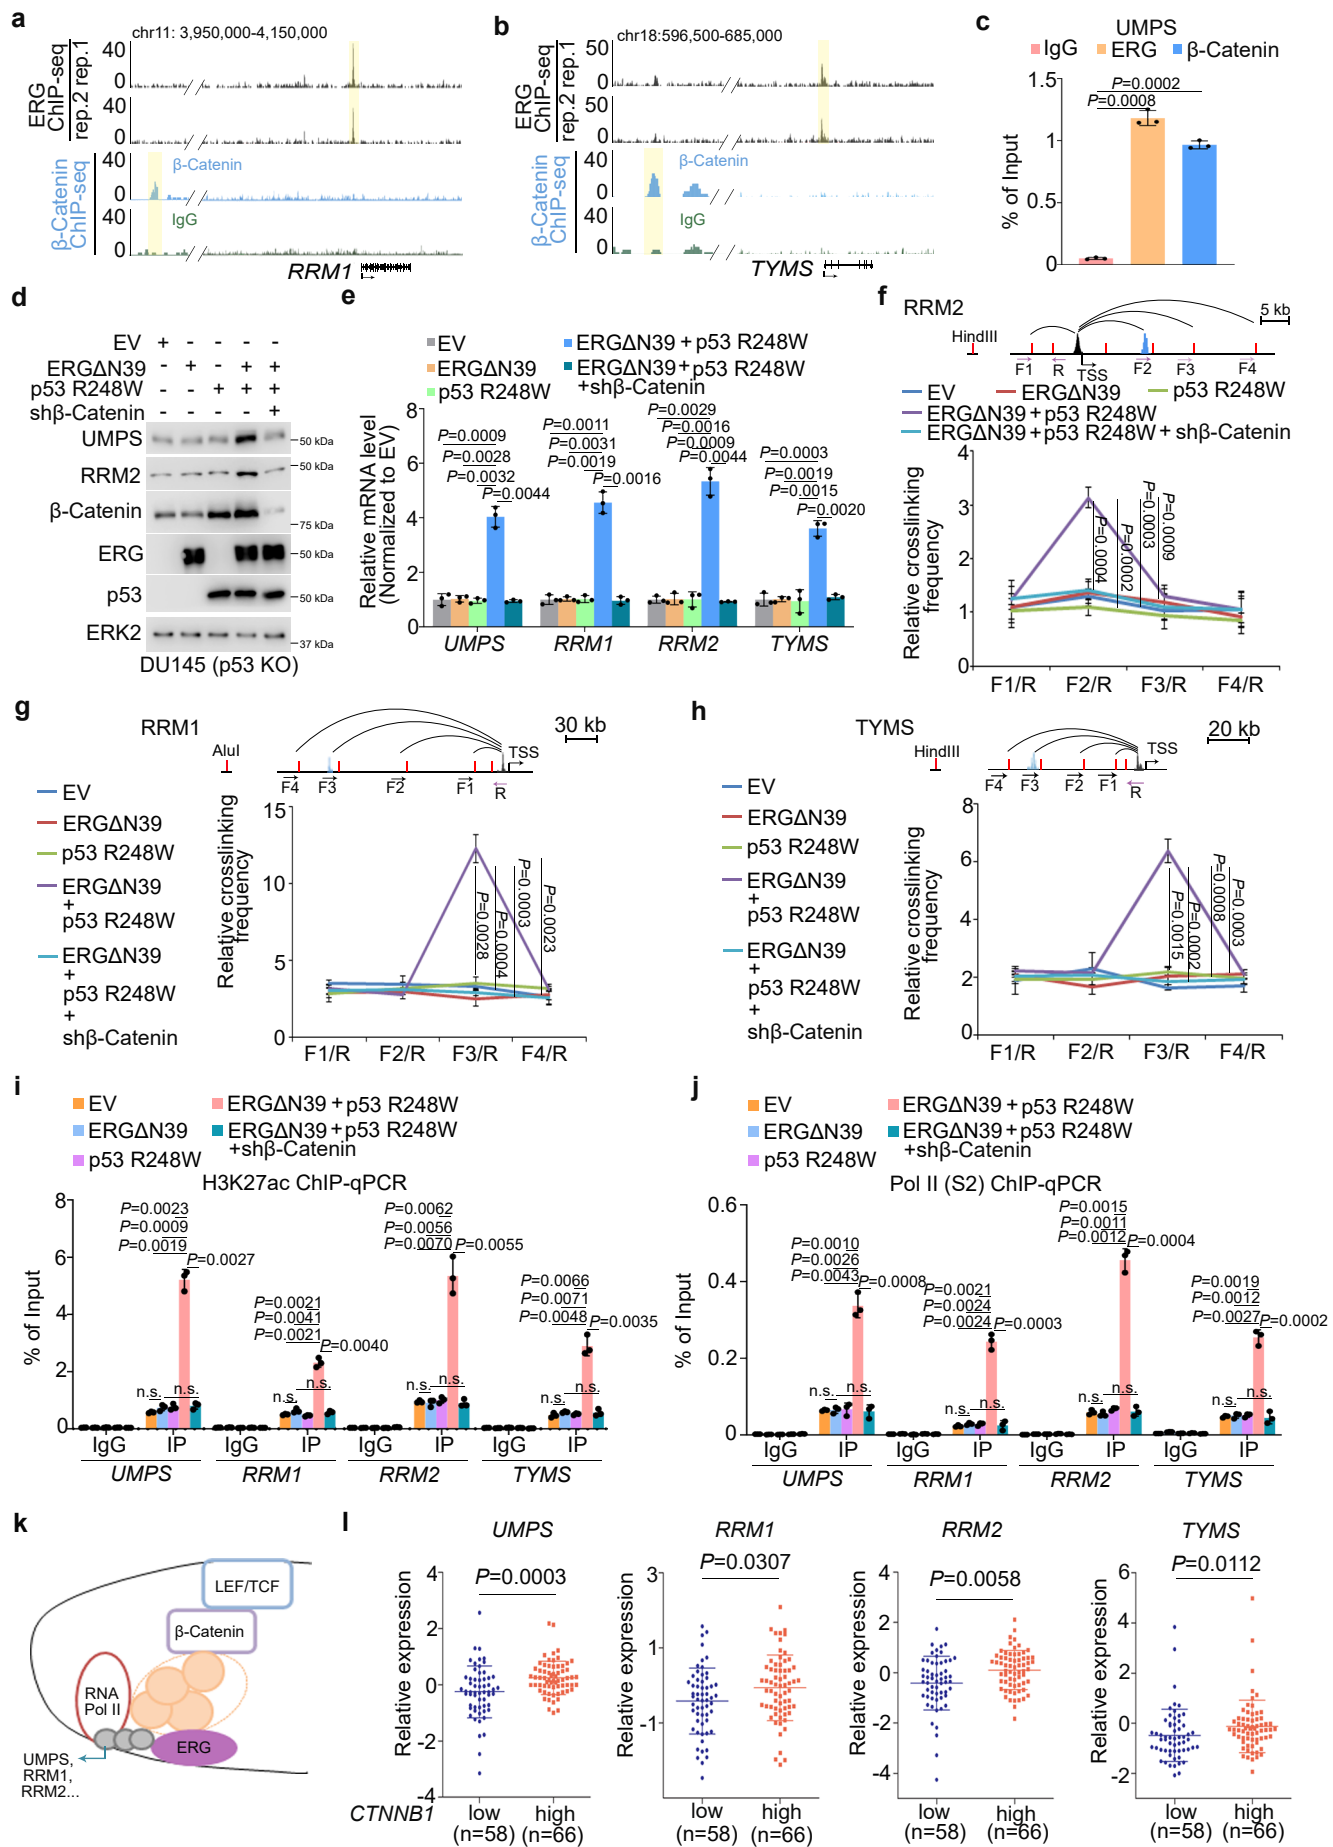

**Supplementary Fig. 7. ERG and GOF mutant p53 cooperate to regulate  $\beta$ -catenin and PSG expression.**

**a,b** UCSC Genome Browser screenshots showing the occupancy of ERG and  $\beta$ -catenin proteins at *RRM1* (**a**) and *TYMS* (**b**) gene loci as revealed by ChIP-seq data. **c** ChIP-qPCR analysis of ERG and  $\beta$ -Catenin co-occupancy at the *UMPS* gene promoter. **d,e** Western blot (**d**) and RT-qPCR (**e**) analysis of the indicated proteins and mRNAs in p53-KO DU145 cells expressing the indicated plasmids and/or shRNAs. **f-h** Chromosome Conformation Capture (3C) assay for analysis of chromatin interaction between the ERG- and  $\beta$ -catenin-occupied sites in the *RRM2* (**f**), *RRM1* (**g**) and *TYMS* (**h**) loci in p53-KO DU145 cells expressing the indicated plasmids and/or shRNAs. **i,j** ChIP-qPCR analysis of the levels of H3K27ac (**i**) and Pol II-S2-p (**j**) at the indicated PSG loci in p53-KO DU145 cells transfected with the indicated plasmids and/or infected lentivirus expressing the indicated shRNAs. n.s., not significant. **k** A hypothetical model depicting the probable spacial interaction of chromatin between ERG- and  $\beta$ -Catenin binding regions at the PSG loci. **l** Meta-analysis of RNA-seq data showing mRNA levels of *UMPS*, *RRM1*, *RRM2* and *TYMS* in the indicated genotypic subgroups of patient samples from the SU2C cohort. Data in **c**, **e**, **f**, **g**, **h**, **i** and **j** were shown as mean  $\pm$  s.d. from three independent experiments. The western blot assay in **d** was repeated two independent times with similar results. Data in **l** was shown as mean  $\pm$  s.d. from indicated samples. Two-tailed Student's t test was performed in **c**, **e**, **f**, **g**, **h**, **i** and **j**. Mann-Whitey U test was used for **l**.

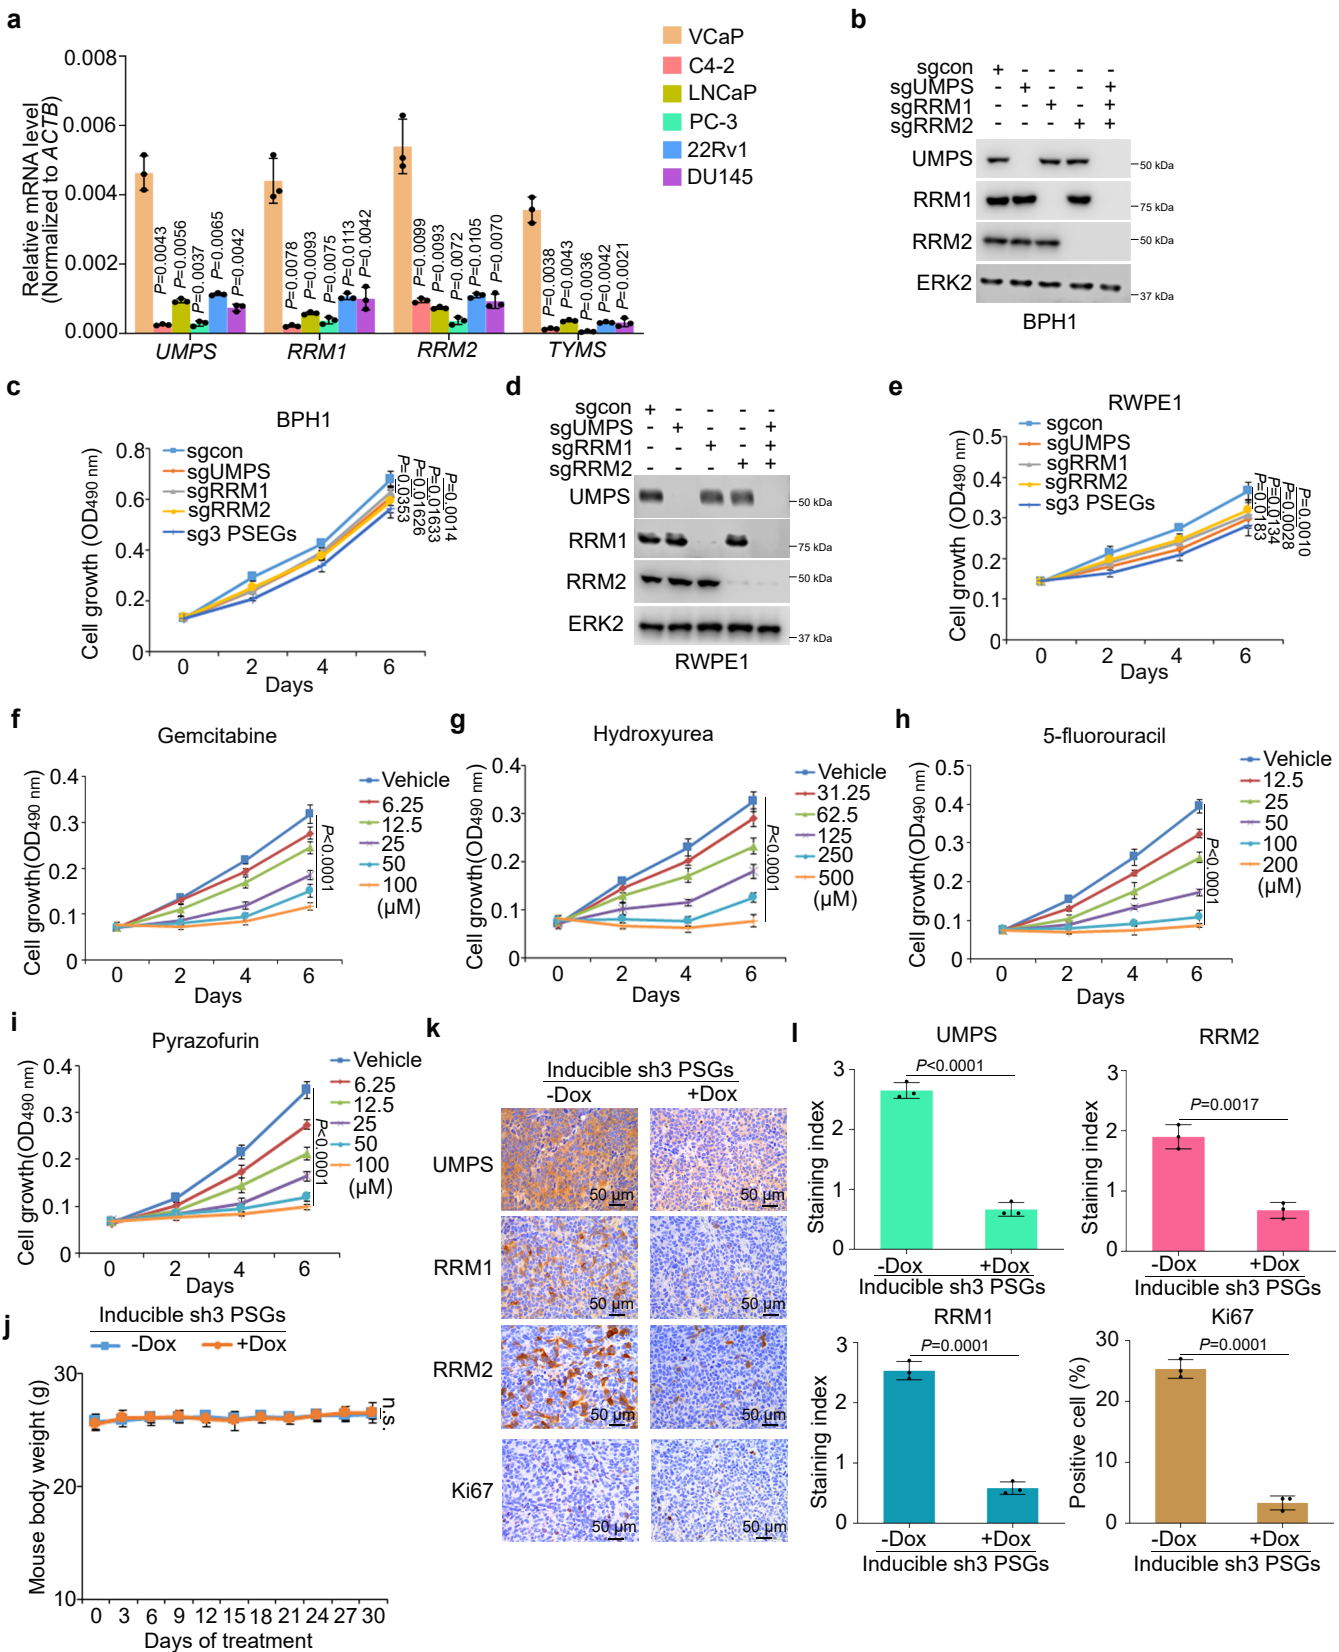

**Supplementary Fig. 8. Regulation of PSGs by ERG and p53 mutant, the inhibition of VCP by different inhibitors and the effect of PSGs on PCa cell growth.**

**a** RT-qPCR analysis of the indicated PSG mRNAs in PCa cell lines. **b** Western blot analysis of the indicated proteins in BPH1 cells expressing the indicated sgRNAs. **c** MTS assay in BPH1 cells transduced with the indicated sgRNA as (**b**). **d** Western blot analysis of the indicated proteins in RWPE1 cells expressing the indicated sgRNAs. **e** MTS assay in RWPE1 cells transduced with the indicated sgRNA as (**d**). **f-i** MTS assay in VCaP cells treated with vehicle or different doses of gemcitabine (**f**), hydroxyurea (**g**), 5-fluorouracil (**h**) and pyrazofurin (**i**), respectively. **j** Body weight of mice treated with vehicle or Dox to induce the depletion of UMPS, RRM1 and RRM2 PSG enzymes. Data shown as mean  $\pm$  s.d. (n=6 mice/group). n.s., not significant. **k** Representative images of IHC of the indicated proteins in tumors from mice treated with or without Dox. **l** Quantification of IHC staining of the indicated proteins. See details about the staining scoring and index in Methods. Data in **a** was shown as mean  $\pm$  s.d. from three independent experiments. The western blot assays in **b** and **d** were repeated two independent times with similar results. Data in **c**, **e**, **f**, **g**, **h** and **i** were shown as mean  $\pm$  s.d. from five replicates. Data **j** was shown as mean  $\pm$  s.d. from six xenografts. Data in **l** was shown as mean  $\pm$  s.d. from three independent samples. For each sample, five independent fields were enrolled for the calculation. Two-tailed Student's t test was performed in **a** and **l**. Two-way ANOVA was performed in **c**, **e**, **f**, **g**, **h**, **i** and **j**.

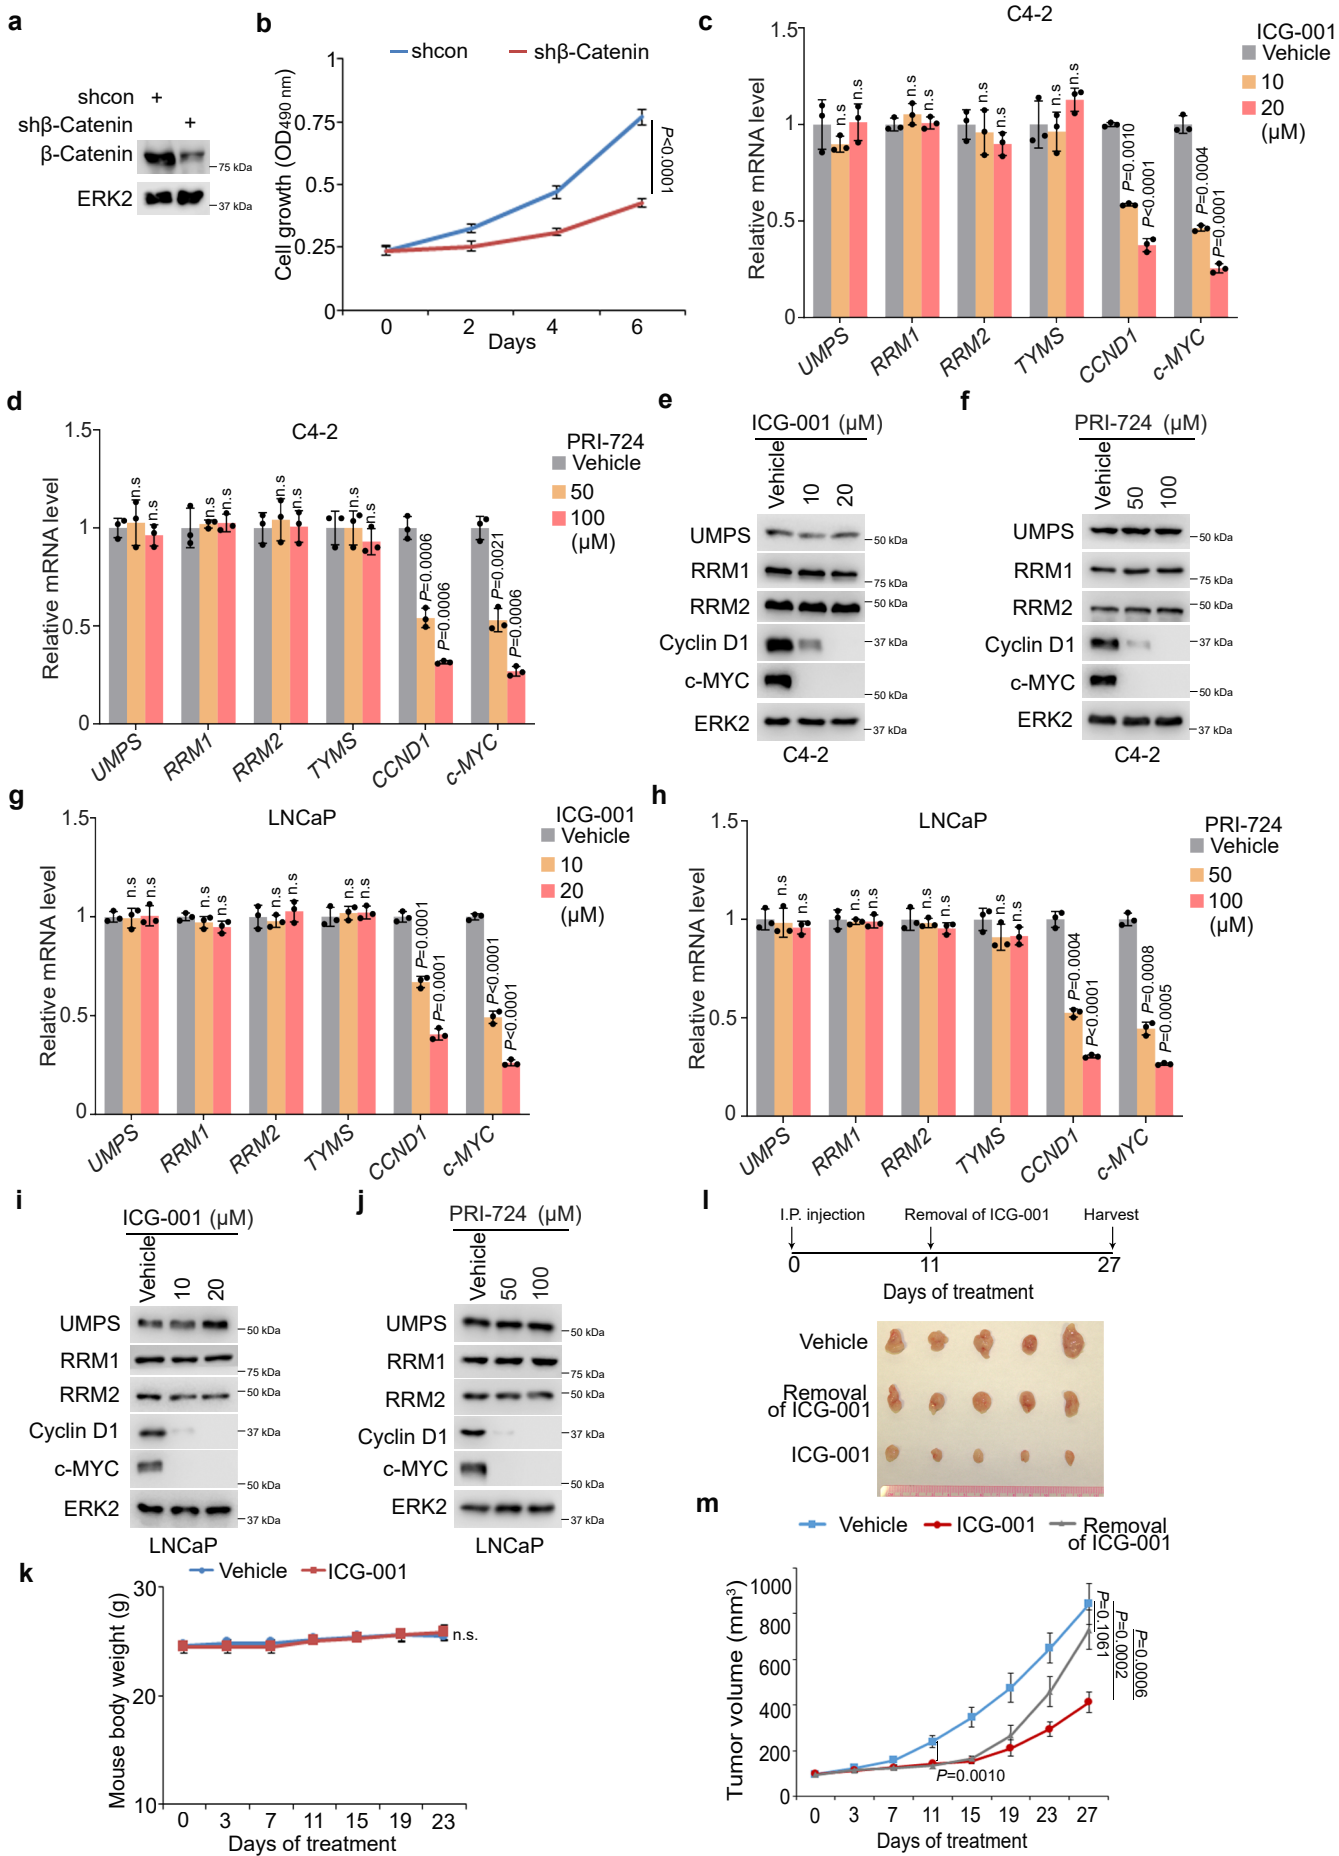

**Supplementary Fig. 9. Effects of  $\beta$ -Catenin inhibition on growth of PCa cells.**

**a,b** Western blot analysis of the indicated proteins (**a**) and MTS assay (**b**) in VCaP cells infected lentivirus expressing control (shcon) or  $\beta$ -Catenin-specific shRNAs. ERK2 was used as a loading control. **c,d** RT-qPCR analysis of expression of the indicated mRNAs in C4-2 cells treated with vehicle or different doses of ICG-001 (**c**) or PRI-724 (**d**). **e,f** Western blot analysis of the indicated proteins in C4-2 cells treated with vehicle or different doses of ICG-001 (**e**) or PRI-724 (**f**). **g,h** RT-qPCR analysis of expression of the indicated mRNAs in LNCaP cells treated with vehicle or different doses of ICG-001 (**g**) or PRI-724 (**h**). **i,j** Western blot analysis of the indicated proteins in LNCaP cells treated with vehicle or different doses of ICG-001 (**i**) or PRI-724 (**j**). **k** Body weight of mice during the treatment of vehicle or ICG-001. n.s., not significant. **l,m** Representative images of VCaP xenograft tumors at 27 days (**l**) or growth curves (**m**) of tumors after treatment with vehicle, ICG-001 or removal of the treatment at the indicated time points. n.s., not significant. The western blot assays in **a**, **e**, **f**, **i** and **j** were repeated two independent times with similar results. Data in **b** was shown as mean  $\pm$  s.d. from five replicates. Data in **c**, **d**, **g** and **h** were shown as mean  $\pm$  s.d. from three independent experiments. Data in **k** and **m** were shown as mean  $\pm$  s.d. from five xenografts. Two-way ANOVA was performed in **b**, **k** and **m**. Two-tailed Student's t test was performed in **c**, **d**, **g** and **h**.

**a**

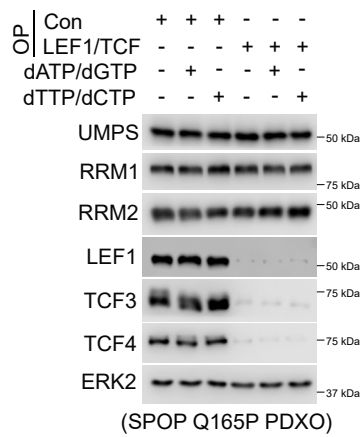

**b**

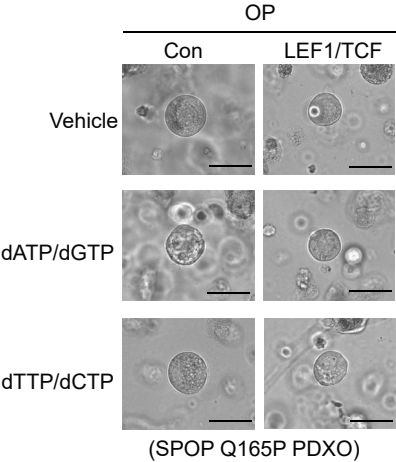

**c**

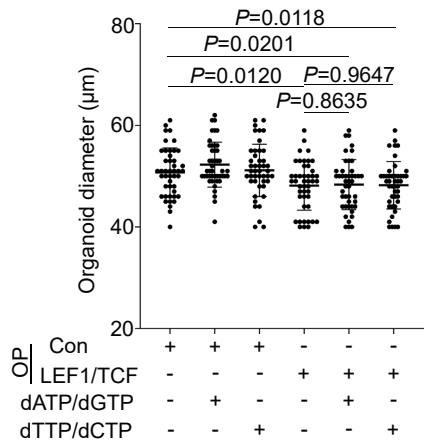

**d**

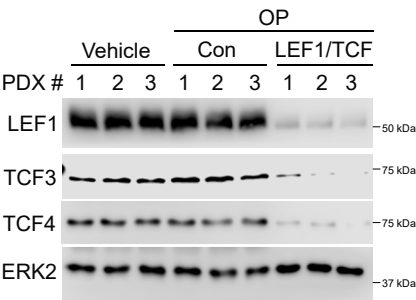

**Supplementary Fig. 10. The effects of LEF1/TCF O'PROTAC on growth of SPOP Q165P and LuCaP23.1 PDXOs.**

**a-c** Western blot analysis of the indicated proteins in lysate of SPOP Q165P PDXOs treated with the indicated OP and/or deoxynucleotides for 48 h (**a**) or for 3 days followed by photographing (**b**) and quantification of the diameters of organoids (**c**). Scale bar represented 100  $\mu$ m. **d**

Western blot analysis of the indicated proteins in PDX tumors obtained from mice with the indicated treatments (n=3 tumors/group). ERK2 was used as a loading control. The western blot assays in **a** and **d** were repeated two independent times with similar results. Data in **c** was shown as mean  $\pm$  s.d. from a total of 45 organoids randomly obtained from three independent experiments. Two-tailed Students' t test was performed in **c**.

# Supplementary material for: Gain-of-function mutant p53 together with ERG proto-oncogene drive prostate cancer by beta-catenin activation and pyrimidine synthesis
**Source:** Nat Commun. 2023 Aug 3;14:4671. doi: 10.1038/s41467-023-40352-4
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

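The gene list in Supplementary Data 1 was matched to the genes of the libraries analysed here. Of its entries, 899 matched a gene symbol, 1 matched by coordinates and 1 was not matched, and 777 of the matched genes passed the filter on low values. In the mice labelled *Pb-T2-ERG;Trp53* pc-/- (double mutant), 771 of these 777 genes had a higher mean than in WT mice, with a median log2 fold change of 1.17, or 0.82 relative to the median of all tested genes (adjusted p = 2.5e-17 from limma's camera test with Benjamini-Hochberg adjustment over 18 lists, two-sided). Camera takes genes, not mice, as its units, so this p does not measure the differences between mice. The median was 0.54 in *Pb-T2-ERG* mice and 0.012 in *Trp53* pc-/- mice. With limma and Benjamini-Hochberg adjustment over all tested genes, 451 of the 777 genes had an adjusted p under 0.05 and a higher mean in the double mutant group, and 4 had an adjusted p under 0.001. Adjusted over the list alone, these counts were 627 and 5.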

Description: The list of 901 genes uniquely upregulated in tumors from Pb-T2- ERG;Trp53 pcR172H/- mice compared to those upregulated in Pb-T2-ERG;Trp53 pc-/- counterparts.

### **Supplementary Data 2**

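Supplementary Data 2 holds 531 entries, of which 528 matched a gene symbol of the libraries analysed here. The other 3 entries are written as dates and were left out. Of the 528 genes, 501 passed the filter on low values here. This count comes from the filter and is not the 501 genes of the paper's description. All 528 matched genes are also in Supplementary Data 1, so that the list is the part of those genes with ERG binding in the ChIP-seq data from murine prostate tumors.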

Description: The list of 501 ERG target genes highly upregulated in prostate tumors from Pb-T2-ERG;Trp53 pcR172H/-mice.

### **Supplementary Data 3**

Description: p53 mutant R248W-bound target genes identified by ChIP-seq in VCaP PCa cell line.

### **Supplementary Data 4**

Description: MP53BS sequences found in mutant p53 R248W bound gene loci that are similar to the MP53BS (25 bp) in the CNTTB1 promoter (at least 15 out of 25 bps are matched).

### **Supplementary Data 5**

Description: Oligonucleotide sequences of primers, shRNAs, sgRNAs and EMSA probes.

How the deposited data were processed for this re-analysis (not part of the article)

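The data are RNA-seq libraries of prostate tissue from 12 mice, 15 months old, with 3 mice in each of the WT, *Pb-T2-ERG*, *Trp53* pc-/- and *Pb-T2-ERG;Trp53* pc-/- groups. Libraries of the R172H genotypes were not analysed here. According to the methods, the authors prepared libraries with the TruSeq RNA Sample Prep Kit v2, sequenced them on an Illumina HiSeq, aligned the paired-end reads to GRCm38/mm10 with STAR v2.7.7a, counted and normalized genes with RSeQC v2.3.6 and tested them with DESeq2 1.30.1 at a false discovery rate of 0.001. The FPKM values deposited by the authors, 1 per gene and library, are fragments divided by exon length and by the library's total. They are already normalized for both.

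Multiplying FPKM by exon length and by 1 total per library gave whole fragments for all values, so the totals and the fragments of each gene are known. The totals ranged from 19747635 to 32565774 (median 23786832), of which 91.1% to 97.0% fell on the listed genes. A library of this size shows a gene from 3 fragments. Counting error alone gave a root mean square log2 difference of 0.109 to 0.127 between libraries of a group, against the observed 0.366 to 1.01, so the differences between mice, not the depth, set the precision. Of 41042 genes, 27082 had a fragment in some library and 14081 had at least 10 in every library. Gene symbols are those of the deposited tables. Of these, 36918 are current symbols, 1048 older ones and 3076 were not matched to a list of gene names.

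The tests had been planned for counts, before the data were examined, with a fallback for FPKM: limma with a mean-variance trend on log2(FPKM + 1), FPKM as deposited, group means for all 12 libraries and 8 residual degrees of freedom. The fallback was used, because the values are FPKM. A gene was tested when at least 3 libraries had at least 0.42 CPM (10 fragments in a library of median size) and its total was at least 15, which left 17623 genes. P values were adjusted with the Benjamini-Hochberg method and the threshold was 0.001, the paper's. The comparisons were *Pb-T2-ERG*, *Trp53* pc-/- and *Pb-T2-ERG;Trp53* pc-/- with WT, *Pb-T2-ERG;Trp53* pc-/- with *Pb-T2-ERG*, and the non-additive effect, which is the change of *Pb-T2-ERG;Trp53* pc-/- from WT minus the sum of the changes of *Pb-T2-ERG* and *Trp53* pc-/-. Gene lists (Supplementary Data 1 and 2 and 16 marker lists written before the data were examined) were tested with limma's camera at an inter-gene correlation of 0.01 and a threshold of 0.05, and set beside 10000 random lists matched on mean expression. Single genes and list means of single mice were compared with two-sided exact permutation tests, whose smallest p for 3 mice against 3 is 0.1. Replicate numbers are those of the sample labels. The mice with the same number in different groups are different animals.

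Alternatives set before the data were examined were median-of-ratios scaling, scaling without the genes above 1% of the fragments, no filter, at least 10 fragments in every library, only the groups compared, a pseudocount of 0.1, the replicate number as a block, each mouse left out in turn, an adjusted p under 0.05, a log2 fold change of at least 1, and the mean in place of the median for lists. Trimmed mean of M-values scaling of all genes (30% of M and 5% of A trimmed) and limma voom on the recovered fragments were chosen after seeing the data. The scaling without the genes above 1% of the fragments used the same trimmed mean on the other genes. Voom used library totals multiplied by the median-of-ratios factors. DESeq2 was not run here on these FPKM values.

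The genes named are those the paper names for these mice, the 5 largest rises and falls of *Pb-T2-ERG;Trp53* pc-/- from WT and the 3 largest of *Pb-T2-ERG* and of *Trp53* pc-/- from WT among genes past the threshold without overlap between groups and with a mean of at least 1 CPM, the 3 with the smallest p for the non-additive effect under the same conditions, counterparts of genes the paper measures elsewhere, and genes of the marker lists. No fall met these conditions. The rule was fixed before the data were examined. The limma test was tested on simulated data, in which 200 of 17623 genes were changed by 2 on the log2 scale before the pseudocount. With the observed spread, 29.0% of them were called at an adjusted p under 0.001 with 0 false calls and 57.5% at 0.05 with 7 false calls (Benjamini-Hochberg adjustment in limma). With a smaller simulated spread the shares were 67.0% and 81.5%. The simulated genes varied independently, with as many raised as lowered. Shifts shared by the genes of a library were left out, so these counts of false calls need not hold for the real libraries. The work used R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.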

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

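The tests of the lists under other scaling, of the marker lists and the Supplementary Data 2 list in general, and of the paralog of *Reg3b* and its share of fragments were chosen only after the result was seen.

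The *Pb-T2-ERG;Trp53* pc-/- group changed from WT by more than the sum of the changes of the *Pb-T2-ERG* and *Trp53* pc-/- groups in 6 of the 18 gene lists tested, at an adjusted p under 0.05 (limma's camera with Benjamini-Hochberg adjustment over the 18 lists). For the 777 tested genes of Supplementary Data 1 the median non-additive effect was 0.52 on the log2 scale (camera with Benjamini-Hochberg adjustment, adjusted p = 4.7e-12), positive in 690 of the genes. For the 501 tested genes of Supplementary Data 2, which are part of Supplementary Data 1, it was 0.52 (adjusted p = 4.7e-12 from the same camera test with Benjamini-Hochberg adjustment), positive in 461. With median-of-ratios scaling, which removes the shift of the median of all genes by 0.084, the median was 0.41 for Supplementary Data 1, and for Supplementary Data 2 the camera p was 7.4e-16. None (0) of 10000 random lists matched on expression, gene length and GC content had a median as high as Supplementary Data 1, for which 96.4% of the genes had a GC content. These results speak against the genes that take most of the fragments, and against length or GC content, as the whole explanation. Without *Pb-T2-ERG;Trp53* pc-/- replicate 3, however, the median of Supplementary Data 1 dropped to 0.17 and stayed above 0. Over all fits that left out one mouse, the highest camera p for Supplementary Data 2 was 0.0019. Camera takes genes, not mice, as its units. When the *Trp53* label was exchanged within pairs of same-numbered mice, 15 of the 32 exchanges gave a value of Supplementary Data 1 as far from 0 (7 of the 8 that left the transgene mice as they are among them), and 15 of 32 did so for Supplementary Data 2. In both lists 7 of the 8 exchanges that left the transgene mice as they are gave such a value. These alone keep the share high, so the exchanges cannot decide there. Whether a non-additive effect of the combined genotype or differences between the mice lie behind these lists stays open.

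Of the marker lists, the 5 fibroblast genes had a median non-additive effect of 1.36 (adjusted p = 0.049 from camera with Benjamini-Hochberg adjustment), the 4 macrophage genes 1.05 (adjusted p = 0.038), the 3 endothelium genes 0.89 (adjusted p = 0.028) and the 9 proliferation genes 0.81 (adjusted p = 0.028). With median-of-ratios scaling the camera p was 0.0069 for fibroblasts, 0.0063 for macrophages, 0.0051 for endothelium and 0.0029 for proliferation, so that scaling did not remove these differences. With one mouse left out in turn, the highest camera p was 0.11 for fibroblasts, 0.056 for macrophages, 0.024 for endothelium and 0.23 for proliferation, so the fibroblast, macrophage and proliferation lists did not stay under 0.05 in every such fit. Without *Pb-T2-ERG;Trp53* pc-/- replicate 3 the proliferation median was 0.23. Exchanging the *Trp53* label within same-numbered mice gave a value as far from 0 in 8 of 32 exchanges for fibroblasts, 9 of 32 for macrophages, 6 of 32 for endothelium and 16 of 32 for proliferation. Among these were the 8 exchanges that left the transgene mice as they are, of which 1, 4, 2 and 8 did so in the same order. For proliferation these 8 alone keep the share high, so the exchanges cannot decide there. More cells of these types in the *Pb-T2-ERG;Trp53* pc-/- tissue may be a source of such differences, but with these shares the pattern cannot be told apart from differences between the mice. Gene length and GC content were not tested for these 4 lists.

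*Qsox1* and *Reg3b*, which the paper does not discuss, were the only genes past the adjusted p of 0.001 in *Pb-T2-ERG* compared with WT. *Qsox1* rose by 4.39 on the log2 scale in the *Pb-T2-ERG* group (SE 0.21, adjusted p = 1.0e-05 from limma with Benjamini-Hochberg adjustment), with every *Pb-T2-ERG* mouse above every WT mouse, while the *Trp53* pc-/- mice had 13.7, 18.7 and 21.4 FPKM. *Reg3b* was at least 8449-fold higher in the *Pb-T2-ERG* group, with at most 2 fragments in any WT library. Under median-of-ratios scaling the smallest of the 4 log2 fold changes of these genes (each in the *Pb-T2-ERG* and the *Pb-T2-ERG;Trp53* pc-/- group) was 3.22, so the scaling does not explain them. *Reg3g*, a paralog of *Reg3b*, also rose by 8.68 in the *Pb-T2-ERG* group, so fragments of *Reg3b* and *Reg3g* may have been counted on either gene. However, *Reg3b* took from 17.1% to 58.9% of the fragments of both genes in the 6 libraries with the transgene. The highest share was 3.45 times the lowest. The lowest was that of *Pb-T2-ERG;Trp53* pc-/- replicate 3, and the other libraries with the transgene had from 46.9% to 58.9%. Only that library speaks against a fixed part of the *Reg3g* fragments as the source of the *Reg3b* values, so the test does not decide this. How many fragments were shared is not known. The paralog test does not concern *Qsox1*. A hypothesis for *Qsox1* is that it rises with the ERG transgene, since both groups that carry the transgene and neither group without it had the high values.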

How the results depend on the processing

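All alternatives were set before the data were examined, except trimmed mean of M-values (TMM) scaling and limma voom, which were chosen after seeing the data. The planned count tests of DESeq2 and edgeR were not run, and limma voom on the recovered fragments was the only test of counts. The median-of-ratios and TMM factors of these tools were run as scalings of FPKM in limma. Limma on log2(FPKM + 1) had been an alternative and became the main test. With only the groups compared, the non-additive effect has no fit, since it needs all 4 groups. The cause of a change was not tested unless stated.

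The number of upregulated genes in *Pb-T2-ERG;Trp53* pc-/- compared with WT, 36, became 19 with median-of-ratios scaling, 16 with scaling without the genes above 1% of the fragments, 19 with TMM scaling, 3 with no filter, 0 with only the groups compared and 0 with voom. It was from 0 to 18 across the 6 fits that each left out one replicate of these groups. In the 6 fits without a mouse of the other 2 groups, which limma uses for the spread, it was from 1 to 203, the highest without *Pb-T2-ERG* replicate 1. The 19 genes under median-of-ratios scaling were all among the 36. The 34 genes called only in *Pb-T2-ERG;Trp53* pc-/- became 17 with median-of-ratios scaling, 14 with scaling without the genes above 1%, 17 with TMM, 2 with no filter, 0 with only the groups compared, 0 with voom and from 0 to 162 across 12 fits that each left out one replicate. The 2 genes upregulated in *Pb-T2-ERG* became 1 with no filter, 1 with at least 10 fragments in every library, 7 with a pseudocount of 0.1, 1 with voom, from 1 to 63 without one replicate of these groups and from 1 to 20 without a mouse of the other 2. The 2 genes upregulated in both groups became 1 with no filter, 1 with at least 10 fragments in every library, 0 with only the groups compared, 6 with a pseudocount of 0.1, 0 with voom and from 0 to 41 without one replicate.

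At an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, 3880 genes were upregulated and 247 downregulated in *Pb-T2-ERG;Trp53* pc-/- compared with WT, 353 and 31 in *Pb-T2-ERG* compared with WT, and 3 and 0 in *Pb-T2-ERG;Trp53* pc-/- compared with *Pb-T2-ERG*, and 3560 genes were called only in *Pb-T2-ERG;Trp53* pc-/- and 320 in both. These upregulated counts changed much when one mouse of any group was left out. They ran from 1115 (without WT replicate 3) to 4793 (without *Pb-T2-ERG* replicate 1) in *Pb-T2-ERG;Trp53* pc-/- compared with WT. In *Pb-T2-ERG* compared with WT they ran from 57 (without WT replicate 2) to 3118 (without *Pb-T2-ERG* replicate 1). Between the 2 transgene groups the highest was 133, without *Pb-T2-ERG;Trp53* pc-/- replicate 2. The shares of upregulated calls were 94.0% in *Pb-T2-ERG;Trp53* pc-/- and 91.9% in *Pb-T2-ERG*, and with median-of-ratios scaling 57.0% and 71.8%. The 0 downregulated genes in *Pb-T2-ERG;Trp53* pc-/- became 0 to 1 without one replicate. Between *Pb-T2-ERG;Trp53* pc-/- and *Pb-T2-ERG*, 0 genes were called at 0.001 (1843 higher and 433 lower at an unadjusted p under 0.05), against 1 upregulated gene with no filter and from 0 to 5 downregulated genes without one replicate. The 0 genes with a non-additive effect (1133 at an unadjusted p under 0.05) became 0 to 3 without one replicate. In *Trp53* pc-/- compared with WT the count stayed at 0 in each direction in all 17 alternatives (579 higher and 329 lower at an unadjusted p under 0.05).

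With the replicate number as a block (replicate block), 1 gene was upregulated in *Pb-T2-ERG;Trp53* pc-/-, 1 in *Pb-T2-ERG*, 0 only in *Pb-T2-ERG;Trp53* pc-/- and 1 in both. Deviations from the group mean had a mean correlation of 0.062 between same-numbered libraries of different groups (18 pairs) and -0.034 between others (36 pairs). For *Trp53* pc-/- with WT it was 0.212, and the block left both counts there at 0.

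In *Pb-T2-ERG;Trp53* pc-/- compared with WT, *Umps* (1.15), *Rrm1* (1.09), *Rrm2* (1.93), *Tyms* (0.80) and *Ctnnb1* (0.97) were past an adjusted p of 0.05 but not of 0.001, and kept their direction in all 16 alternatives. Over these, the adjusted p from limma with Benjamini-Hochberg adjustment ran from 0.0060 to 0.045 for *Umps*, 0.011 to 0.16 for *Rrm1*, 0.0067 to 0.091 for *Rrm2*, 0.028 to 0.21 for *Tyms* and 0.0083 to 0.13 for *Ctnnb1*. *Ctnnb1* in *Trp53* pc-/- compared with WT ran from -0.20 to 0.019 without one replicate, reversing to 0.019 without *Trp53* pc-/- replicate 2. *Ctnnb1* in *Pb-T2-ERG* compared with WT kept its direction in 16 of 16 alternatives. *Trp53* ran from -0.42 to 0.013 in *Trp53* pc-/- compared with WT, reversing without *Trp53* pc-/- replicate 3, and from -0.40 to 0.052 in *Pb-T2-ERG;Trp53* pc-/- compared with *Pb-T2-ERG*, reversing without *Pb-T2-ERG;Trp53* pc-/- replicate 2. Over the 18 results for single genes named among many, 211 of 265 fits kept direction and threshold, 52 were weaker and 2 reversed.

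The median log2 fold changes of the lists kept their direction and stayed past the camera threshold in 16 of 16 alternatives each, from 0.78 to 1.81 for Supplementary Data 1 in *Pb-T2-ERG;Trp53* pc-/-, from 0.81 to 1.78 for Supplementary Data 2 in *Pb-T2-ERG;Trp53* pc-/- and from 0.36 to 0.93 for Supplementary Data 2 in *Pb-T2-ERG*. Genes with few fragments, such as *Reg3b* in WT, give only a lower bound of the fold at this depth. The depth was otherwise not what limited these results, since the spread between mice was at least 0.366 in root mean square log2 difference and the counting error at most 0.127.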

Differences from the paper's values

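The log2 fold change of *Ctnnb1* in *Pb-T2-ERG* compared with WT was 0.42, while the paper's value, computed from the log10(FPKM) in the source data of Fig. 4b, is 0.01946. The gap exceeds the SD of 0.28 between mice. Of the alternatives set before the data were examined, median-of-ratios scaling (0.096) and scaling without the genes above 1% of the fragments (0.12) brought the value within that SD of the paper's, and the others did not. TMM scaling (0.091) and limma voom (0.098), which were chosen after seeing the values, did so too. All these settings centre the libraries on most genes, so they are not independent of each other. The paper's mean log10(FPKM) of *Ctnnb1* is 3.868 in WT and 3.874 in *Pb-T2-ERG* mice, while it was 2.09 and 2.22 here, and none of the scalings closed the gap, TMM included. The unit of the source data could not be checked, so its values may not be in the FPKM used here.

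In *Pb-T2-ERG;Trp53* pc-/- compared with WT, 36 genes were upregulated at an adjusted p under 0.001 (limma with Benjamini-Hochberg adjustment), while the paper shows about 1000 in Supplementary Fig. 3a, read by eye and summed over its parts. In *Pb-T2-ERG* compared with WT there were 2, against the paper's about 590, and in *Trp53* pc-/- compared with WT 0, against the paper's about 12 (579 genes were higher at an unadjusted p under 0.05). No alternative closed these gaps when 1 choice was changed, and DESeq2, which the paper used, was not among the alternatives. With an adjusted p under 0.05 as well, a second change, the count in *Pb-T2-ERG;Trp53* pc-/- came within 1.5 times the paper's with median-of-ratios scaling (1424), scaling without the genes above 1% of the fragments (1470) and without WT replicate 3 (1115), and with TMM scaling (1427) and limma voom (1135), which were chosen after seeing the values. The count in *Pb-T2-ERG* did so with a pseudocount of 0.1 (614) and with at least 10 fragments in every library (395), while the count in *Trp53* pc-/- did not in any of these fits. Only in *Pb-T2-ERG;Trp53* pc-/- 34 genes were called, against the paper's about 670, and no alternative closed the gap, alone or with an adjusted p under 0.05. In both *Pb-T2-ERG* and *Pb-T2-ERG;Trp53* pc-/- 2 genes were called, against the paper's about 370. An adjusted p under 0.05 in place of 0.001 gave 320 and closed that gap, and no other alternative did alone. With the threshold of 0.05 it was also closed with at least 10 fragments in every library (372), with the replicate number as a block (266) and without *Trp53* pc-/- replicate 3 (308).

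The paper describes the genes of Supplementary Data 1 as upregulated in *Pb-T2-ERG;Trp53* pcR172H/- tumors and not in *Pb-T2-ERG;Trp53* pc-/- mice. Of the 36 genes upregulated in *Pb-T2-ERG;Trp53* pc-/- compared with WT here, 4 are in that list. They are *Rasl10a* with a log2 fold change of 1.91, *Capg* with 2.38, *Zmynd15* with 2.08 and a clone-named gene with 3.06. These 4 genes were chosen after their values were seen. In its RT-qPCR of the same genotypes (Fig. 2h and Fig. 4c), the paper shows *Umps*, *Rrm1*, *Rrm2*, *Tyms* and *Ctnnb1* near the WT level in *Pb-T2-ERG;Trp53* pc-/- tissue. In FPKM the log2 fold changes in *Pb-T2-ERG;Trp53* pc-/- compared with WT were 1.15, 1.09, 1.93, 0.80 and 0.97 in that order, with adjusted p from 0.012 to 0.045 from limma with Benjamini-Hochberg adjustment. The methods normalize RT-qPCR to *ACTB*, while FPKM divide by the library total and had a median change of 0.35 over all tested genes. With median-of-ratios scaling *Umps* was at 0.80, *Tyms* at 0.44 and *Ctnnb1* at 0.47. Only *Umps* of these genes then kept an adjusted p under 0.05 in limma, so part of the gap may lie in the normalization.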

Other observations

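The tests of the share of upregulated calls, of counting error, skeletal muscle RNA and the label of *Pb-T2-ERG;Trp53* pc-/- replicate 3, and of the scaling behind the p53 target list were chosen only after the result was seen, as were the list means of that mouse and of *Pb-T2-ERG* replicate 1.

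Each comparison of 3 mice with 3 was repeated over the splits of the 6 mice that part all same-numbered pairs, of which there are 4 with the real one. The other 6 of the 10 splits part fewer such pairs, and none of them gave as many upregulated genes, or a list median as far from 0, in the comparisons with WT where the real one stood alone among the 4. In *Pb-T2-ERG;Trp53* pc-/- compared with WT, 1 of the 4 splits, the real one, gave at least 36 upregulated genes and all 4 gave at least 0 downregulated genes. In *Pb-T2-ERG* compared with WT, 1 of the 4 splits gave at least 2 upregulated genes and all 4 at least 0 downregulated genes. In *Trp53* pc-/- compared with WT all 4 splits gave at least the 0 upregulated and 0 downregulated genes, and so did all 4 for *Pb-T2-ERG;Trp53* pc-/- compared with *Pb-T2-ERG*, so this test says nothing about those counts of 0. The median of Supplementary Data 1 in *Pb-T2-ERG;Trp53* pc-/- and those of Supplementary Data 2 in *Pb-T2-ERG;Trp53* pc-/- and in *Pb-T2-ERG* were each as far from 0 in 1 of the 4 splits, the real one. With 4 splits the share is never under 0.05, so these comparisons cannot be told apart from differences between mice by this test. Of 100 drawn splits of the 9 mice of the WT, *Pb-T2-ERG* and *Pb-T2-ERG;Trp53* pc-/- groups, the real one included, 1 gave as many genes upregulated only in *Pb-T2-ERG;Trp53* pc-/-, and 2 of another 100 gave as many upregulated in both. For the non-additive effect, all 32 of 32 exchanges of the *Trp53* label gave at least the observed 0 genes (1133 at an unadjusted p under 0.05).

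Among genes with an adjusted p under 0.05 in *Pb-T2-ERG;Trp53* pc-/- compared with WT (limma with Benjamini-Hochberg adjustment), 94.0% were upregulated, with 3880 upregulated and 247 downregulated genes. With median-of-ratios scaling the share was 57.0%, and the median of all genes moved from 0.35 to 0.015, but this scaling centres the genes whatever the cause. With each library divided instead by its total without the 18 genes above 1% of the fragments, which does not centre, the median was 0.11 and the share 72.7%, which is consistent with these genes shifting all others in FPKM as part of the cause. They took 28.6% to 31.1% of the WT libraries and 4.23% to 14.6% of the *Pb-T2-ERG;Trp53* pc-/- libraries. Library totals did not differ between the groups (two-sided exact permutation test, p = 0.9). No biological explanation was tested for the share of upregulated calls.

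*Pb-T2-ERG;Trp53* pc-/- replicate 3 lay apart from the other 2 mice of its group. Its root mean square log2 difference to replicate 1 was 0.940, against 0.492 between replicates 1 and 2, and it was 8.61 times that from counting error, which every pair of mice of a group exceeded at least 3.20 times, so that this ratio is no test of one mouse. With median-of-ratios scaling it was still 0.892, against 0.465 between replicates 1 and 2, so the genes taking most fragments do not account for it. The 6 listed skeletal muscle genes took 0.0859% of its fragments and at most 0.0290% in each of the other 11 libraries, but the sample differed in more than these genes. Of the 18 lists, it had the lowest mean log2(FPKM + 1) of the 12 libraries in 4 and the highest in 5. Its mean was 3.71 for smooth muscle (at least 6.35 in the others), 5.57 for prostate secretory genes (at least 8.32), 0.25 for seminal vesicle genes (at least 2.15), 2.08 for basal epithelium (at least 3.21) and 3.79 for proliferation (at most 2.07). Its *Erg* value of 27.1 FPKM lay with the libraries labelled with the transgene, which tests only the transgene part of the label. For the *Trp53* part (mislabelled *Trp53* status), 2 of the 13 listed p53 target genes were lower in every *Trp53* pc-/- mouse than in every WT mouse and lower in *Pb-T2-ERG;Trp53* pc-/- replicates 1 and 2 than in every *Pb-T2-ERG* mouse, and both were also lower in replicate 3 than in every *Pb-T2-ERG* mouse. They were *Ccng1*, with 34.2 FPKM in replicate 3, 34.2 to 49.2 in the 6 libraries labelled *Trp53*-deleted and 49.5 to 68.3 in the other 6, and *Eda2r*, with 1.08 FPKM in replicate 3 and 2.34 to 3.58 in the *Pb-T2-ERG* mice. Over all 13 genes, replicate 3 lay under every *Pb-T2-ERG* mouse in 6 and above every *Pb-T2-ERG* mouse in 5. The mean over the 13 genes was 4.03 in replicate 3, among the *Pb-T2-ERG* mice (3.83 to 4.13), and 3.73 and 3.68 in replicates 1 and 2, under all of them. With median-of-ratios scaling it was 3.67 in replicate 3 and at least 3.91 in the *Pb-T2-ERG* mice. These values point both ways and do not settle the *Trp53* status of replicate 3. In the *Pb-T2-ERG* group, replicate 1 lay at 0.808 and 0.771 from replicates 2 and 3, which were 0.410 apart. Its seminal vesicle list mean was 10.03, against 2.89 and 2.15, and the genes above 1% took 25.8% of its fragments, against 9.83% and 8.21%.

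The 13 listed p53 target genes were lower in *Pb-T2-ERG;Trp53* pc-/- than in *Pb-T2-ERG*, with a median log2 fold change of -0.22 (adjusted p = 3.7e-04 from limma's camera with Benjamini-Hochberg adjustment over 18 lists, two-sided), while *Trp53* FPKM did not differ. The list mean did not separate the mice (two-sided exact permutation test, p = 0.2). With median-of-ratios scaling the camera p was 7.3e-05, the highest camera p with one mouse left out was 0.0014, and 21 of 10000 random lists matched on expression, gene length and GC content had a median as low. With one mouse left out the median stayed under 0, but its size changed. It ran from -0.38 without *Pb-T2-ERG;Trp53* pc-/- replicate 3 to -0.060 without replicate 1 of that group. In 1 of the 4 splits that part all same-numbered pairs, the real one, the median was as far from 0, and so it was in 2 of the other 6 splits, or 3 of all 10. A candidate explanation is loss of p53 activity in part of the cells of *Pb-T2-ERG;Trp53* pc-/- tissue. By these splits, made on FPKM as deposited, it cannot be told apart from differences between the mice. The separation under median-of-ratios scaling goes with it, but 3 mice against 3 allow no exact p under 0.1. In *Trp53* pc-/- compared with WT the list had a median of -0.12 and did not pass (adjusted p = 0.26 from limma's camera with Benjamini-Hochberg adjustment), and in *Pb-T2-ERG* compared with WT it had a median of 0.59 (adjusted p = 0.0014 from the same test with Benjamini-Hochberg adjustment), with all 13 genes higher. The pattern was noticed in these data and is a hypothesis.

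Genes that the paper measures outside its RNA-seq data were also looked at in *Pb-T2-ERG;Trp53* pc-/- compared with WT. *Mki67* rose by 2.23 on the log2 scale (SE 0.36, adjusted p = 0.0046 from limma with Benjamini-Hochberg adjustment). *Dck* changed by 1.16 (adjusted p = 0.031 from the same limma test with Benjamini-Hochberg adjustment), *Tk1* by 0.52 (adjusted p = 0.20) and *Impdh1* by -0.38 (adjusted p = 0.29). With median-of-ratios scaling the changes were 1.94 for *Mki67*, 0.79 for *Dck*, 0.099 for *Tk1* and -0.84 for *Impdh1*. *Lef1* changed by 1.24 (adjusted p = 0.15 from limma with Benjamini-Hochberg adjustment) and *Axin2* by 0.16 (adjusted p = 0.82), and under median-of-ratios scaling *Axin2* was at -0.28. *Lef1* had 1.16, 0.760 and 13.6 FPKM in *Pb-T2-ERG;Trp53* pc-/- replicates 1, 2 and 3, so its change rests largely on replicate 3. *Myc* rose by 1.14 (SE 0.37, adjusted p = 0.048 from limma with Benjamini-Hochberg adjustment), with every *Pb-T2-ERG;Trp53* pc-/- mouse above every WT mouse, and by 0.67 with median-of-ratios scaling (adjusted p = 0.16), and *Ccnd1* changed by 0.76 (adjusted p = 0.15). *Krt8* rose by 1.74 (adjusted p = 0.0045) and *Cdkn1a* by 1.65 (adjusted p = 0.035), while *Acta2* changed by -1.14 (adjusted p = 0.39), from limma with Benjamini-Hochberg adjustment. Of the other pyrimidine genes the paper names, *Dctd* changed by 1.12 (adjusted p = 0.084), *Dut* by 1.27 (adjusted p = 0.092) and *Pola1* by 0.76 (adjusted p = 0.013), from limma with Benjamini-Hochberg adjustment. In its group, replicate 3 had the highest FPKM of each gene with a change given in this paragraph, except *Axin2*, *Ccnd1* and *Acta2*. For these it had the lowest. *Dut* had 6.75, 4.84 and 29.8 FPKM in replicates 1, 2 and 3, and *Dctd* 1.75, 1.73 and 7.75. As a list, the 9 β-Catenin target genes, *Myc* and *Ccnd1* among them, lay lower than other genes, with a median of 0.16 against 0.35 for all genes, and did not pass (adjusted p = 0.078 from limma's camera with Benjamini-Hochberg adjustment, and 0.48 with median-of-ratios scaling).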
